# Cyclin Y regulates spatial learning and memory flexibility through distinct control of the actin pathway

**DOI:** 10.1038/s41380-022-01877-0

**Published:** 2022-11-25

**Authors:** Jiyeon Seo, Hongik Hwang, Heesung Sohn, Eunsil Cho, Sunmin Jung, Soohyun Kim, Seung Min Um, Ji Yeon Kim, Muwon Kang, Yuri Choi, Jong-Hwan Kim, Mirang Kim, Seon-Young Kim, Sun-Kyung Lee, Joohong Ahnn, Hyewhon Rhim, Dong-Gyu Jo, Eunjoon Kim, Mikyoung Park

**Keywords:** Neuroscience, Molecular biology, Physiology

## Abstract

Spatial learning and memory flexibility are known to require long-term potentiation (LTP) and long-term depression (LTD), respectively, on a cellular basis. We previously showed that cyclin Y (CCNY), a synapse-remodeling cyclin, is a novel actin-binding protein and an inhibitory regulator of functional and structural LTP in vitro. In this study, we report that *Ccny* knockout (KO) mice exhibit enhanced LTP and weak LTD at Schaffer collateral-CA1 synapses in the hippocampus. In accordance with enhanced LTP, *Ccny* KO mice showed improved spatial learning and memory. However, although previous studies reported that normal LTD is necessary for memory flexibility, *Ccny* KO mice intriguingly showed improved memory flexibility, suggesting that weak LTD could exert memory flexibility when combined with enhanced LTP. At the molecular level, CCNY modulated spatial learning and memory flexibility by distinctively affecting the cofilin-actin signaling pathway in the hippocampus. Specifically, CCNY inhibited cofilin activation by original learning, but reversed such inhibition by reversal learning. Furthermore, viral-mediated overexpression of a phosphomimetic cofilin-S3E in hippocampal CA1 regions enhanced LTP, weakened LTD, and improved spatial learning and memory flexibility, thus mirroring the phenotype of *Ccny* KO mice. In contrast, the overexpression of a non-phosphorylatable cofilin-S3A in hippocampal CA1 regions of *Ccny* KO mice reversed the synaptic plasticity, spatial learning, and memory flexibility phenotypes observed in *Ccny* KO mice. Altogether, our findings demonstrate that LTP and LTD cooperatively regulate memory flexibility. Moreover, CCNY suppresses LTP while facilitating LTD in the hippocampus and negatively regulates spatial learning and memory flexibility through the control of cofilin-actin signaling, proposing CCNY as a learning regulator modulating both memorizing and forgetting processes.

## Introduction

Spatial learning is the process of recording the information required to navigate a location, and memory flexibility (also often called behavioral or cognitive flexibility) is the process of learning a new location that involves two courses, forming new memory and suppressing the previous memory. Synaptic plasticity, including long-term potentiation (LTP) and long-term depression (LTD), is generally considered as the cellular basis of learning and memory in the brain. Specifically, a myriad of preceding studies have reported the functional significance of LTP in mediating learning and memory with extensive molecular mechanisms [1, 2]. In addition, many studies have demonstrated that LTD is required for memory flexibility [3–6] and is also facilitated by learning per se [7–12]. Memory consolidation must be regulated within the physiological range through fine controls between memorizing and forgetting processes. Excessive memory strengthening and/or impaired forgetting processes likely contribute to a deficit in memory flexibility [13–15], which may lead to establishment of pathological conditions, such as post-traumatic stress disorder, autism spectrum disorder, schizophrenia, and Alzheimer’s disease [16–19]. Therefore, the maintenance of LTP, LTD, and memory strength within adequate physiological ranges is essential for the proper functioning of the brain in various cognitive and behavioral contexts.

Cyclin Y (CCNY), a cyclin family protein known to regulate the cell cycle in dividing cells [20–22], can regulate synaptic functions in terminally differentiated neuronal cells [23–26]. Specifically, CCNY is particularly enriched in the postsynaptic compartment in rat brains and inhibits the trafficking of α-amino-3-hydroxy-5-methyl-4-isoxazolepropionate (AMPA) receptor (AMPAR) to the synapse during glycine-induced LTP in cultured neurons [25]. In addition, the overexpression of CCNY, biolistically transfected in organotypic hippocampal slices, inhibits LTP at the Schaffer collateral-*Cornu Ammonis* 1 (CA1) synapses [25]. Furthermore, CCNY binds actin with high affinity and negatively regulates structural LTP by controlling actin dynamics [26]. Upon observation that CCNY regulates functional and structural LTP in cultured hippocampal neurons and organotypic slice systems [25, 26], we hypothesized that CCNY also mediates hippocampus-dependent cognitive function in vivo, including learning and memory, by regulating synaptic plasticity.

A strong correlation between LTD and memory flexibility has been demonstrated by showing that mice with impaired LTD but with normal LTP and/or spatial learning exhibit impaired memory flexibility [3, 4, 6, 27]. Furthermore, LTD was suggested to play a role in the extinction of prior memory when new learning occurs during the process of memory flexibility [28]. However, it is still unclear whether intact LTD is a particular requirement for memory flexibility, and whether LTP and LTD distinctively play a role in the memorizing and forgetting processes.

In the present study, *Ccny* KO mice exhibited enhanced LTP and reduced LTD at Schaffer collateral-CA1 synapses in the hippocampus, indicating a shifted spectrum in synaptic plasticity toward potentiation, and showed improved spatial learning in the Morris water maze (MWM) task as well as improved memory flexibility in the reversal learning phase of the MWM task and in a delayed nonmatch to place (DNMTP) T-maze task. Notably, transcriptome and immunoblot analyses revealed that LIM domain kinase 1 (LIMK1)-cofilin-actin signaling is differentially regulated in response to original learning and reversal learning in *Ccny* KO mice. Mice overexpressing a phosphomimetic cofilin-S3E in the hippocampal CA1 region, recapitulating the basal state of *Ccny* KO mice, also showed enhanced LTP and reduced LTD at Schaffer collateral-CA1 synapses as well as improved spatial learning and memory flexibility. *Ccny* KO mice overexpressing a non-phosphorylatable cofilin-S3A in the hippocampal CA1 regions showed reversion of the synaptic plasticity, spatial learning, and memory flexibility phenotypes observed in *Ccny* KO mice. Taken together, our findings demonstrate that reduced LTD can mediate normal and even enhanced memory flexibility when combined with normal and enhanced LTP, respectively, suggesting a crosstalk between LTP and LTD in the context of memory flexibility. In addition, this study suggests that CCNY is a learning regulator that modulates both memorizing and forgetting processes, and that spatial learning and memory flexibility are differentially modulated through the CCNY-mediated actin signaling pathway at the organismal level.

## Results

### Neuronal excitability and basal excitatory synaptic properties remain unaltered in *Ccny* KO mice

We first investigated the role of CCNY in hippocampal synaptic plasticity and cognitive functions by characterizing electrophysiological features in *Ccny* KO mice [29]. The frequency of action potential firing triggered by current injection in CA1 neurons was not altered in *Ccny* KO mice (Fig. 1a). The current-voltage relationship (Fig. 1b), input resistance (Fig. 1c), and sag ratio (Fig. 1d) remained unaffected, demonstrating that intrinsic neuronal excitability is normal in *Ccny* KO mice. Moreover, the paired-pulse ratio (PPR) was not significantly altered in *Ccny* KO mice (Fig. 1e), indicating that presynaptic release probability at Schaffer collateral-CA1 synapses in *Ccny* KO mice remains comparable to that of wild-type (WT) mice. This result is in agreement with the finding that CCNY expression is absent in the synaptic vesicle-enriched (LP2) presynaptic fraction, where a presynaptic protein synaptophysin exists in the mouse (Supplementary Fig. S1a) and rat forebrain [25]. CCNY was enriched in postsynaptic fractions of the mouse forebrain, including the synaptic plasma membrane (SPM) and the postsynaptic density (PSD) fractions, where postsynaptic proteins, such as GluA1, a subunit of AMPARs, and PSD-95, are located (Supplementary Fig. S1a).

**Fig. 1:**
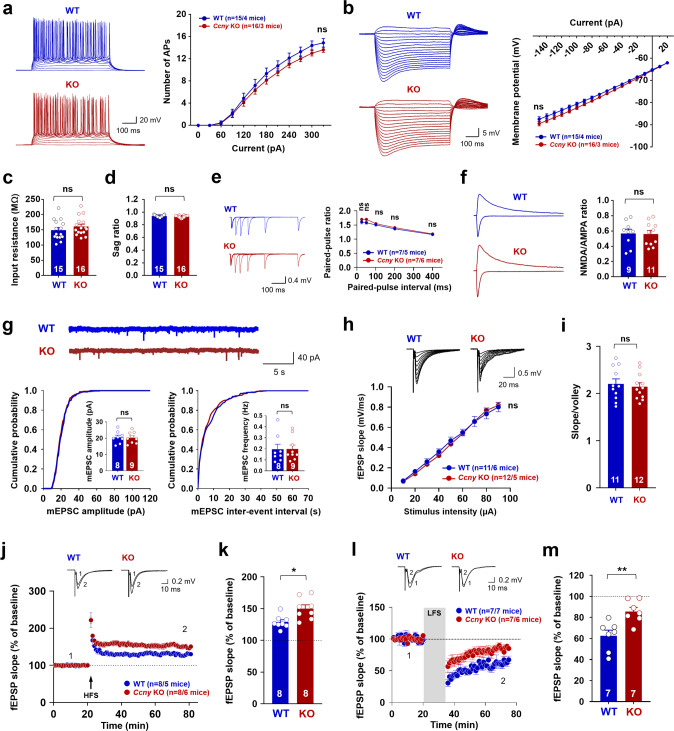
*Ccny* knockout (KO) mice exhibit enhanced long-term potentiation (LTP) and moderate long-term depression (LTD). **a**−**i** Electrophysiological characteristics of *Ccny* KO mice. **a** Neuronal intrinsic excitability is normal in *Ccny* KO mice. Data represent mean ± SEM of the number of action potentials triggered at each current step. The frequency of action potential firing was measured upon injecting a current step ranging from 0 to 330 pA in increments of 30 pA. ns, not significant compared to wild-type (WT) at each current step, Student’s unpaired *t* test. n = 15 and 16 cells from 4 WT and 3 KO mice, respectively. Representative action potentials recorded from WT and *Ccny* KO mice are shown. Scale bars, 20 mV, 100 ms. **b**–**d** The current-voltage relationship is not altered in *Ccny* KO mice. **b** Data represent mean ± SEM of the peak membrane potential measured at each current step. Membrane potential was measured upon injecting a current step ranging from 20 to −150 pA. ns, not significant compared to WT at each current step, Student’s unpaired *t* test. *n* = 15 and 16 cells from 4 WT and 3 KO mice, respectively. Representative voltage responses recorded from WT and *Ccny* KO mice are shown. Scale bars, 5 mV, 100 ms. Input resistance (**c**) and sag ratio (**d**) were calculated from the current-voltage relationship. Data represent mean ± SEM. ns, not significant, Student’s unpaired *t* test. **e** Paired-pulse ratio (PPR) remains unchanged in *Ccny* KO mice. Data represent mean ± SEM of PPR at each time interval. Two consecutive field excitatory postsynaptic potentials (fEPSPs) were evoked at Schaffer collateral-CA1 synapses with various time intervals (25, 50, 100, 200, and 400 ms). PPR was calculated by dividing the peak of the second fEPSP by that of the first one. ns, not significant, Student’s unpaired *t* test at each time interval. Representative fEPSP traces recorded from WT and *Ccny* KO mice are shown. Scale bars, 0.4 mV, 100 ms. **f** NMDA/AMPA ratio at hippocampal Schaffer collateral-CA1 synapses is normal in *Ccny* KO mice. Data represent mean ± SEM of NMDA/AMPA ratio. AMPAR-mediated currents recorded at −70 mV were measured at the peak amplitude, and NMDAR-mediated currents recorded at +40 mV were measured at 60 ms after stimulation. ns, not significant, Student’s unpaired *t* test. *n* = 9 and 11 cells from 4 WT and 3 KO mice, respectively. Representative excitatory postsynaptic currents (EPSCs) recorded at −70 mV (downward current) and +40 mV (upward current) from WT and *Ccny* KO mice. Scale bars, 100 pA, 100 ms. **g** Miniature EPSCs (mEPSCs) are not altered in hippocampal CA1 neurons from *Ccny* KO mice. (Upper) Representative recordings of AMPAR mEPSCs in hippocampal CA1 neurons from WT and *Ccny* KO mice. Scale bars, 40 pA, 5 s. (Lower) Both mEPSC amplitude (left) and frequency (right) are not altered by chronic *Ccny* KO. Cumulative distribution function plots of AMPAR mEPSC amplitude (left) and inter-event intervals (right). Insets, Data represent mean ± SEM. ns, not significant, Student’s unpaired *t* test. *n* = 8 and 9 cells from 5 animals each for WT and KO mice, respectively. **h**, **i** The input-output relationship is not altered at Schaffer collateral-CA1 synapses in *Ccny* KO mice. **h** fEPSPs were measured by stimulating the Schaffer collateral afferents with various stimulus intensity. (Upper) Representative fEPSP traces recorded from WT and *Ccny* KO mice with a series of increasing input stimulus ranging from 10 to 90 μA. Scale bars, 0.5 mV, 20 ms. (Lower) Data represent mean ± SEM of fEPSP slope at each stimulus intensity. ns, not significant, *P* = 0.669 (10 μA), *P* = 0.289 (20 μA), *P* = 0.430 (30 μA), *P* = 0.255 (40 μA), *P* = 0.403 (50 μA), *P* = 0.772 (60 μA), *P* = 0.935 (70 μA), *P* = 0.540 (80 μA), and *P* = 0.765 (90 μA) compared to WT at each stimulus intensity, Student’s unpaired *t* test. *n* = 11 and 12 slices from 6 WT and 5 KO mice, respectively. **i** Data represent mean ± SEM of the ratio of slope to volley. The ratio of fEPSP slope to the fiber volley amplitude at the stimulus strength that evokes 40% of the maximal fEPSP amplitude. ns, not significant, *P* = 0.662, Student’s unpaired *t* test. *n* = 11 and 12 slices from 6 WT and 5 KO mice, respectively. **j**, **k** LTP at Schaffer collateral-CA1 synapses is enhanced in *Ccny* KO mice. **j** High-frequency stimulation (HFS)-induced LTP is enhanced in *Ccny* KO mice. The magnitude of LTP was quantified as an increase in the fEPSP slope relative to the baseline. Representative fEPSP traces from WT and KO mice before (1) and after (2) LTP induction are shown. Scale bars, 0.2 mV and 10 ms. *n* = 8 and 8 slices from 5 WT and 6 KO mice, respectively. Data represent mean ± SEM of fEPSP slope. **k** Data represent mean ± SEM of averages of fEPSP slopes during the last 10 min (71−80 min) of the recordings in (**j**). *P < 0.05 as indicated, Student’s unpaired *t* test. **l**, **m** LTD at Schaffer collateral-CA1 synapses is reduced but still expressed in *Ccny* KO mice. **l** *Ccny* KO mice exhibit reduced hippocampal LTD induced by low-frequency stimulation (1 Hz, 900 pulses) at Schaffer collateral-CA1 synapses. The magnitude of LTD was quantified as a decrease in the fEPSP slope relative to the baseline. Data represent mean ± SEM. *n* = 7 and 7 slices from 7 WT and 6 KO mice, respectively. Representative fEPSP traces from WT and KO mice before (1) and after (2) LTD induction. Scale bars, 0.2 mV and 10 ms. **m** Data represent mean ± SEM of averages of fEPSP slopes during the last 10 min (66-75 min) of the recordings in (**l**). **P < 0.005 as indicated, Student’s unpaired *t* test. See also Supplementary Fig. S2.

We next examined the function of AMPAR and *N-methyl*-D-aspartate (NMDA) receptor (NMDAR). The ratio of NMDAR- to AMPAR-mediated synaptic transmission (NMDA/AMPA ratio) was normal in *Ccny* KO mice (Fig. 1f), and the amplitude and frequency of miniature excitatory postsynaptic currents (mEPSCs) at Schaffer collateral-CA1 synapses were not altered (Fig. 1g). In addition, the input-output relationship between presynaptic stimulus intensity and the slope of the resulting field excitatory postsynaptic potentials (fEPSPs) against the presynaptic stimulus intensity (Fig. 1h) and the ratio of fEPSP slope to the fiber volley amplitude (Fig. 1i) were also not affected in *Ccny* KO mice. These results together indicate that basal excitatory synaptic transmission remained unchanged in *Ccny* KO mice. In support of these findings, the postsynaptic subcellular localizations of GluA1 and PSD-95 were not altered in the forebrain of *Ccny* KO mice (Supplementary Fig. S1b, c). The unaltered basal excitatory synaptic transmission in *Ccny* KO mice is rather contradictory to that reported in a previous study showing that a short hairpin RNA (shRNA)-mediated knockdown of CCNY increases the amplitude but not the frequency of mEPSCs in cultured rat hippocampal neurons [26]. This difference could be due to the use of different systems; the chronic depletion of CCNY in *Ccny* KO mice might be systemically complemented in vivo, whereas 3- to 4-day knockdown of CCNY in cultured neuronal system rather exhibits an acute response to reduced CCNY levels. Together, these results suggest that the complete depletion of CCNY does not affect intrinsic neuronal excitability and basal excitatory synaptic transmission in the hippocampus.

### CCNY regulates hippocampal LTP and LTD at Schaffer collateral-CA1 synapses

Hippocampal synaptic plasticity, including LTP and LTD, is widely considered as a fundamental mechanism underlying cognitive brain functions of learning and memory [5, 9, 10, 30–33]. We found that the magnitude of LTP induced by high-frequency stimulation (HFS) at Schaffer collateral-CA1 synapses was slightly but significantly enhanced in acute hippocampal slices prepared from *Ccny* KO mice compared to WT littermates (Fig. 1j, k). Furthermore, LTD induced by low-frequency stimulation (900 pulses, 1 Hz, 15 min) at Schaffer collateral-CA1 synapses was expressed with reduced magnitude in *Ccny* KO mice compared to WT littermates (Fig. 1l, m). In contrast, both voltage-gated calcium channel (VGCC)-dependent LTP (Supplementary Fig. S2a, b) and metabotropic glutamate receptor (mGluR)-dependent LTD (Supplementary Fig. S2c, d) were normal in *Ccny* KO mice. Collectively, these results indicate that *Ccny* KO mice possess a shifted spectrum of synaptic plasticity toward potentiation in the hippocampus and specifically affect the NMDAR-dependent form of synaptic plasticity, thereby potentially affecting hippocampus-dependent cognitive functions, such as spatial learning and memory flexibility.

### Hippocampus-dependent spatial learning is enhanced in *Ccny* KO mice

We next investigated whether CCNY regulates hippocampus-dependent spatial learning and memory using the MWM task equipped with surrounding spatial cues (Fig. 2a). The latency to platform was significantly shorter on days 3, 4, and 5 in *Ccny* KO mice compared to WT littermates during the five consecutive training days (Fig. 2b), indicating an enhanced learning ability in *Ccny* KO mice. In addition, during the probe test on day 6, the latency (Fig. 2b) and travel distance (Fig. 2c) to the platform zone where the platform was originally located was significantly shorter in *Ccny* KO mice. Even though the number of entries to the target quadrant was not significantly different between WT and *Ccny* KO mice (Fig. 2d), the time spent in the target quadrant was increased in *Ccny* KO mice compared to WT littermates (Fig. 2e). Furthermore, the frequency of passing the platform zone was increased in *Ccny* KO mice compared to WT littermates (Fig. 2f). These results together indicate an enhancement of spatial memory ability in *Ccny* KO mice. In the visible platform test, which is a hippocampus-independent non-spatial learning task, the performance of *Ccny* KO mice was comparable to that of WT mice in terms of the latency to platform during the training sessions (Fig. 2g) and to the platform zone during the probe test (Fig. 2h), suggesting that the improved spatial learning and memory of *Ccny* KO mice in the MWM task (Fig. 2b−f) were not due to the enhanced motivation for escape or improved vision and/or motor skills.

**Fig. 2:**
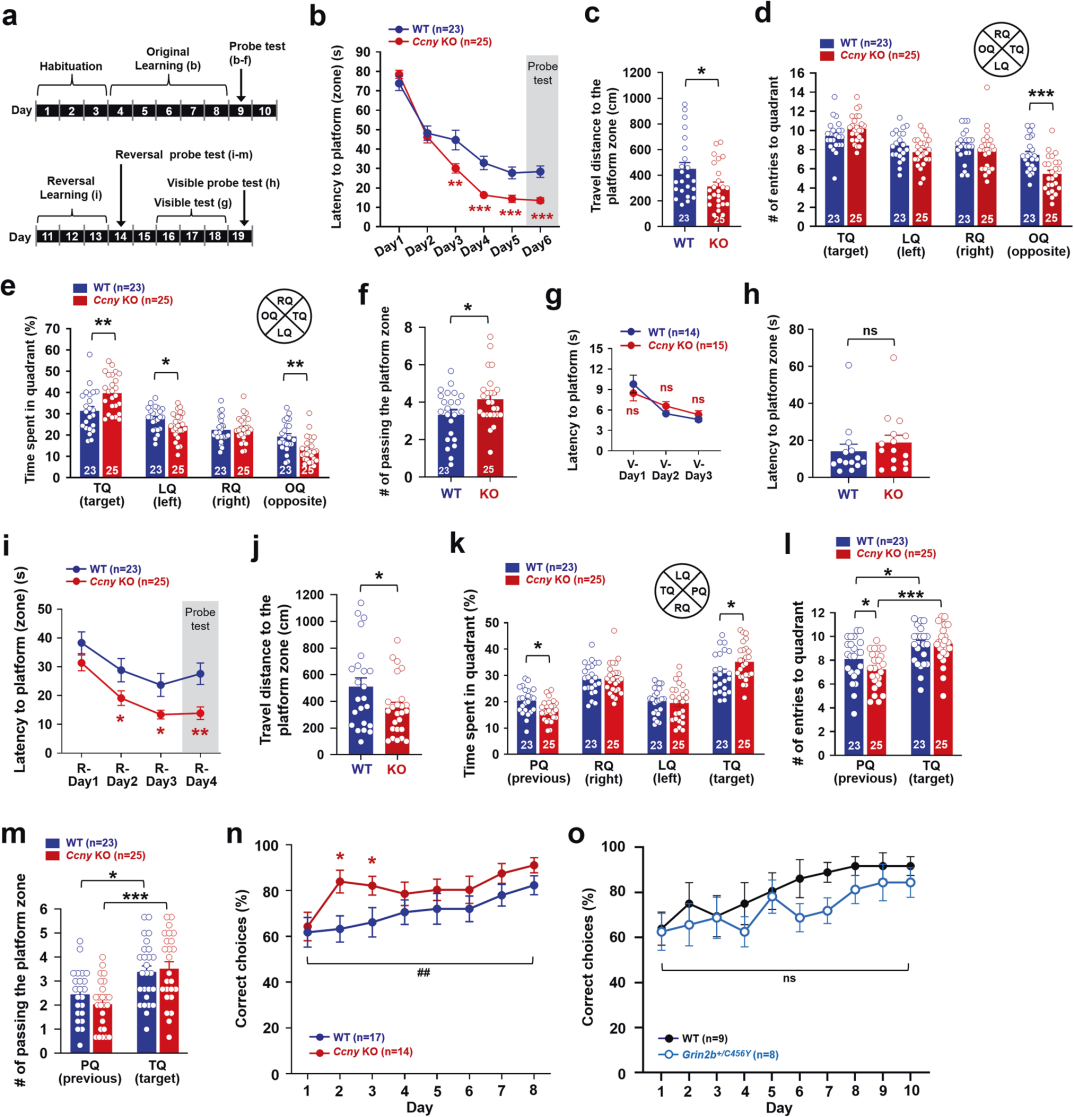
Spatial learning and memory flexibility are improved in *Ccny* KO mice. **a** Schematic diagram for the Morris water maze (MWM) task, including original (Fig. 2b−f) and reversal (Fig. 2i−m) learning and visible platform (Fig. 2g, h) tests. **b** Learning curve of latency to platform during the original training sessions, Day 1 to 5, and latency to platform zone during the probe test session on Day 6 performed in the MWM after platform removal (gray shaded area). Data represent mean ± SEM. **P < 0.005, ***P < 0.0005 as indicated, Student’s unpaired *t* test. Data obtained from three cohorts. **c** Travel distance to platform zone during the probe test on Day 6 performed in the MWM after platform removal. *P < 0.05, Student’s unpaired *t* test. **d**, **e** The number of entries to (**d**) and time spent in (**e**) each quadrant during the probe test on Day 6 performed in the MWM after platform removal. TQ, target quadrant; LQ, quadrant left to the TQ; RQ, quadrant right to the TQ; OQ, quadrant opposite to the TQ. *P < 0.05, **P < 0.005, ***P < 0.0005 as indicated, Student’s unpaired *t* test. **f** The number of passing the platform zone during the probe test on Day 6 performed in the MWM after platform removal. *P < 0.05, Student’s unpaired *t* test. **g**, **h** Latency to platform during the visible sessions, V-Day 1 to 3 (**g**) and latency to platform zone during the visible probe test on V-Day 4 (**h**). Data represent mean ± SEM. ns, not significant, *P* = 0.223 (V-Day 1), *P* = 0.100 (V-Day 2), and *P* = 0.143 (V-Day 3) in (**g**), *P* = 0.203 in (**h**), Student’s unpaired *t* test. See also Supplementary Fig. S3. **i**−**m** *Ccny* KO mice exhibit an improved memory flexibility in reversal learning of the MWM task. **i** Latency to platform during the reversal learning training sessions, R-Day 1 to 3, and latency to platform zone during the reversal learning probe test on R-Day 4 (gray shaded area). Data represent mean ± SEM. *P < 0.05, **P < 0.005 as indicated, Student’s unpaired *t* test. Data obtained from three cohorts. **j** Travel distance to the platform zone during the reversal learning probe test on R-Day 4 performed in the MWM after platform removal. *P < 0.05, Student’s unpaired *t* test. **k** Time spent in each quadrant during the reversal learning probe test on R-Day 4 performed in the MWM after platform removal. Data represent mean ± SEM. PQ, previous target quadrant; TQ, target quadrant; LQ, quadrant left to the TQ; RQ, quadrant right to the TQ. *P < 0.05 as indicated, Student’s unpaired *t* test. **l** The number of entries to the previous target (PQ) and current target quadrant (TQ) during the reversal learning probe test on R-Day 4 performed in the MWM after platform removal. Data represent mean ± SEM. *P < 0.05, ***P < 0.0005 as indicated, Student’s unpaired *t* test. **m** The number of passing the platform zone during the reversal learning probe test on R-Day 4 performed in the MWM after platform removal. Data represent mean ± SEM. *P < 0.05, ***P < 0.0005 as indicated, Student’s unpaired *t* test. **n** *Ccny* KO mice exhibit improved memory flexibility in a delayed nonmatch to place (DNMTP) T-maze task. Data represent mean ± SEM of percentage of correct choices. *P < 0.05, Student’s unpaired *t* test. ^##^*P* < 0.005 as indicated, repeated-measures two-way ANOVA, the effect of genotype, F (1, 29) = 9.874. See also Supplementary Fig. S4. **o** Memory flexibility in GluN2B-C456Y-mutant mice is comparable to the littermate WT in a DNMTP T-maze task. Data represent mean ± SEM of percentage of correct choices. Student’s unpaired *t* test. ns, not significant, repeated-measures two-way ANOVA, the effect of genotype, F (1, 15) = 2.244. See also Supplementary Fig. S4.

In addition, the total distance moved, the time spent in the center, and the number of center entries in an open field task were not different between WT and *Ccny* KO mice (Supplementary Fig. S3a−h), further supporting that basal locomotion, anxiety, and willingness to explore were not affected in *Ccny* KO mice compared to WT littermates. Moreover, no significant difference was observed between WT and *Ccny* KO mice in a novel object recognition task (Supplementary Fig. S3i−k) used to test non-spatial memory [34, 35] or in a passive avoidance task (Supplementary Fig. S3l, m) used to assess aversive associative memory [36]. These results together demonstrate that hippocampus-dependent spatial learning and memory is specifically improved in *Ccny* KO mice and suggest future studies exploring the roles of CCNY in other spectrums of learning behaviors and/or other behavioral/non-behavioral functions in other brain regions.

### Memory flexibility is improved in *Ccny* KO mice and normal in *Grin2b*^+/C456Y^ mice

LTD is associated with behavioral and memory flexibility [3–6, 9, 10, 27, 28]. Because hippocampal LTD was significantly altered in *Ccny* KO mice (Fig. 1l, m), we further investigated whether CCNY is involved in the regulation of memory flexibility. To this end, a spatial reversal learning task was conducted by moving the hidden platform to a new location (i.e., the quadrant opposite to the previously memorized quadrant) following the original learning task in the MWM. The latency to platform was significantly shorter on days 2 and 3 during the training sessions in *Ccny* KO mice (Fig. 2i). In addition, on day 4 of the reversal learning probe test, the latency (Fig. 2i) and travel distance (Fig. 2j) to the platform zone were also significantly reduced in *Ccny* KO mice, and the time spent in the target quadrant was significantly increased in *Ccny* KO mice compared to WT littermates (Fig. 2k). Furthermore, both the time spent in the previous target quadrant (Fig. 2k) and the frequency of entries to the previous target quadrant during the reversal learning probe test (Fig. 2l) were significantly decreased in *Ccny* KO mice compared to WT littermates. Both WT littermates and *Ccny* KO mice more frequently entered to the target quadrant (Fig. 2l) and target platform zone (Fig. 2m) than to the previous quadrant (Fig. 2l) and previous platform zone (Fig. 2m), respectively, but the degrees of increase in the frequency of entries to the target quadrant and target platform zone were much higher in *Ccny* KO mice than in WT littermates (Fig. 2l, m). Altogether, these results indicate that memory flexibility (or new learning and memory ability) is improved in *Ccny* KO mice.

We further investigated whether the lack of CCNY also influences the performance in the DNMTP T-maze task as an independent test to examine hippocampus-dependent memory flexibility [3, 27, 28, 37]. Similar to the reversal learning of MWM task which requires memory flexibility to learn and memorize new spatial information, the location of rewards for the choice runs in the DNMTP T-maze task alternates between the right and left arms in each trial, thus requiring memory flexibility to make a correct choice. Consistent with the enhanced reversal learning (Fig. 2i−m), *Ccny* KO mice also showed improved learning flexibility in the DNMTP T-maze task (Fig. 2n). In agreement with this finding, both travel distance (Supplementary Fig. S4a) and travel time (Supplementary Fig. S4b) taken to make a correct choice in the DNMTP T-maze task were shorter in *Ccny* KO mice compared to WT littermate. The body weights of the mice subjected to this task were maintained at approximately 80% of the initial body weights during the handling period throughout the experiments (Supplementary Fig. S4c). Because the animal behaviors in the open field task were not significantly different between WT and *Ccny* KO mice (Supplementary Fig. S4a−h), the improved memory flexibility in *Ccny* KO mice was not due to a change in basal locomotion, anxiety, or willingness to explore. Collectively, our findings indicate that even reduced LTD in *Ccny* KO mice (Fig. 1l, m) supports memory flexibility of both reversal learning in MWM (Fig. 2i−m) and the DNMTP T-maze task (Fig. 2n).

To further examine the notion that reduced LTD is sufficient to support memory flexibility, we performed a DNMTP T-maze task using GluN2B-C456Y-mutant mice (Grin2b^+/C456Y^) that exhibited reduced LTD induced by low-frequency stimulation but normal LTP at Schaffer collateral-CA1 synapses (i.e., presenting an altered spectrum in synaptic plasticity) along with normal original and reversal learning in MWM [38]. Despite the reduced hippocampal LTD [38], the GluN2B-C456Y-mutant mice showed memory flexibility comparable to WT littermates in the DNMTP T-maze task (Fig. 2o), consistent with the normal reversal learning of MWM observed in GluN2B-C456Y-mutant mice [38], confirming that reduced LTD is sufficient to support memory flexibility. In agreement with this finding, both travel distance (Supplementary Fig. S4d) and travel time (Supplementary Fig. S4e) taken to make the correct choice in GluN2B-C456Y-mutant mice were comparable to WT littermates. The body weights of the mice were maintained at approximately 80% of their initial body weight during the handling period throughout the experiments (Supplementary Fig. S4f). Considering that the GluN2B-C456Y-mutant mice showed a difference in terms of normal LTP and normal original learning when compared to *Ccny* KO mice, the improved memory flexibility in *Ccny* KO mice seems to be accounted for by the enhanced LTP and improved original learning ability.

To further support the requirement of residual LTD in *Ccny* KO mice for the improved memory flexibility, the residual LTD in *Ccny* KO mice was completely blocked using a selective GluN2B antagonist and a specific LTD inhibitor, Ro25-6981 [4, 39]. Ro25-6981 treatment did not affect LTP (Fig. 3a, b), whereas it completely removed residual LTD in both WT and *Ccny* KO mice (Fig. 3c, d). In agreement with LTP results, Ro25-6981 administration to *Ccny* KO mice did not affect spatial learning in the MWM task, as it resulted in no significant changes in the latency to the platform (zone) (Fig. 3e), travel distance (Fig. 3f), number of entries to the target quadrant (Fig. 3g), time spent in the target quadrant (Fig. 3h), and frequency of passing the platform zone (Fig. 3i). In agreement with the notion that the requirement of the residual LTD in *Ccny* KO mice is required for the improved memory flexibility, latency to the platform (zone) was significantly delayed (Fig. 3j) and travel distance to the platform zone tended to increase with Ro25-6981 treatment (Fig. 3k). Both Ro25-6981-treated and untreated *Ccny* KO mice spent more time in the target quadrant than in the previous quadrant (Fig. 3l) and more frequently passed the target platform zone than the previous target platform zone (Fig. 3m). However, the degrees to which both the time spent in the target quadrant and the frequency of passing to the target platform zone increased were significantly lower in Ro25-6981-treated *Ccny* KO mice than in vehicle-treated *Ccny* KO mice (Fig. 3l, m). These data indicate that the enhanced memory flexibility in *Ccny* KO mice is dependent on the residual LTD. Taken together, these findings suggest that to improve memory flexibility, it is critical to facilitate not only the extinction or weakening of the previously encoded spatial memory, but also the formation of new spatial memory. The facilitation of the weakening of previously acquired memory information and the formation of new spatial memory are presumably mediated by weakened LTD and enhanced LTP, respectively, in *Ccny* KO mice.

**Fig. 3:**
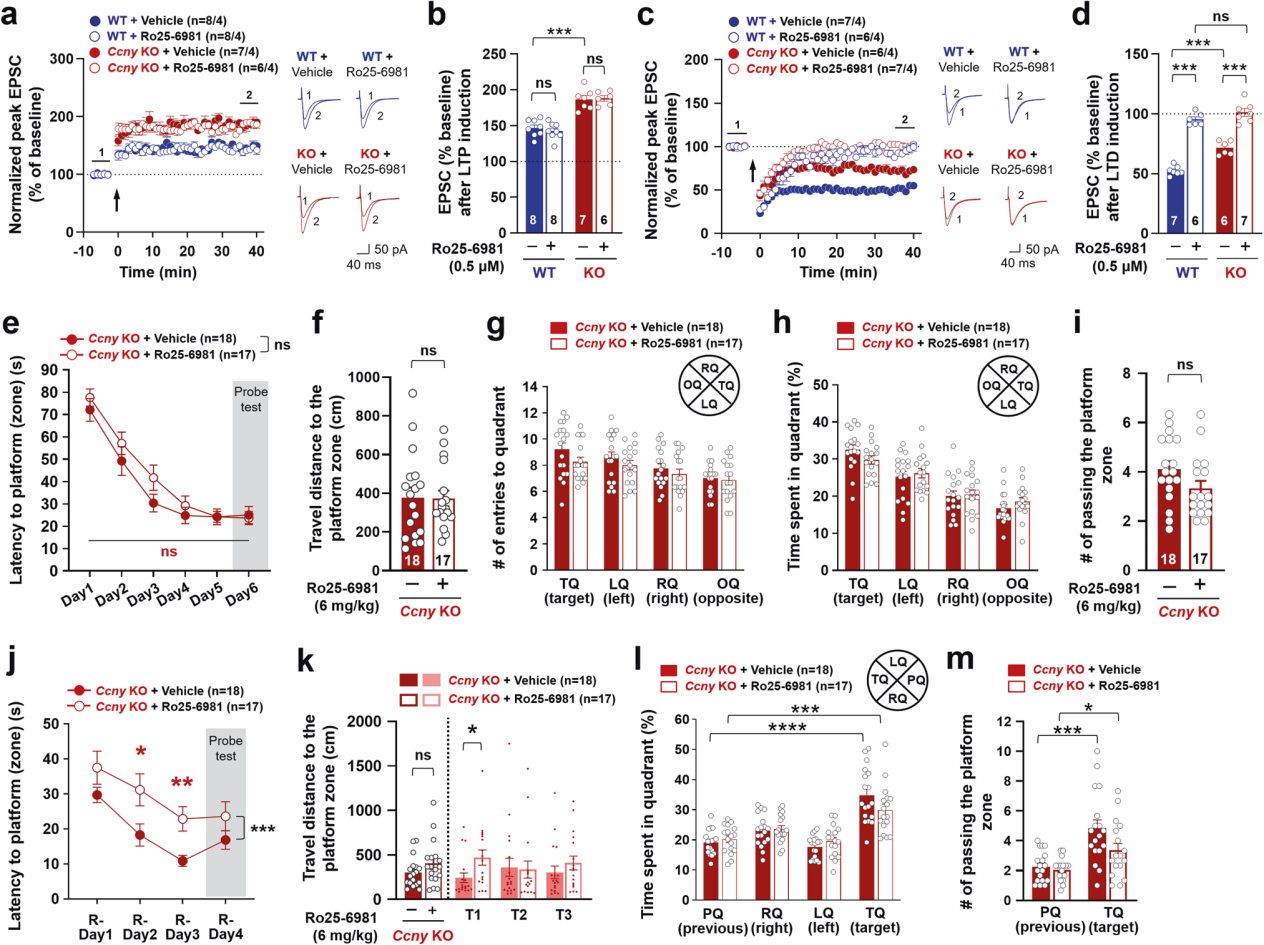
The specific LTD inhibitor Ro 25-6981 inhibits LTD and memory flexibility but does not affect LTP and spatial learning in *Ccny* KO mice. **a**, **b** Ro25-6981 (0.5 μM) treatment does not affect the pairing-induced LTP in both WT and *Ccny* KO mice. **a** Data represent mean ± SEM of the peak EPSC amplitude relative to the baseline. LTP was induced by pairing stimulation (2 Hz for 90 s with 0 mV holding) at Schaffer collateral-CA1 synapses. *n* = 8, 8, 7, and 6 slices from 4 mice in each of 4 experimental groups. Representative evoked EPSC traces before (1) and after (2) LTP induction are shown. Scale bars, 50 pA and 40 ms. **b** Data represent mean ± SEM of evoked EPSC amplitudes during the last 5 min (35−40 min) of the recordings in (**a**). ns, not significant, ***P < 0.0005 as indicated, one-way ANOVA followed by Tukey’s multiple comparisons test. **c**, **d** Ro25-6981 (0.5 μM) treatment inhibits the pairing-induced LTD in both WT and *Ccny* KO mice. (**c**) Data represent mean ± SEM of the peak EPSC amplitude relative to the baseline. LTD was induced by a pairing protocol (5 Hz for 3 min with −40 mV holding) at Schaffer collateral-CA1 synapses. *n* = 7, 6, 6, and 7 slices from 4 mice in each of 4 experimental groups. Representative evoked EPSC traces before (1) and after (2) LTD induction are shown. Scale bars, 50 pA and 40 ms. **d** Data represent mean ± SEM of the evoked EPSC amplitudes during the last 5 min (35−40 min) of the recordings in (**c**). ns, not significant, ***P < 0.0005 as indicated, one-way ANOVA followed by Tukey’s multiple comparisons test. **e**−**i** The intraperitoneal injection of Ro25-6981 (6 mg/kg) into *Ccny* KO mice did not affect original learning in the MWM task. **e** Learning curve of latency to platform (zone) during the MWM task. Data represent mean ± SEM. colored ns, not significant, Student’s unpaired *t* test at individual days. ns, not significant as indicated, two-way ANOVA. **f** Travel distance to platform zone during the probe test on Day 6. ns, not significant, Student’s unpaired *t* test. **g**, **h** The number of entries to (**g**) and time spent in (**h**) each quadrant during the probe test on Day 6. **i** The number of passing the platform zone during the probe test on Day 6. ns, not significant, Student’s unpaired *t* test. **j**−**m** Intraperi*t*oneal injection of Ro25-6981 (6 mg/kg) into *Ccny* KO mice inhibited memory flexibility in reversal learning of the MWM task. **j** Latency to the platform (zone) during the reversal learning. Data represent mean ± SEM. *P < 0.05, **P < 0.005 as indicated, Student’s unpaired *t* test. ***P < 0.0005 as indicated, two-way ANOVA. **k** Travel distance to the platform zone during the reversal learning probe test on R-Day 4. ns, not significant, *P < 0.05 as indicated, Student’s unpaired *t* test. Bars on the left side of the dotted line are the averaged data of T1 (Trial 1), T2 (Trial 2), and T3 (Trial 3). **l** Time spent in each quadrant during the reversal learning probe test on R-Day 4. Data represent mean ± SEM. ***P < 0.0005, ****P < 0.0000005 as indicated, Student’s unpaired *t* test. **m** The number of passing the platform zone during the reversal learning probe *t*est on R-Day 4. Data represent mean ± SEM. *P < 0.05, ***P < 0.0005 as indicated, Student’s unpaired *t* test.

### Original learning upregulates genes related to the actin cytoskeleton, synaptic plasticity, or learning in WT mice with similar changes in untrained *Ccny* KO mice

Spatial learning and memory are correlated with spine morphology and plasticity [2, 40, 41], which requires actin remodeling [42–48]. CCNY is an actin-binding protein and regulates spine plasticity induced by LTP through the cofilin-actin signaling pathway [26], implying the functional significance of CCNY in modulating spatial learning and memory through the actin signaling pathway.

We found that the expression levels of *Ccny* mRNA detected by quantitative real-time polymerase chain reaction (qRT-PCR) (Fig. 4a) and CCNY protein detected by immunoblot analysis (Fig. 4b) were significantly reduced in the hippocampus after original learning in WT mice. Notably, improved spatial learning and memory ability in *Ccny* KO mice (Fig. 2b−f) and the decreased CCNY levels in WT mice following the original learning and memory task (Fig. 4a, b) together suggest a possible correlation between CCNY expression levels and cognitive function. Therefore, we aimed to determine whether *Ccny* KO mice in the naive state share molecular changes similar to those in WT mice subjected to original learning and memory. The potential candidates of molecular processes associated with original learning were examined by analyzing the transcriptome using high-throughput RNA sequencing. 

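Hippocampal RNA was sequenced from 18 mice in 6 groups of 3. WT and *Ccny* KO mice were taken without training (WT_Basal and KO_Basal), after original learning in the Morris water maze (WT_OL and KO_OL), or after original and reversal learning (WT_RL and KO_RL). The mice were 8 to 10 weeks old, original learning ran over 5 training days with 4 trials per day, and reversal learning over 3 further training days. Each mouse gave one library. The authors aligned the reads to the mm10 genome, counted them on genes, normalized the counts by the trimmed mean of M-values (TMM) and deposited one log2 value per gene and library for 15329 genes, listed by symbol. The values themselves give their scale: 2 to the power of a value, minus 1, was a whole multiple of one step per library in 100% of cases, so the values are log2(CPM + 1) and the reads behind each can be recovered. Between 29248557 and 37915576 reads per library fell on the listed genes. The median was 30207064 reads in WT_Basal, 30611521 in KO_Basal, 32749133 in WT_OL, 33947605 in KO_OL, 35808246 in WT_RL and 33635710 in KO_RL. Every listed gene had at least 21 reads in 1 library or more. The log2 values were compared with limma, with one mean per group fitted to all 18 libraries and each gene's variance moderated along its trend with expression level. P-values were adjusted across the 15329 genes by the Benjamini-Hochberg method. A log2 fold change is the difference between 2 group means of log2(CPM + 1), which lies nearer to 0 than the ratio of CPM for genes of a few CPM or less. With 3 mice against 3, a two-sided exact permutation test cannot give a p-value under 0.1. Gene positions are those of GRCm38 (mm10).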

A total of 560 genes were differentially expressed when comparing WT mice under basal state with WT mice after original learning, in which 265 genes were upregulated and 295 genes were downregulated in the WT mice subjected to original learning (Fig. 4c; WT_Basal vs WT_OL). 

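At |fold-change| > 1.5 and an unadjusted limma p-value under 0.05, 276 genes differed between WT_OL and WT_Basal, with 119 higher and 157 lower after original learning. This number depended most on single mice. It rose to 619 genes without WT_OL replicate 3 and fell to 182 without WT_OL replicate 2. A correction of each library for GC content lowered it to 143. With the fold change taken as a ratio of mean CPM and the p-values kept, a choice made after seeing the data, 257 genes were higher and 298 lower. After adjustment, 1457 genes had a p-value under 0.05, 595 of them higher and 862 lower, and 81 of the higher and 125 of the lower genes were also past 1.5-fold. In a fit of the 6 libraries of this comparison without variance moderation, 0 genes passed the adjusted threshold and 2582 had an unadjusted p-value under 0.05. The values of the 3 WT_OL mice lay entirely above or below those of the 3 WT_Basal mice for 28.3% of genes, against the 10% that chance gives. The largest increases among genes past the adjusted threshold with fully separated mice were those of *Fos*, *Egr2* and *Arc*. *Fos* (chromosome 12, 85473890 to 85477273) rose from 6.58 ± 0.941 CPM (SD, n = 3) to 29.0 ± 6.51 CPM (SD, n = 3), a log2 fold change of 1.97 (standard error 0.219, adjusted p = 0.000143 from limma). *Egr2* (chromosome 10, 67535475 to 67542188) rose from 1.23 ± 0.252 to 7.65 ± 2.97 CPM and *Arc* (chromosome 15, 74669083 to 74672570) from 88.1 ± 1.86 to 296 ± 93.7 CPM. Their log2 fold changes were 1.90 and 1.69 (adjusted p = 0.000314 and 0.00132 from limma). The largest decreases by the same rule were those of *Gh*, *AF357359*, which has no entry under this symbol in the annotation used for positions, and the noncoding *Gt(ROSA)26Sor*. *Gh* (chromosome 11, 106300271 to 106301865), which encodes growth hormone of the pituitary, was listed at 0 CPM in every WT_OL mouse and at 0.0666, 32.3 and 7.32 CPM in the 3 WT_Basal mice, and its adjusted p lay between 0.000427 and 0.473 over the alternatives. *AF357359* fell by 1.42 on the log2 scale (standard error 0.257, adjusted p = 0.00329 from limma), and *Gt(ROSA)26Sor* (chromosome 6, 113067428 to 113077333) fell by 1.27 (standard error 0.141). The exons of the latter overlap those of *Thumpd3* on the other strand, and how reads there were counted is uncertain.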

In untrained naive *Ccny* KO mice (KO_Basal), the expression levels of 314 genes were differentially regulated compared to untrained naive WT mice (WT_Basal), with 95 upregulated and 219 downregulated genes (Fig. 4c). 

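Between untrained *Ccny* KO and WT mice, 120 genes passed the same criteria, 22 of them higher and 98 lower in KO_Basal. The number moved most, to 405, when the reads recovered from the values were modelled with voom in a fit of these 6 libraries, an alternative chosen after seeing the data. It fell to 41 with log2 values under 2 raised to 2, and with the fold change as a ratio of mean CPM, also chosen after seeing the data, 67 genes were higher and 152 lower. Of the 98 lower genes, 20 are on a list of 24 marker genes of the choroid plexus epithelium. An unadjusted p-value under 0.05 was found for 613 genes in the fit of all 18 libraries, where chance alone gives 766 over all genes tested, and for 1577 genes in a fit of these 6 libraries (1259 without variance moderation). The values of the 3 KO_Basal mice lay entirely above or below those of the 3 WT_Basal mice for 14.7% of genes, against the 10% that chance gives. After adjustment, 3 genes differed, *Ccny*, *Tmem151b* and *Znrf1*, and leaving out single mice changed this number to between 0 and 4. Each of the 3 genes lost its adjusted call in at least 4 of the 6 fits that left out 1 mouse. *Ccny* (chromosome 18, 9312304 to 9450154, minus strand) was at 155 ± 4.87 CPM (SD, n = 3) in WT_Basal and at 92.0 ± 3.33 CPM (SD, n = 3) in KO_Basal, a log2 fold change of -0.75 (standard error 0.106, adjusted p = 0.0121 from limma). Its highest log2 value in the 9 *Ccny* KO mice was 6.60 and its lowest in the 9 WT mice was 6.75. *Tmem151b* (chromosome 17, 45541952 to 45549677) rose from 104 ± 8.92 to 178 ± 15.3 CPM, a log2 fold change of 0.77 (standard error 0.104), and *Znrf1* (chromosome 8, 111536097 to 111626030) from 96.6 ± 1.42 to 149 ± 11.5 CPM, a log2 fold change of 0.62 (standard error 0.0825). Both had an adjusted p of 0.0109 from limma. Their exons overlap those of *Tcte1* and *Ldhd* on the other strand, and how reads there were counted is uncertain. For each of the 3 genes, every KO_Basal mouse lay on the same side of every WT_Basal mouse (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow).

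**Figure D1:**
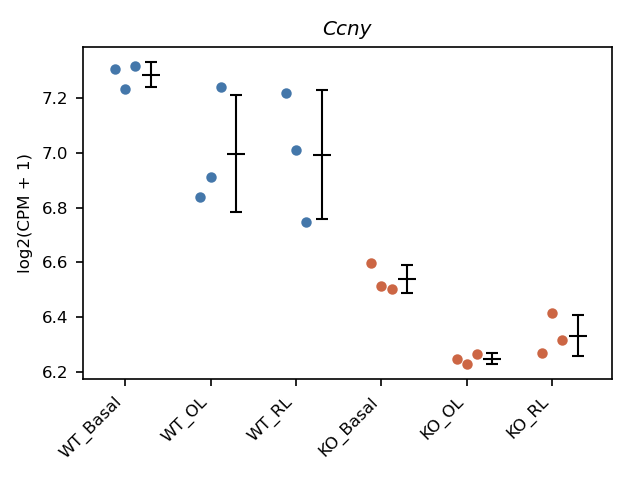
*Ccny* transcript level of each mouse as log2(CPM + 1), in the 6 groups. Points are mice (blue WT, orange *Ccny* KO) and bars the group mean ± SD (n = 3). All 9 KO mice lie at or below 6.60 and all 9 WT mice at or above 6.75.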

Importantly, 29 genes that were commonly upregulated in both WT mice subjected to original learning and in untrained *Ccny* KO mice compared to WT mice under basal state (Fig. 4d, e) were significantly associated with the regulation of the actin cytoskeleton and the regulation of neuronal synaptic plasticity and learning, as revealed by the Kyoto Encyclopedia of Genes and Genomes enrichment analysis and the Gene Ontology analysis, respectively (Fig. 4f). These results strongly suggest that actin signaling plays a crucial role in mediating both the learning in WT mice and more improved learning ability in *Ccny* KO mice.

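The 2 sets of genes past 1.5-fold and an unadjusted p-value under 0.05 shared 9 genes that were higher in both WT_OL and KO_Basal: *Arc*, *Egr2*, *Fos*, *Npas4*, *Pcsk1n*, *Pisd-ps1*, *Prph*, *Tmem151b* and *Zmat1*. *Slc17a8* alone was lower in both, and 0 genes changed in opposite directions. With the fold change as a ratio of mean CPM, chosen after seeing the data, 22 genes were higher in both and 16 lower in both. All 9 are among the 29 genes of Fig. 4d and 4e. The paper chose the 29 genes from these same libraries as higher in both comparisons. Their direction and size here are therefore not independent evidence. The 29 genes were all higher in both comparisons, with a median log2 fold change of 0.59 in WT_OL and 0.55 in KO_Basal. In WT_OL, 12 of them had an adjusted p under 0.05 and 24 an unadjusted one, and in KO_Basal these numbers were 1 (*Tmem151b*) and 23. *Tmem151b* had nearly the same change in both comparisons, 0.76 in WT_OL (adjusted p = 0.000632 from limma) and 0.77 in KO_Basal. *Npas4* (chromosome 19, 4984355 to 4990316) rose by 1.04 in WT_OL (standard error 0.281, adjusted p = 0.0291 from limma) and by 1.12 in KO_Basal (adjusted p = 0.994 from limma). The level of the 29 genes was low, with a median of 0.924 CPM in WT_Basal and 15 genes under 1 CPM. *Gm5741* had no read in any of the 3 WT_Basal mice. Both comparisons use the same 3 WT_Basal mice, so a chance difference in those mice enters both. When 1 WT_Basal mouse served one comparison and the other 2 mice the other, the 6 possible divisions gave 6 to 9 genes higher in both. In simulations of groups without any change, 7 of 100 gave at least 9 genes higher in both with shared WT_Basal mice. With the mice divided, the most of the 6 divisions was at least 9 genes in 7 of 100 and the fewest at least 6 in 2 of 100. Across all genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.202 with the shared mice, where the simulations had a median of 0.457, and of -0.14 to 0.16 with separate mice. Real changes in WT_OL alone also lower this correlation, so a value under the simulated median does not count against shared changes. The gene sets of the enrichment tests were not used here. From the pathways associated with the shared genes, the paper proposes that actin signaling mediates both learning in WT mice and the improved learning ability of *Ccny* KO mice.

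**Figure D2:**
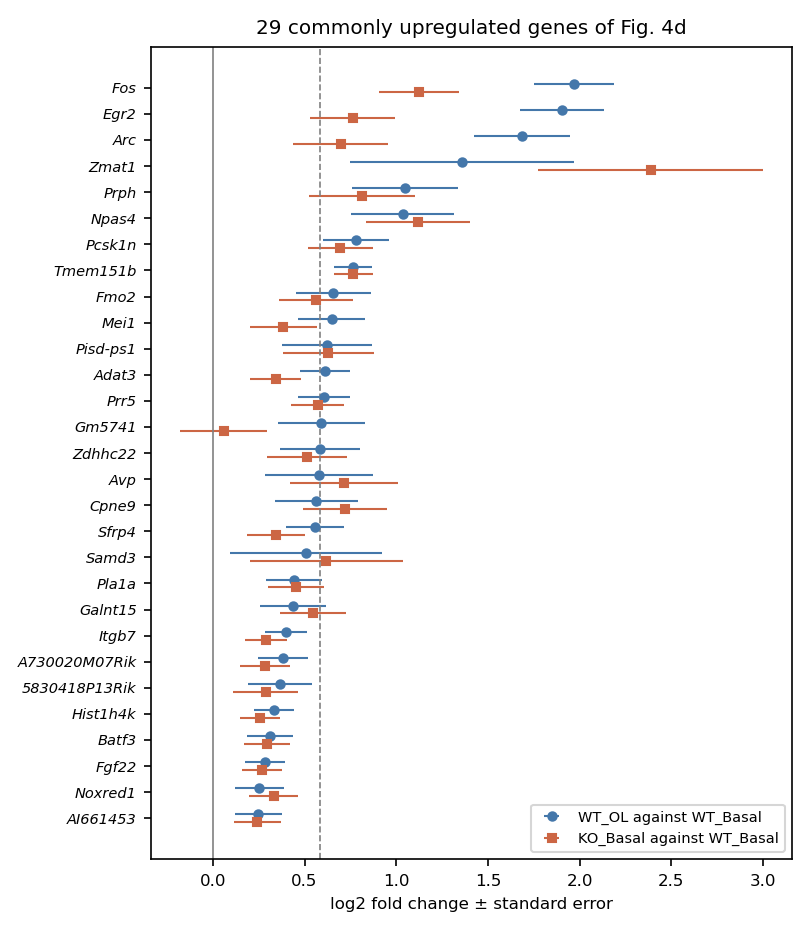
Log2 fold change ± standard error of the 29 commonly upregulated genes of Fig. 4d, in WT_OL (blue circles) and KO_Basal (orange squares) against WT_Basal (n = 3 mice per group). The dashed line is 1.5-fold. All 29 genes lie above 0 in both comparisons, and 9 lie beyond the dashed line in both. The paper chose the genes from these same libraries as higher in both.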

**Fig. 4:**
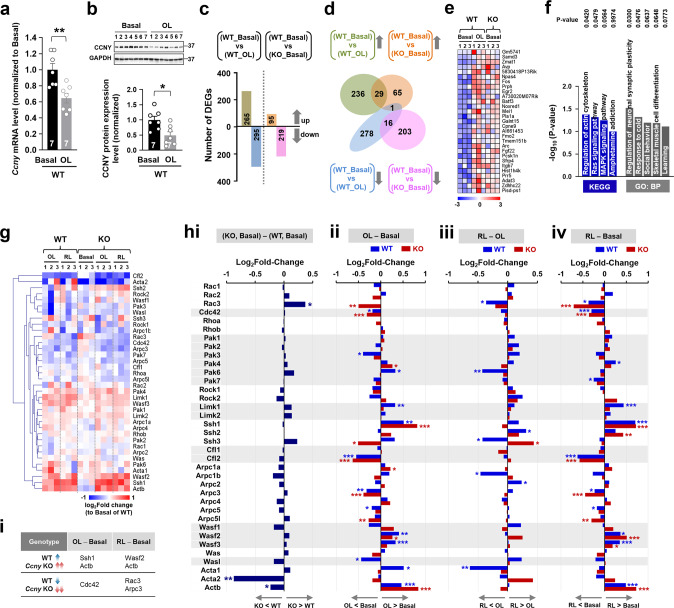
Molecular changes induced by spatial learning training in WT mice are similarly associated with those in untrained *Ccny* KO mice. **a**, **b** Transcript (**a**) and protein (**b**) levels of *Ccny* in the hippocampus are reduced after original learning in WT mice. Data represent mean ± SEM. *P < 0.05, **P < 0.005 as indicated, Student’s unpaired *t* test. *Ccny* mRNA levels (**a**) were measured by qu**a**ntitative real-time polymerase chain reaction (qRT-PCR), and CCNY protein expression levels (b) were quantified from the immunoblots (Upper in **b**). **c**, **d**) The number (**c**) and Venn diagram (**d**) of differentially expressed genes (DEGs) that are upregulated or downregulated compared to WT mice without training (WT_Basal), to *Ccny* KO mice without training (KO_Basal), or to WT mice after original learning (WT_OL). **e** Heatmap of 29 DEGs that are upregulated in both WT mice after original learning and KO mice without training, compared to WT mice without training. The values of log_2_CPM were normalized to the value ranges from a minimum of −3.0 to a maximum of +3.0. CPM, counts per million. **f** The pathway of “regulation of actin cytoskeleton” by the Kyoto Encyclopedia of Genes and Genomes enrichment analysis and the terms “regulation of neuronal synaptic plasticity” and “learning” by the gene ontology analysis are upregulated in WT mice after original learning and in *Ccny* KO mice without training. **g**–**i** Learning-induced changes of actin-related molecules are affected in *Ccny* KO mice. **g** Heatmap of genes known to regulate spine morphology, *i.e*., those involved in the pathways of Rac, Cdc42, and Rho GTPases (listed on the right side of the heatmap). A change in the RNA expression levels was compared between WT and *Ccny* KO mice before training (Basal), after original learning (OL), and after original and reversal learning (RL). RNA expression levels of each gene are presented as the log_2_fold-change relative to Basal of WT. *n* = 3 mice for each sample group. **h** Fold-change of log_2_CPM for individual genes are plotted in WT and *Ccny* KO mice. *P < 0.05, **P < 0.005, ***P < 0.0005. **i** Genes whose transcript levels are increased in WT and further increased in *Ccny* KO mice (upper) or whose transcript levels are decreased in WT and further decreased in *Ccny* KO mice (lower) after original and reversal learning compared to those before training (Basal).

### Distinct expression of actin-related proteins induced by original and reversal learning in WT and *Ccny* KO mice

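The 36 actin-related genes plotted in Fig. 4h are all listed in the data. After original learning in WT mice, 9 of the 36 genes differed from WT_Basal when the p-values were adjusted over the list alone: *Limk1*, *Ssh1*, *Wasf2*, *Wasf3* and *Actb* were higher and *Cdc42*, *Cfl2*, *Arpc3* and *Wasl* lower. Adjusted over all genes, 5 were higher and 1 lower. In *Ccny* KO mice after original learning, 7 genes differed from KO_Basal over the list alone, with *Ssh1* and *Actb* higher and *Rac3*, *Cdc42*, *Cfl2*, *Arpc3* and *Arpc5l* lower, and 3 higher and 5 lower over all genes. The study chose the list for its relation to actin and plotted it from these same libraries, so the adjustment over the list alone is not independent evidence. Alternatives for this list were chosen after seeing the data. The number 9 in WT mice moved most without moderation of the variances in a fit of these 6 libraries, where it fell to 1, and it was 3 without WT_Basal replicate 3 and 13 without WT_OL replicate 3. The largest fold-change of a listed gene was 1.46 in WT mice and 1.79 in KO mice. Reads of near-identical actin genes (*Actb*, *Acta1*, *Acta2*) were not divided between them in fractions, since every value is a whole number of reads. Such reads could have been left out in counting or given to the wrong gene, which is uncertain. *Arpc4*, *Arpc5l* and *Pak4* overlap exons of another gene on the same strand. *Arpc1a*, *Arpc1b*, *Arpc5l*, *Cfl1*, *Cfl2*, *Rac1* and *Rhoa* overlap exons on the other strand, and how reads there were counted is uncertain too.

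**Figure D3:**
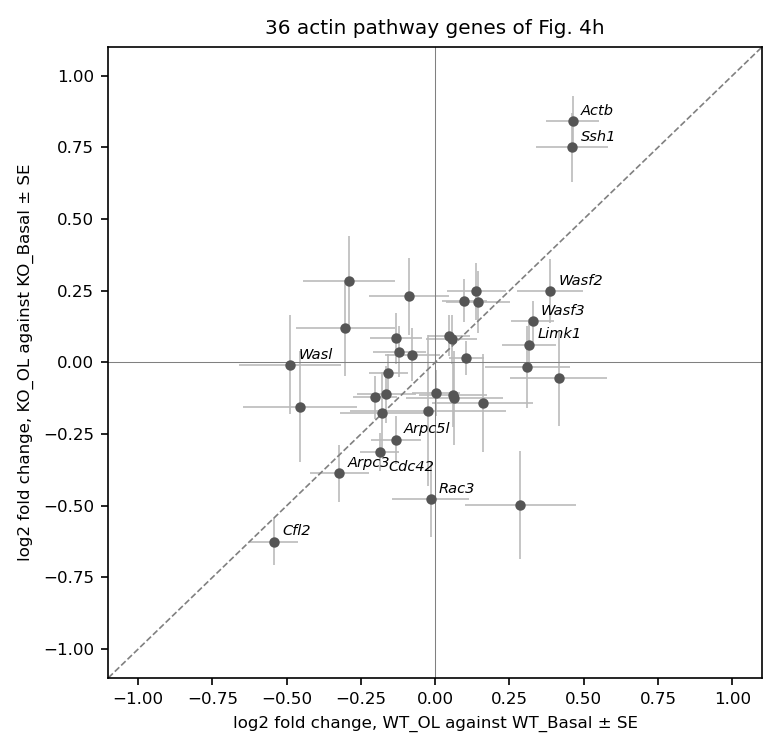
Log2 fold change ± standard error of the 36 genes after original learning, in WT mice (horizontal axis, WT_OL against WT_Basal) and *Ccny* KO mice (vertical axis, KO_OL against KO_Basal), n = 3 mice per group. Named genes have a p-value under 0.05 adjusted over the list alone in WT or KO mice. The dashed line marks equal changes, and *Actb*, at 0.46 in WT and 0.84 in KO mice, lies highest.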

Next, we profiled dynamic changes in the expression levels of genes closely associated with actin reorganization and spine morphology, including molecular components in the pathways of Rac, Cdc42, and Rho GTPases, in the hippocampus of WT and *Ccny* KO mice before and after original and reversal learning and memory tasks (Fig. 4g). Without learning (Basal), the level of *Rac3* transcript was significantly higher in *Ccny* KO mice compared to WT mice, whereas the levels of *Acta2* and *Actb* transcripts were significantly lower in *Ccny* KO mice (Fig. 4hi). 

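*Rac3* (chromosome 11, 120721470 to 120723969) was at 20.4 ± 1.71 CPM (SD, n = 3) in WT_Basal and at 26.4 ± 2.17 CPM (SD, n = 3) in KO_Basal, a log2 fold change of 0.36 (standard error 0.130). *Acta2* (chromosome 19, 34241090 to 34255590) was at 40.5 ± 13.2 and 22.1 ± 3.82 CPM, a log2 fold change of -0.81 (standard error 0.263), and *Actb* (chromosome 5, 142903115 to 142906754) at 790 ± 45.3 and 671 ± 7.85 CPM, a log2 fold change of -0.23 (standard error 0.0895). In each of the 3 genes all KO_Basal mice lay beyond all WT_Basal mice (exact permutation test, two-sided p = 0.1, the smallest possible). None of the 3 passed an adjusted threshold over all genes (adjusted p = 0.994 from limma for each) or over the list of 36 genes alone, where 0 genes passed and 4 had an unadjusted p-value under 0.05. The 6 fits that each left out 1 of these mice gave log2 fold changes of 0.29 to 0.41 for *Rac3*, -1.05 to -0.58 for *Acta2* and -0.26 to -0.19 for *Actb*. *Acta2* is a marker of vascular smooth muscle, and over the 18 libraries its level followed the mean of 10 other smooth muscle markers, with a Pearson's r of 0.966 and a Spearman's rho of 0.948 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give). The r was 0.952 without the 2 libraries farthest from the median and 0.938 with the group means removed.

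**Figure D4:**
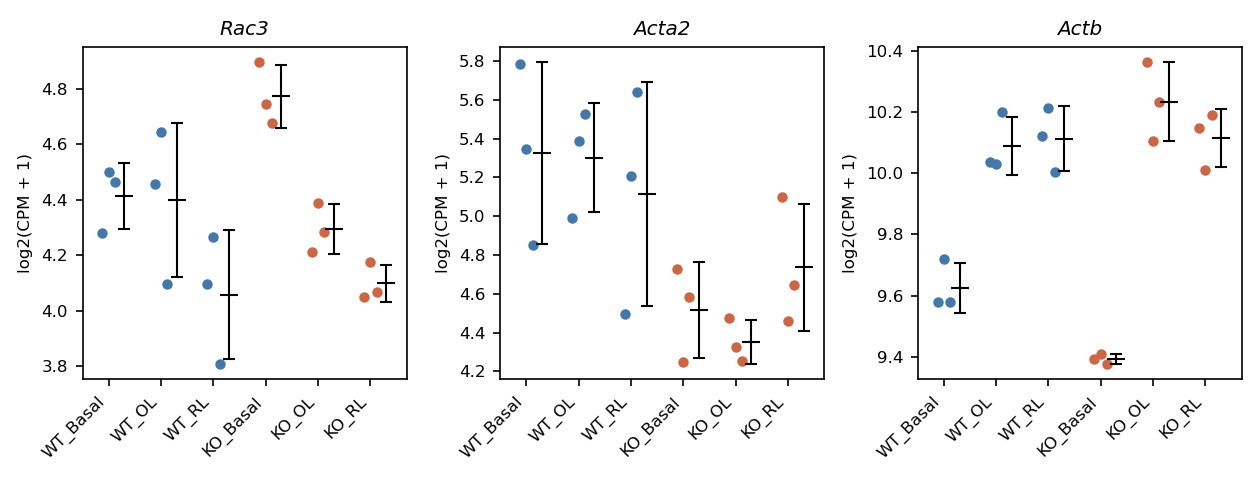
Transcript levels of *Rac3*, *Acta2* and *Actb* in each mouse as log2(CPM + 1), by group. Points are mice (blue WT, orange *Ccny* KO) and bars the group mean ± SD (n = 3). In KO_Basal, *Rac3* lies above and *Acta2* and *Actb* lie below all 3 WT_Basal mice.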

Original learning reduced the levels of *Rac3* and *Ssh3* transcripts in *Ccny* KO mice without significant changes in WT mice. In contrast, original learning decreased the levels of *Pak3* and *Wasl* transcripts in WT mice without significant changes in *Ccny* KO mice (Fig. 4hii). 

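After original learning, *Rac3* in *Ccny* KO mice was at 18.6 ± 1.23 CPM (SD, n = 3), a log2 fold change of -0.48 from KO_Basal (adjusted p = 0.0145 from limma) with all 3 mice below all KO_Basal mice. Without KO_Basal replicate 1 the change was -0.42 (adjusted p = 0.0682 from limma) and without KO_OL replicate 1 it was -0.44 (adjusted p = 0.0601). In WT_OL its level was 20.3 ± 3.97 CPM (SD, n = 3), and its log2 fold change of -0.02 from WT_Basal (adjusted p = 0.961 from limma) took either sign, from -0.14 to 0.14, depending on which mouse was left out. The difference between the genotypes in this change was -0.46 (standard error 0.184, adjusted p = 0.388 from limma). *Ssh3* (chromosome 19, 4261668 to 4269180) went from 29.2 ± 4.45 CPM in KO_Basal to 20.5 ± 4.13 CPM in KO_OL, a log2 fold change of -0.50 (standard error 0.187, adjusted p = 0.0643 from limma). All 3 KO_OL mice were below all KO_Basal mice, and over all alternatives its adjusted p from limma lay between 0.0180 and 0.253, under 0.05 in 6 of 21, the fit without KO_OL replicate 3 (-0.63, adjusted p = 0.0489 from limma) among them. In WT mice *Ssh3* went from 24.9 ± 1.77 to 30.8 ± 5.93 CPM, a log2 fold change of 0.29 (adjusted p = 0.358 from limma) and of 0.14 without WT_OL replicate 2. For *Ssh3* the difference between genotypes was -0.78 (standard error 0.265, adjusted p = 0.388 from limma), so that for neither gene was the change shown to differ between WT and KO mice after adjustment. For *Rac3* this difference reached -0.61 (adjusted p = 0.0430 from limma) without WT_OL replicate 3, within a range of 0.00393 to 0.765 over all alternatives.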

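*Pak3* (chromosome X, 143518591 to 143797796) had a mean log2(CPM + 1) of 7.34 ± 0.034 (SD, n = 3) in WT_Basal and of 6.89 ± 0.529 (SD, n = 3) in WT_OL, a log2 fold change of -0.45 (standard error 0.193, adjusted p = 0.146 from limma). *Wasl* (chromosome 6, 24613805 to 24665009) had means of 7.43 ± 0.046 and 6.94 ± 0.481, a log2 fold change of -0.49 (standard error 0.172, adjusted p = 0.0835 from limma). *Wasl* passed the threshold when adjusted over the list of 36 genes alone, and *Pak3* did not. In both genes all 3 WT_OL mice were below all WT_Basal mice (exact permutation test, two-sided p = 0.1), but 1 mouse set the size of the change. WT_OL replicate 2 had 77.3 CPM of *Pak3* and 84.3 CPM of *Wasl*, and without it the log2 fold changes were -0.16 and -0.23. Without WT_OL replicate 3 they were -0.66 and -0.70, with adjusted p-values of 0.0265 and 0.0100 from limma. Over all alternatives these p-values lay between 0.00609 and 0.641 for *Pak3* and between 0.000104 and 0.448 for *Wasl*. In KO mice *Pak3* went from 7.37 ± 0.144 to 7.22 ± 0.064 and *Wasl* from 7.26 ± 0.121 to 7.25 ± 0.048, log2 fold changes of -0.15 and -0.01. The genotypes differed in these changes by 0.30 for *Pak3* (adjusted p = 0.589 from limma) and 0.48 for *Wasl* (adjusted p = 0.407 from limma), and by 0.0025 and 0.22 without WT_OL replicate 2.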

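After reversal learning, *Rac3* was at 15.8 ± 2.64 CPM (SD, n = 3) in WT mice and at 16.1 ± 0.820 CPM (SD, n = 3) in *Ccny* KO mice. From original to reversal learning its log2 fold change was -0.34 in WT mice (standard error 0.130, adjusted p = 0.238 from limma), where 1 of the 3 WT_RL mice was below all WT_OL mice, and -0.20 in KO mice (adjusted p = 1.00 from limma), where all 3 were. Without WT_OL replicate 3, the change in WT mice was -0.49 (adjusted p = 0.0196 from limma), and it was -0.22 both without WT_OL replicate 2 (adjusted p = 0.773 from limma) and without WT_RL replicate 3 (adjusted p = 0.431 from limma). Over all alternatives this adjusted p lay between 0.0161 and 0.845. The difference between the genotypes in this change was 0.15 (adjusted p = 0.850 from limma). It was 0.024 without WT_OL replicate 2 and 0.021 without WT_RL replicate 3.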

Reversal learning kept the reduction level of *Rac3* in *Ccny* KO mice but significantly decreased the *Rac3* level in WT mice when compared to original learning (Fig. 4hiii). 

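The means of *Ssh3* went from original to reversal learning in opposite directions in the 2 genotypes, without an adjusted p under 0.05 from limma in either. In WT mice it was at 23.0 ± 4.08 CPM (SD, n = 3) after reversal learning, a log2 fold change of -0.41 from WT_OL (adjusted p = 0.294 from limma), and 2 of 3 WT_RL mice were below all WT_OL mice. This change was -0.27 without WT_OL replicate 2 and -0.26 without WT_RL replicate 2. In *Ccny* KO mice it was at 27.8 ± 7.34 CPM (SD, n = 3), a log2 fold change of 0.41 from KO_OL (adjusted p = 1.00 from limma), and 2 of 3 KO_RL mice were above all KO_OL mice. The highest KO_RL value, 36.2 CPM, came from replicate 2, and without that mouse the increase in KO mice was 0.21. Without KO_OL replicate 1 it was 0.26. The difference between the genotypes in this change passed in 0 of the 36 genes, *Ssh3* among them, when adjusted over the list alone (smallest adjusted p = 0.243 from limma).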

Interestingly, changes in the *Ssh3* transcript levels were reversed by reversal learning in both WT and KO mice when compared to original learning (Fig. 4hiii). Original learning increased the levels of *Pak6*, *Limk1*, *Wasf3*, and *Acta1* transcripts in WT mice with no significant changes in *Ccny* KO mice (Fig. 4hii). 

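*Wasf3* (chromosome 5, 146384985 to 146473615) rose from 68.9 ± 1.43 CPM (SD, n = 3) in WT_Basal to 86.9 ± 6.57 CPM (SD, n = 3) in WT_OL, a log2 fold change of 0.33 (standard error 0.0729, adjusted p = 0.0106 from limma). *Pak6* (chromosome 2, 118663303 to 118698020) rose from 69.3 ± 3.35 to 86.9 ± 15.1 CPM, by 0.31 on the log2 scale (standard error 0.143, adjusted p = 0.183 from limma). *Acta1* (chromosome 8, 123891769 to 123894751) rose from 5.57 ± 0.304 to 7.96 ± 2.39 CPM, by 0.42 (standard error 0.164, adjusted p = 0.122 from limma). In each of the 3 genes all WT_OL mice were above all WT_Basal mice (exact permutation test, two-sided p = 0.1). WT_OL replicate 2 was highest in all 3, with 104 CPM of *Pak6* and 10.7 CPM of *Acta1*. Without it the changes were 0.17 for *Pak6*, 0.21 for *Acta1* and 0.27 for *Wasf3*. Without WT_OL replicate 3 that of *Acta1* was 0.54 (adjusted p = 0.0458 from limma), within a range of 0.00689 to 0.462 over all alternatives. In a fit of these 6 libraries alone the adjusted p of *Wasf3* was 0.117. In *Ccny* KO mice the log2 fold changes were 0.14 for *Wasf3* (adjusted p = 0.167 from limma), -0.02 for *Pak6* and -0.06 for *Acta1*. Tested as such, the difference between the genotypes was -0.19 for *Wasf3* (adjusted p = 0.429 from limma), -0.33 for *Pak6* (adjusted p = 0.460) and -0.47 for *Acta1* (adjusted p = 0.402). Without WT_OL replicate 2 the last 2 were -0.19 and -0.26.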

The *Limk1* and *Wasf3* transcript levels remained unaltered after reversal learning versus original learning in both WT and *Ccny* KO mice, but the increase in the levels of *Pak6* and *Acta1* transcripts were greatly reduced after reversal learning in WT mice without significant changes in *Ccny* KO mice (Fig. 4hii−iv). These results together indicate that original and reversal learning processes are distinct at the molecular level and that such distinct molecular signaling is differentially modulated depending on the presence or absence of CCNY. 

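From original to reversal learning in WT mice, *Pak6* fell by 0.44 on the log2 scale to 64.5 ± 14.8 CPM (SD, n = 3; adjusted p = 0.190 from limma) and *Acta1* fell by 0.54 to 5.11 ± 1.11 CPM (SD, n = 3; adjusted p = 0.169 from limma). In both genes all 3 WT_RL mice were below all WT_OL mice (exact permutation test, two-sided p = 0.1). *Acta1* fell by 0.66 without WT_OL replicate 3, with an adjusted p of 0.0243 from limma, within a range of 0.0243 to 0.845 over all alternatives, and by 0.33 without WT_OL replicate 2 (adjusted p = 0.652 from limma). Without WT_RL replicate 3, *Pak6* fell by 0.24. In *Ccny* KO mice the same changes were -0.08 for *Pak6* and -0.10 for *Acta1*, each with an adjusted p of 1.00 from limma. The genotypes differed by 0.36 for *Pak6* (adjusted p = 0.667 from limma) and by 0.43 for *Acta1* (adjusted p = 0.655 from limma). These were 0.22 each without WT_OL replicate 2, and 0.16 and 0.28 without WT_RL replicate 3. *Wasf3* changed by 0.01 in WT and 0.04 in KO mice, to 87.8 ± 8.60 and 80.7 ± 2.17 CPM. In WT mice the sign of the *Wasf3* change reversed under quantile normalization, under GC correction and in fits without single mice. *Limk1* changed by 0.11 in WT mice (adjusted p = 0.573 from limma), from 0.013 without WT_RL replicate 2 to 0.21 without WT_RL replicate 1, and by 0.06 in KO mice, from 0.0057 without KO_RL replicate 2 to 0.097 without KO_RL replicate 1.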

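Over all genes, 40 differed between WT_RL and WT_OL with an adjusted limma p-value under 0.05, 16 higher and 24 lower after reversal learning, and 3 differed between KO_RL and KO_OL, all 3 of them higher. The first number came to 2042 genes without WT_OL replicate 3 and to 0 without WT_OL replicate 1. Of the 36 actin-related genes, 0 differed between reversal and original learning in either genotype when adjusted over the list alone, with 8 past an unadjusted p-value under 0.05 in WT and 2 in *Ccny* KO mice. Against KO_Basal, 3600 genes differed in KO_OL. Whether a change depended on the genotype was tested directly for each gene. For the change from Basal to original learning 0 genes passed the adjusted threshold and 1908 had an unadjusted p-value under 0.05. For the change from original to reversal learning these numbers were 0 and 1224. The smallest adjusted p-values were 0.368 and 0.457. The first count of 0 became 907 genes without WT_OL replicate 3. Within the 36 genes, 0 passed either test over the list alone, and 4 and 1 had an unadjusted p-value under 0.05.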

Importantly, the expression of *Actb* transcripts increased after both original and reversal learning in WT mice, and *Ccny* KO mice exhibited more substantial increases in the *Actb* transcript level after original and reversal learning (Fig. 4hii−iv, i), highlighting the significance of the actin-mediated pathway underlying the improved original and reversal learning ability in *Ccny* KO mice, as observed in MWM behavioral tests (Figs. 2, 3).

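*Actb* rose in WT mice to 1090 ± 73.1 CPM (SD, n = 3) after original learning and to 1109 ± 80.0 CPM (SD, n = 3) after original and reversal learning, log2 fold changes of 0.46 (adjusted p = 0.00492 from limma) and 0.49 (adjusted p = 0.00226 from limma) from WT_Basal. In *Ccny* KO mice it rose to 1206 ± 108 CPM (SD, n = 3) and 1110 ± 71.6 CPM (SD, n = 3), log2 fold changes of 0.84 (adjusted p = 2.55e-05 from limma) and 0.72 (adjusted p = 7.27e-05 from limma) from KO_Basal. In all 4 comparisons every trained mouse was above every untrained mouse. Each change is far larger than the SD between mice on the log2 scale, which was 0.13 or less in every group. In a fit of the 6 libraries of WT_Basal and WT_OL alone, the adjusted p for original learning in WT mice was 0.107, and over all alternatives it lay between 2.40e-06 and 0.134. The difference between the genotypes was 0.38 for original learning (standard error 0.127, adjusted p = 0.388 from limma) and 0.23 for original and reversal learning together (adjusted p = 0.908 from limma).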

### CCNY affects the LIMK1-cofilin-actin pathway distinctively in original and reversal learning

Given that CCNY is an actin-binding protein and inhibits structural LTP by hindering the cofilin-actin pathway [26], we further investigated whether the improved original and reversal learning in *Ccny* KO (Figs. 2, 3) is associated with a change in the activity of cofilin, an actin-depolymerizing factor essential for actin reorganization [26, 48–52]. The levels of the phosphorylated inactive form of cofilin (p-cofilin) tended to increase after original learning in WT mice, but the p-cofilin level was significantly decreased in *Ccny* KO mice after original learning (Fig. 5a, b). Interestingly, *Ccny* KO mice without learning (basal) exhibited significantly higher level of the phosphorylated active form of LIMK1 (p-LIMK1), a kinase that phosphorylates cofilin, compared to the littermate WT mice, and also showed a tendency to increase the p-cofilin levels, albeit not significantly (Fig. 5b, c). Therefore, considering that *Ccny* KO mice under the basal state and WT mice subjected to original learning show comparable levels of p-LIMK1 and p-cofilin, it is likely that certain components of learning-induced molecular changes in the cofilin-actin pathway are already present in *Ccny* KO mice. This was supported by the finding that the actin cytoskeleton pathway was enriched by the set of genes that were commonly upregulated in WT mice after original learning and naive *Ccny* KO mice (Fig. 4f). In addition, reversal learning significantly increased p-cofilin levels in WT mice and rescued p-cofilin levels in *Ccny* KO mice to the level comparable to that observed in the basal condition (Fig. 5a, b). 

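Of the 29 commonly upregulated genes, 2 were also higher in KO_OL than in KO_Basal after adjustment. They were *Egr2*, with a log2 fold change of 0.86 (adjusted p = 0.0134 from limma) from 2.84 to 5.90 CPM, and *Tmem151b*, with 0.34 (adjusted p = 0.0286 from limma) from 178 to 226 CPM. *Prph* had the smallest adjusted p among those that went the other way, with a log2 fold change of -0.79 (adjusted p = 0.0579 from limma), and *Zmat1* the largest decrease, -0.95 (adjusted p = 0.278 from limma). *Fos* and *Arc* rose by 0.38 (adjusted p = 0.225 from limma) and 0.67 (adjusted p = 0.0729 from limma) from levels in KO_Basal of 16.1 ± 5.67 and 150 ± 52.3 CPM (SD, n = 3). None of the 36 genes of Fig. 4g is among the 29.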

The level of p-LIMK1 was also altered similarly to the p-cofilin levels after original and reversal learning in both WT and *Ccny* KO mice (Fig. 5a, c), which was expected as LIMK1 is an upstream kinase for cofilin. In addition, the *Limk1* transcript level was increased after original learning in WT mice; however, this was not observed in *Ccny* KO mice (Fig. 4hii). 

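*Limk1* (chromosome 5, 134656039 to 134688598) rose from 37.0 ± 2.79 CPM (SD, n = 3) in WT_Basal to 46.3 ± 3.04 CPM (SD, n = 3) in WT_OL, a log2 fold change of 0.32 (standard error 0.0904, adjusted p = 0.0372 from limma), with all 3 WT_OL mice above all WT_Basal mice. Correcting each library for GC content lowered this change to 0.16. Over the alternatives the adjusted p lay between 1.35e-05 and 0.355, over 0.05 in 9 of 21, and leaving out single mice moved it between 0.0208 and 0.153. In *Ccny* KO mice *Limk1* was at 40.6 ± 1.49 CPM (SD, n = 3) in KO_Basal and at 42.4 ± 0.279 CPM (SD, n = 3) in KO_OL. That change of 0.06 (adjusted p = 0.657 from limma) also had all 3 trained mice above all untrained mice, and became -0.05 after GC correction. The genotypes differed by -0.25 (standard error 0.128, adjusted p = 0.405 from limma).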

Taken together, these results suggest that a decrease in the phosphorylation levels of cofilin (thus leading to elevated cofilin activity that facilitates actin depolymerization and enhances actin dynamics), and dynamic reversal of cofilin activity likely serve as the molecular basis for the improved original and reversal learning in *Ccny* KO mice, respectively (Fig. 5).

**Fig. 5:**
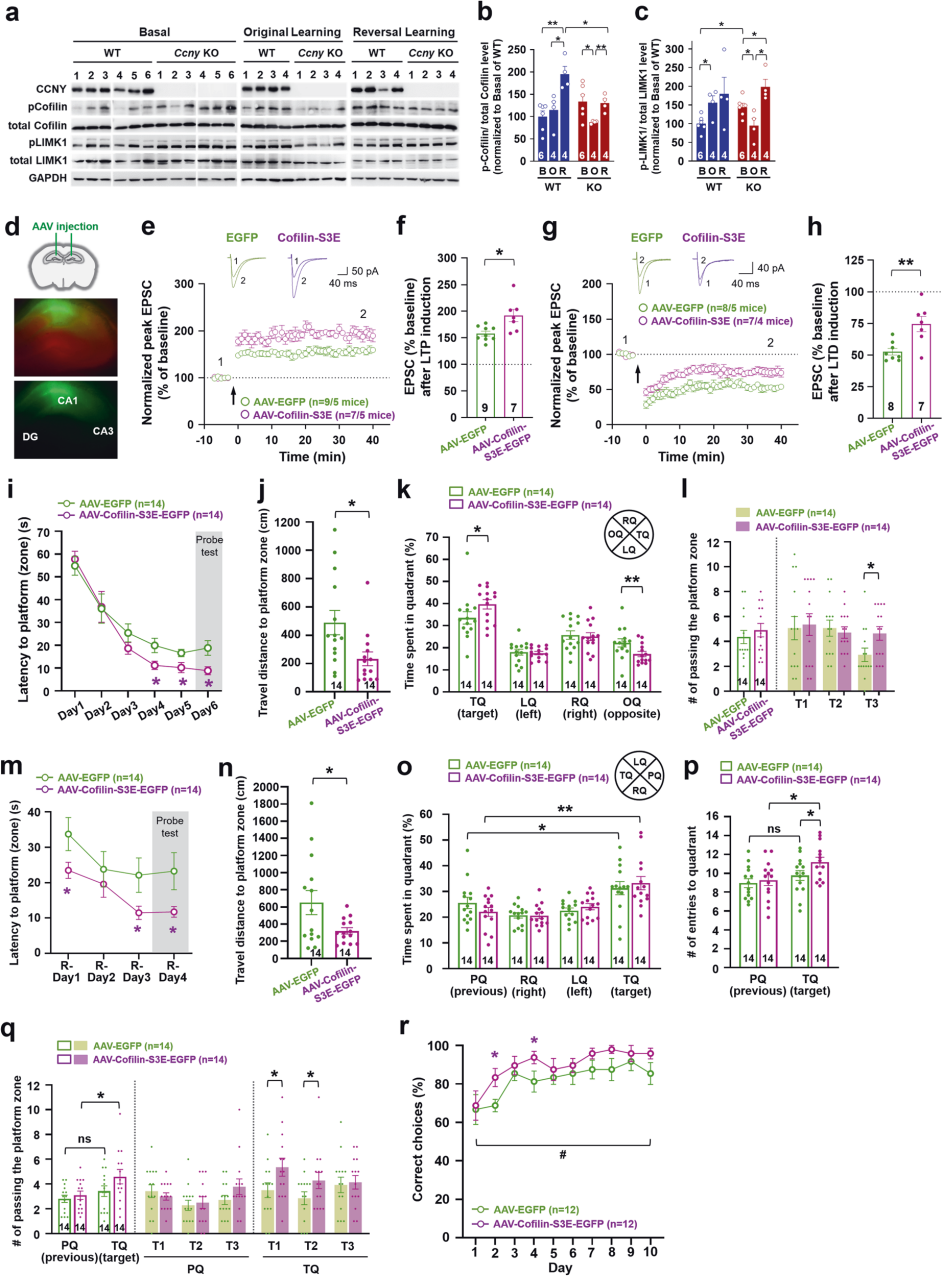
Increased phosphorylation of cofilin affects synaptic plasticity, spatial learning, and memory flexibility. **a**−**c** Original and reversal learning affects the LIM domain kinase 1 (LIMK1)-cofilin-actin pathway in *Ccny* KO mice distinctly from the WT mice. **a** Expression levels of the total and the phosphorylated form of cofilin and LIMK1 in the hippocampi from WT and *Ccny* KO mice after MWM original and reversal learning tasks were analyzed by immunoblotting. Full-length immunoblots are shown in Supplementary Fig. S8. **b**, **c** Ratio of the phosphorylated to total cofilin (**b**) and LIMK1 (**c**) protein expression levels in the hippocampi from WT and *Ccny* KO mice after the MWM original (O) and reversal learning (R) tasks. B, Basal; Data represent mean ± SEM. Data are normalized to the Basal of WT. *P < 0.05, **P < 0.005 as indicated, Student’s unpaired *t* test. **d** Hippocampal CA1 regions of WT mice were bilaterally injected with AAV overexpressing EGFP or a phosphomimetic mutant form of cofilin, cofilin-S3E-EGFP. The mice were subjected to LTP and LTD recordings, MWM task, and DNMTP T-maze task after 2 weeks (for LTP or LTD recording) or 30 days (for MWM or DNMTP T-maze task) following the viral injection. See also Supplementary Fig. S5 and S6. **e**, **f** Pairing-induced LTP is enhanced in mice overexpressing cofilin-S3E-EGFP in the CA1 region. **e** Data represent mean ± SEM of the peak EPSC amplitude relative to the baseline. LTP was induced by pairing stimulation (2 Hz for 90 s with 0 mV holding) at Schaffer collateral-CA1 synapses. *n* = 9 and 7 slices from 5 EGFP- and 5 cofilin-S3E-EGFP-overexpressing mice, respectively. Representative evoked EPSC traces before (1) and after (2) LTP induction are shown. Scale bars, 50 pA and 40 ms. **f** Data represent mean ± SEM of evoked EPSC amplitudes during the last 5 min (35−40 min) of the recordings in (**e**). *P < 0.05 as indicated, Student’s unpaired *t* test. **g**, **h** Pairing-induced LTD is reduced but still expressed in mice overexpressing cofilin-S3E-EGFP in the CA1 region. **g** Data represent mean ± SEM of the peak EPSC amplitude relative to the baseline. LTD was induced by a pairing protocol (5 Hz for 3 min with −40 mV holding) at Schaffer collateral-CA1 synapses. *n* = 8 and 7 slices from 5 EGFP- and 4 cofilin-S3E-EGFP-overexpressing mice, respectively. Representative evoked EPSC traces before (1) and after (2) LTD induction are shown. Scale bars, 40 pA and 40 ms. **h** Data represent mean ± SEM of evoked EPSC amplitudes during the last 5 min (35−40 min) of the recordings in (**g**). **P < 0.005 as indicated, Student’s unpaired *t* test. **i**–**k** Mice overexpressing cofilin-S3E-EGFP exh**i**bit improved spatial learning and memory. **i** Data represent mean ± SEM of the MWM learn**i**ng curve of latency to the platform during the original training sessions (Day 1 to 5) and latency to the platform zone during the probe test session (Day 6, gray shaded area). *P < 0.05, Student’s unpaired *t* test. **j** Data represent mean ± SEM of travel distance to the platform zone during the probe test on Day 6. *P < 0.05, Student’s unpaired *t* test. **k** Data represent mean ± SEM of the time spent in each quadrant during the probe test. TQ, target quadrant; LQ, quadrant left to the TQ; RQ, quadrant right to the TQ; OQ, quadrant opposite to the TQ. *P < 0.05, **P < 0.005 as indicated, Student’s unpaired *t* test. **l** The number of passing the platform zone during the original learning probe *t*est. CA1 regions of the hippocampi in wild-type mice were bilaterally injected with AAV overexpressing EGFP or Cofilin-S3E-EGFP. The mice were subjected to MWM 30 days after injection. TQ, target quadrant; LQ, quadrant left to the TQ; RQ, quadrant right to the TQ; OQ, quadrant opposite to the TQ. *P < 0.05 as indicated, Student’s unpaired *t* test. Empty bars are the merged data of T1, T2, and T3. **m**, **n** Mice overexpressing cofilin-S3E-EGFP show improved reversal learning and memory in the MWM task. **m** Data represent mean ± SEM of latency to the platform during the reversal learning training sessions (R-Day 1 to 3) and latency to the platform zone during the reversal learning probe test (R-Day 4, gray shaded area). *P < 0.05, Student’s unpaired *t* test. **n** Data represent mean ± SEM of travel distance to the platform zone during the reversal learning probe test. *P < 0.05, Student’s unpaired *t* test. **o** Time spent in each quadrant during the reversal learning probe test. Data represent mean ± SEM. PQ, previous *t*arget quadrant; TQ, target quadrant; LQ, quadrant left to the TQ; RQ, quadrant right to the TQ. *P < 0.05, **P < 0.005 as indicated, Student’s unpaired *t* test. **p** The number of entries to the previous target (PQ) and current target quadrant *(*TQ) during the reversal learning probe test. Data represent mean ± SEM. *P < 0.05, ns, not significant, as indicated, Student’s unpaired *t* test. **q** The number of passing the platform zone during the reversal learning probe test. *P < 0.05, ns, not significant, as indicated, Student’s unpaired *t* test. **r** Mice overexpressing cofilin-S3E-EGFP exhibit improved memory flexibility in a DNMTP T-maze task. Data represent mean ± SEM of the percentage of correct choices. *P < 0.05, Student’s unpaired *t* test. ^#^*P* < 0.05 as indicated, repeated-measures two-way ANOVA, the effect of genotype, F (1, 22) = 8.259. See also Supplementary Fig. S6.

### The phosphorylation level of cofilin affects synaptic plasticity, spatial learning, and memory flexibility

Based on the RNA-seq data, we further determined whether the cofilin activity in *Ccny* KO mice is a critical factor that regulates synaptic plasticity, spatial learning and memory flexibility. We therefore investigated whether the increased p-cofilin level observed in *Ccny* KO mice at the basal state (Fig. 5a, b) is sufficient to modulate hippocampal synaptic plasticity, spatial learning, and memory flexibility and whether decreasing p-cofilin levels in *Ccny* KO mice could revert the observed altered synaptic plasticity and hippocampus-dependent learning. To test these possibilities, we generated another mouse model whose spectrum in synaptic response might be affected by increasing the phosphorylation levels of cofilin in WT mice as examined in *Ccny* KO mice through the stereotaxic injection of AAV expressing cofilin-S3E, a phosphomimetic mutant of cofilin, or by decreasing the phosphorylation levels of cofilin through the stereotaxic injection of AAV expressing cofilin-S3A, a non-phosphorylated active form of cofilin, into the CA1 region of *Ccny* KO mice (Fig. 5d). Intriguingly, viral-mediated overexpression of cofilin-S3E-EGFP reduced the expression levels of endogenous CCNY in the primary hippocampal neuron culture (Supplementary Fig. S5a, b) as well as in the CA1 region of hippocampal tissue (Supplementary Fig. S5d, e) compared to the controls. In addition, overexpression of phosphomimetic cofilin-S3E decreased the ratio of p-cofilin to the total levels of endogenous cofilin in the cultured hippocampal neurons (Supplementary Fig. S5a, c), as well as in the CA1 region of the hippocampus (Supplementary Fig. S5d, f). The AAV-mediated overexpression of cofilin-S3A-EGFP in the CA1 region increased the ratio of p-cofilin to the total levels of endogenous cofilin in WT (Supplementary Fig. S5g, i) and *Ccny* KO mice (Supplementary Fig. S5g, j) without affecting endogenous CCNY protein levels in WT mice (Supplementary Fig. S5g, h). The reduction and increase in the ratio of p-cofilin to the total endogenous cofilin levels observed upon the overexpression of cofilin-S3E and cofilin-S3A, respectively, might be caused by an intrinsic feedback mechanism required to maintain the total levels of p-cofilin, including endogenous p-cofilin and phosphomimetic cofilin-S3E or non-phosphorylatable cofilin-S3A, within appropriate ranges.

Similar to *Ccny* KO mice with increased p-cofilin levels (Fig. 5a, b), overexpression of cofilin-S3E-EGFP in the CA1 region significantly enhanced LTP (Fig. 5e, f) and reduced LTD (Fig. 5g, h) at Schaffer collateral-CA1 synapses in acute hippocampal slices compared to the control slices overexpressing EGFP in the CA1 region. In the original learning in the MWM task, the latency to the platform was significantly shorter on training days 4 and 5 in mice whose CA1 regions were infected with AAV-Cofilin-S3E-EGFP than in mice infected with AAV-EGFP (Fig. 5i). In addition, during the probe test on day 6, the latency (Fig. 5i) and travel distance (Fig. 5j) to the platform zone were significantly shorter in mice overexpressing cofilin-S3E-EGFP in the CA1 region. Even though the number of entries to the target quadrant was not significantly different between cofilin-S3E-EGFP-overexpressing and EGFP-overexpressing mice (Supplementary Fig. S6a), the time spent in the target quadrant was increased in mice overexpressing cofilin-S3E-EGFP compared to the mice overexpressing EGFP (Fig. 5k). The frequency of passing the platform zone tended to increase and was significantly increased in the third trial in mice overexpressing cofilin-S3E-EGFP compared to the control mice (Fig. 5l).

In a spatial reversal learning task, the latency to the platform was significantly shorter during the training sessions in mice overexpressing cofilin-S3E-EGFP compared to the control mice overexpressing EGFP (Fig. 5m). In addition, on day 4 of the reversal learning probe test, the latency (Fig. 5m) and travel distance (Fig. 5n) to the platform zone were also significantly reduced in mice overexpressing cofilin-S3E-EGFP. During the reversal learning probe test, mice overexpressing cofilin-S3E-EGFP spent more time in the target quadrant than in the previous target quadrant compared to the control mice overexpressing EGFP (Fig. 5o). The frequency of entries to the previous target quadrant relative to the current target quadrant (Fig. 5p) and the frequency of passing the previous target platform zone relative to the current target platform zone (Fig. 5q) were decreased in mice overexpressing cofilin-S3E-EGFP compared to the control mice. These results indicate that memory flexibility is improved in mice with enhanced phosphorylation levels of cofilin.

In agreement with the enhanced reversal learning (Fig. 5m−q), an improved learning flexibility in the DNMTP T-maze task was observed in mice overexpressing cofilin-S3E-EGFP (Fig. 5r). Both travel distance (Supplementary Fig. S6b) and travel time (Supplementary Fig. S6c) taken to make the correct choice in mice overexpressing cofilin-S3E-EGFP were comparable to those of the control mice. The body weights of the mice subjected to this task were maintained at approximately 80−87% of the initial body weight during the handling period throughout the experiments (Supplementary Fig. S6d).

We next examined whether overexpression of the non-phosphorylatable form of cofilin would reduce the synaptic and learning behavioral phenotypes of *Ccny* KO mice. Overexpression of cofilin-S3A-EGFP in the CA1 region did not affect LTP (Fig. 6a, b) [53] and LTD in WT littermates (Fig. 6c, d), whereas the overexpression of cofilin-S3A-EGFP in *Ccny* KO mice reverted the enhanced LTP (Fig. 6a, b) and reduced LTD (Fig. 6c, d) that were observed in *Ccny* KO mice to levels similar to those observed in WT littermates overexpressing EGFP in the CA1 region. In agreement with LTP results, the overexpression of cofilin-S3A-EGFP in *Ccny* KO mice slightly but significantly increased latency time to arrive at the platform (zone) during the original learning period in the MWM task (Fig. 6e) compared to that observed with EGFP-overexpressing control *Ccny* KO mice. Even though time spent in the quadrant was not altered in *Ccny* KO mice overexpressing cofilin-S3A-EGFP (Fig. 6h), travel distance to the platform zone tended to increase in the first trial (T1) and significantly increased in the second trial (T2) compared to that observed with EGFP-overexpressing control *Ccny* KO mice (Fig. 6f). The number of entries to the target quadrant (Fig. 6g) and the frequency of passing the platform zone in T1 and T2 (Fig. 6i) also tended to decrease with cofilin-S3A-EGFP-overexpressing *Ccny* KO mice compared to EGFP-overexpressing *Ccny* KO mice. Furthermore, the shortened latency to the platform (zone) during the reversal learning in the MWM task observed with *Ccny* KO mice reverted with the overexpression of cofilin-S3A-EGFP (Fig. 6j). Even though *Ccny* KO mice overexpressing cofilin-S3A-EGFP spent less time in the previous quadrant and more time in the target quadrant (Fig. 6l), those mice tended to show a longer travel distance (Fig. 6k) and further showed a significant reduction in the frequency of passing the target quadrant (Fig. 6m).

**Fig. 6:**
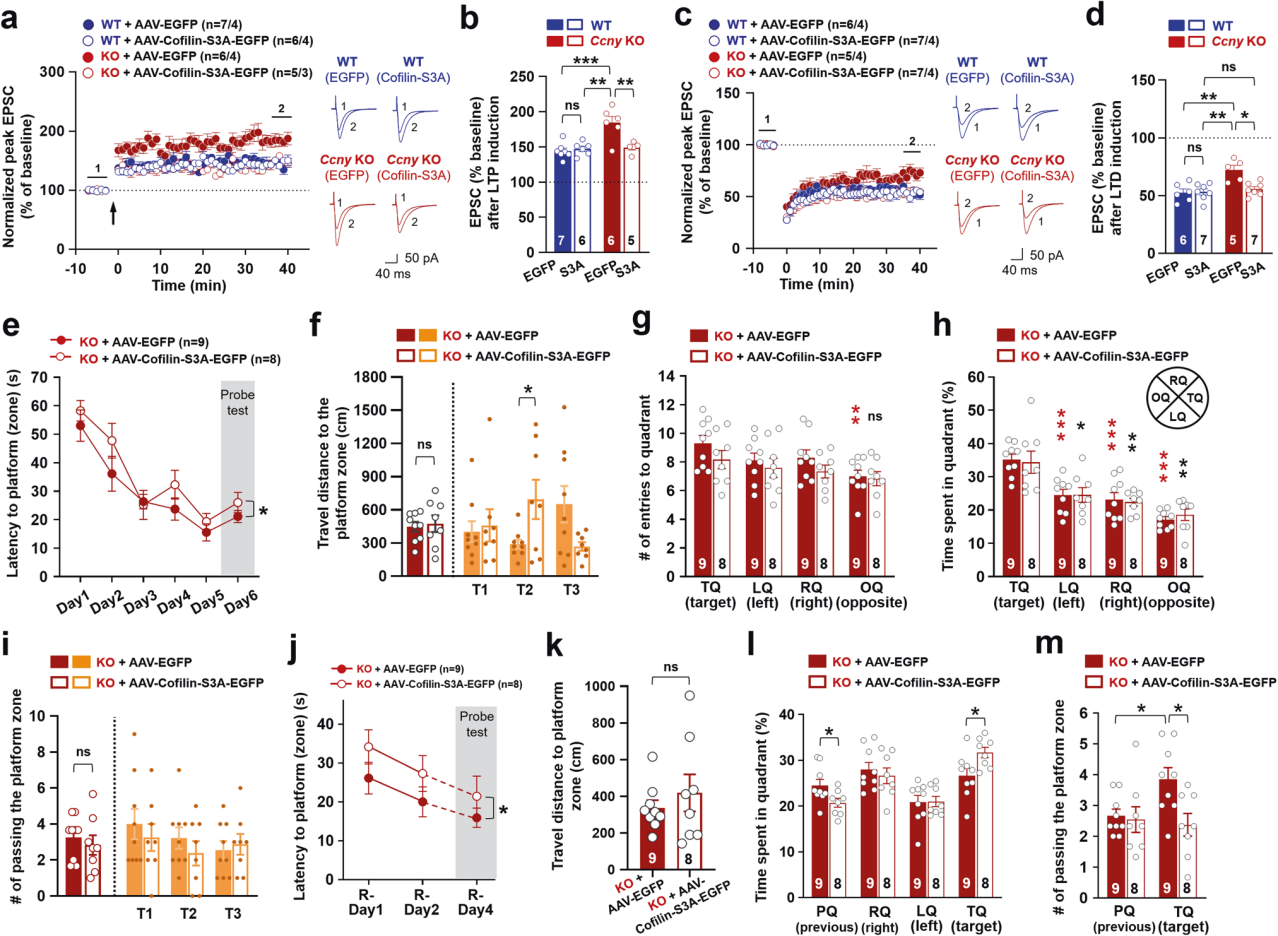
Decreasing the cofilin phosphorylation level in *Ccny* KO mice reverts the synaptic plasticity, spatial learning, and memory flexibility phenotypes observed in *Ccny* KO mice. **a**, **b** Enhanced LTP in *Ccny* KO mice is reverted to WT control levels with the overexpression of cofilin-S3A-EGFP in the CA1 region of *Ccny* KO mice. **a** Data represent mean ± SEM of the peak EPSC amplitude relative to the baseline. LTP was induced by pairing stimulation (2 Hz for 90 s with 0 mV holding) at Schaffer collateral-CA1 synapses. *n* = 7, 6, 6, and 5 slices from 4 EGFP-overexpressing WT, 4 cofilin-S3A-EGFP-overexpressing WT, 4 EGFP-overexpressing *Ccny* KO, and 3 cofilin-S3A-EGFP-overexpressing *Ccny* KO mice, respectively. Representative evoked EPSC traces before (1) and after (2) LTP induction are shown. Scale bars, 50 pA and 40 ms. **b** Data represent mean ± SEM of evoked EPSC amplitudes during the last 5 min (35–40 min) of the recordings in (**a**). **P < 0.005, ***P < 0.0005, ns, not significant as indicated, one-way ANOVA followed by Tukey’s multiple comparisons test. **c**, **d** Weakened LTD in *Ccny* KO mice is restored to the WT control level with the overexpression of cofilin-S3A-EGFP in the CA1 region of *Ccny* KO mice. **c** Data represent mean ± SEM of the peak EPSC amplitude relative to the baseline. LTD was induced by a pairing protocol (5 Hz for 3 min with −40 mV holding) at Schaffer collateral-CA1 synapses. *n* = 6, 7, 5, and 7 slices from 4 mice in each of 4 experimental groups. Representative evoked EPSC traces before (1) and after (2) LTD induction are shown. Scale bars, 50 pA and 40 ms. **d** Data represent mean ± SEM of evoked EPSC amplitudes during the last 5 min (35–40 min) of the recordings in (**c**). *P < 0.05, **P < 0.005, ns, not significant as indicated, one-way ANOVA followed by Tukey’s multiple comparisons test. **e**–**i** Overexpression of cofilin-S3A-EGFP in *Ccny* KO mice slightly but significantly reduces spatial learning and memory. **e** Learning curve of latency to platform (zone) during the MWM task. Data represent mean ± SEM. *P < 0.05 as indicated, two-way ANOVA. **f** Travel distance to the platform zone during the probe test. ns, not significant, *P < 0.05 as indicated, Student’s unpaired *t* test. Bars on the left side of the dotted line are the averaged data of T1, T2, and T3. **g**, **h** Data represent mean ± SEM of the number of entries to (**g**) and time spent in (**h**) each quadrant during the probe test on Day 6. ns, not significant, *P < 0.05, **P < 0.005, ***P < 0.0005 compared to the TQ, Student’s unpaired *t* test. (i) The number of passing the platform zone during the probe test. ns, not significant as indicated, Student’s unpaired *t* test. **j**−**m** Overexpression of cofilin-S3A-EGFP in *Ccny* KO mice reduces memory flexibility in reversal learning of the MWM task. **j** Latency to platform (zone) during the reversal learning. Data represent mean ± SEM. *P < 0.05 as indicated, two-way ANOVA. **k** Travel distance to the platform zone during the reversal learning probe test. ns, not significant, Student’s unpaired *t* test. (l) Time spent in each quadrant during the reversal learning probe test. Data represent mean ± SEM. *P < 0.05 as indicated, Student’s unpaired *t* test. **m** The number of passing the platform zone during the reversal learning probe test. Data represent mean ± SEM. *P < 0.05 as indicated, Student’s unpaired *t* test. See also Supplementary Fig. S5.

In summary, these results indicate that the phosphorylation levels of cofilin are sufficient to modulate synaptic plasticity, spatial learning, and memory flexibility in *Ccny* KO mice. In addition, the data from *Ccny* KO, cofilin-S3E-EGFP-overexpressing, or cofilin-S3A-EGFP-overexpressing mice indicate that CCNY expression level and cofilin phosphorylation signaling reciprocally affect each other, which ultimately regulates synaptic plasticity, spatial learning, and memory flexibility. Furthermore, all the data from *Ccny* KO, *Ccny* KO treated with Ro25-6981, GluN2B-C456Y-mutant, or cofilin-S3E-EGFP-overexpressing mice indicate that memory flexibility does not necessarily require intact LTD, but reduced LTD (examined in *Ccny* KO, GluN2B-C456Y-mutant, or cofilin-S3E-EGFP-overexpressing mouse models) supports memory flexibility when combined with normal LTP/spatial learning (as in GluN2B-C456Y-mutant mice) or enhanced LTP/improved spatial learning (as in *Ccny* KO or cofilin-S3E-EGFP-overexpressing mice). Therefore, CCNY is proposed as a learning regulator that modulates both memorizing (in the processes of both spatial learning and memory flexibility) and forgetting (in the process of memory flexibility) processes.

## Discussion

Here, we demonstrate that reduced LTD, but not necessarily intact LTD, is able to mediate memory flexibility when LTP is intact or enhanced, suggesting a possible intercommunication between LTP and LTD in the context of new learning and existing memory weakening during memory flexibility (Supplementary Fig. S7①). In addition, the expression levels of genes associated with actin reorganization were differentially regulated by original and reversal learning in a CCNY-dependent manner (Fig. 4g−i). Both original (spatial learning, Supplementary Fig. S7, red line) and reversal learning (memory flexibility, Supplementary Fig. S7, blue line) increased p-LIMK1 and p-cofilin levels (Fig. 5). 

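Compared with untrained mice, 7 of the 36 genes of Fig. 4g differed after original and reversal learning in WT mice and 9 in *Ccny* KO mice, when adjusted over the list alone. *Cdc42* and *Cfl2* were lower and *Ssh1*, *Wasf2* and *Actb* higher in both genotypes. *Limk1* and *Wasf3* were higher in WT mice only, and in KO mice only *Ssh2* was higher and *Rac3*, *Arpc3* and *Arpc5l* lower. Over all genes 2407 and 3612 had an adjusted limma p-value under 0.05. Tested directly, the change from Basal to reversal learning differed between the genotypes in 0 of the 36 genes over the list alone, with 1 at an unadjusted p-value under 0.05, and in 0 of all genes, with 765 at an unadjusted p-value under 0.05. The largest fold-change of a listed gene was 1.56 in WT and 1.65 in KO mice.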

Interestingly, CCNY facilitated phosphorylation of LIMK1 (active) and cofilin (inactive) following original learning (Fig. 5; Supplementary Fig. S7②), whereas it inhibited the phosphorylation of LIMK1 and cofilin following reversal learning (Fig. 5; Supplementary Fig. S7③), indicating that spatial learning and memory flexibility are distinctively modulated by the LIMK1-cofilin-actin pathway in a CCNY-dependent manner. Furthermore, increasing the phosphorylation level of cofilin, as observed in the *Ccny* KO mice, in the CA1 regions of the hippocampi by the transduction of AAV overexpressing cofilin-S3E plays a causative role in the changes observed in synaptic plasticity, including enhancement of LTP (Fig. 5e, f; Supplementary Fig. S7④, black thin arrow) and reduction of LTD (Fig. 5g, h; Supplementary Fig. S7⑤, black dotted line), as well as for the enhancement of spatial learning (Fig. 5i−l; Supplementary Fig. S7④, black thick arrow) and memory flexibility (Fig. 5m−r; Supplementary Fig. S7⑤, black thick arrow). The present study also suggests that CCNY is a learning regulator that modulates both the memorizing and forgetting processes. Further studies will be needed to determine how cofilin phosphorylation levels are regulated differently in the presence or absence of CCNY in the context of synaptic plasticity and cognitive functions such as spatial learning and memory flexibility.

LTP serves as a cellular mechanism underlying learning and memory formation in the brain and is bi-directionally modulated by enhancers and suppressors. LTD is also required for spatial reversal learning and memory (i.e., memory flexibility) [3–6, 54], and learning per se facilitates LTD [7–12]. Memory extinction is a process that involves new learning that suppresses the expression of prior memory [55], and importantly, both the time spent in the previous target quadrant (Fig. 2k) and the frequency of entries to the previous target quadrant (Fig. 2l) during the probe test after reversal learning were significantly deceased in *Ccny* KO mice, thereby implying the facilitated extinction of the initial spatial memory in *Ccny* KO mice. This facilitated memory extinction, a weakening of the previously acquired memory information required for new learning or memory flexibility, could be mediated by LTD expressed in *Ccny* KO mice (Fig. 1l, m). Importantly, however, the magnitude of LTD expression was reduced in *Ccny* KO mice compared to WT littermates (Fig. 1l, m), suggesting that modest LTD, but not necessarily strongly expressed LTD, could be sufficient for weakening the existing memory. Moreover, considering that memory flexibility also involves new learning in addition to the extinction of prior memory, and that learning is improved in *Ccny* KO mice, it is possible that both LTD and LTP play a critical role in facilitating memory flexibility.

Even though a complete blockade of LTD (but with normal spatial learning and memory ability) was reported to be associated with impaired memory flexibility [3, 27], our observations indicate that even weak LTD, together with enhanced spatial learning and memory ability, can exhibit memory flexibility. These findings add more mechanistic insights into the current simple view of the relationship between LTD and memory flexibility. In memory flexibility, which comprises new learning and a weakening of previous memory, new learning may be mediated by LTP, and a weakening of previous memory may be mediated by LTD. Our results suggest that these two processes of new learning and weakening of previous memory are mechanistically interconnected and that the precise tuning of these two processes can determine the degree of memory flexibility. Along with the findings of the present study, several previous studies support this notion. Double KO mice lacking both type 1 and 8 adenylyl cyclases show defective LTP and LTD, along with a deficit in both original and reversal learning [56]. In addition, mice overexpressing type 1 adenylyl cyclase exhibit enhanced LTP and impaired LTD at the Schaffer collateral-CA1 synapses and show superior original as well as reversal learning [57]. Therefore, in some instances, memory flexibility can be exhibited by the combination of enhanced LTP and reduced LTD. Considering that *Ccny* KO mice with enhanced LTP and moderate LTD show superior original and reversal learning, it is likely that enhanced LTP improves certain aspects of memory flexibility, presumably by facilitating new memory formation, which may compensate for the weakened LTD-derived ineffective extinction of the previously established memory.

Memory formation should be adequately regulated within physiological ranges, which requires maintaining the balance between memorizing (acquisition and consolidation) and forgetting (extinction) processes. Learning and memory have been extensively investigated in terms of acquisition and consolidation [13, 58–61], and the extinction and reconsolidation processes have also received attention in the field of learning and memory [14, 62–64]. Failure to maintain physiological memory strength may cause pathological malfunctioning of learning and memory, such as exhibition of weak or strong memory beyond the physiological range, resulting in deficits in learning and memory flexibility. In the present study, we demonstrate that CCNY plays a pivotal role in both spatial learning and memory flexibility, and *Ccny* KO mice will be useful as learning and memory research models to investigate the brain circuitry involved in spatial learning and memory flexibility in physiology and pathology.

## Materials and methods

All materials and methods, except animals and data availability, are included in the Supplementary information. A summary of the statistical analysis in each figure is provided in Supplementary Table S3.

### Animals

All experiments involving animals were performed in accordance with the guidelines and regulations of the Korea Institute of Science and Technology (KIST) or Korea Advanced Institute of Science and Technology (KAIST). All experimental protocols were approved by the KIST or KAIST Institutional Animal Care and Use Committee (approval number 2019-054 at KIST; KA2012-19 at KAIST).

## Supplementary information

Supplementary Figures S1-S8

Supplementary Materials and methods

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

## Data Availability

RNA-seq data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) and the Korean Nucleotide Archive (KoNA) under the accession numbers GSE129324 and PRJKA220513, respectively.

# Supplementary material for: Cyclin Y regulates spatial learning and memory flexibility through distinct control of the actin pathway
**Source:** Mol Psychiatry. 2022 Nov 25;28(3):1351–64. doi: 10.1038/s41380-022-01877-0
**Supplement:** Supplementary file 1 — Supplementary Figures S1-S8

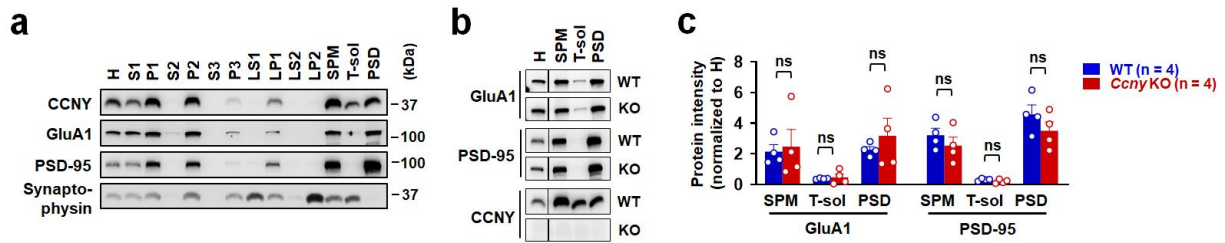

**Supplementary Fig. S1. CCNY and excitatory synaptic protein expression levels in wild-type (WT) and *Ccny* knockout (KO) mice.** (a) Endogenous CCNY is located in postsynaptic fractions in the mouse brain. Forebrain samples of male mice (18 weeks old) were used for subcellular fractionation, and a total of 5  $\mu$ g protein of each fraction was examined in immunoblotting experiments. H, homogenates; P1, nuclear pellet; P2, crude synaptosomal fraction; S3, cytosolic fraction; LP1, synaptosomal membrane fraction; LP2, synaptic vesicle-enriched fraction; SPM, synaptic plasma membrane fraction; T-sol, Tx-100-soluble fraction; PSD, postsynaptic density fraction. Full-length immunoblots are shown in Supplementary Fig. S8. (b, c) Synaptic localizations of GluA1 and PSD-95 are not altered in the *Ccny* KO forebrain. H, homogenates; SPM, synaptic plasma membrane fraction; T-sol, Tx-100-soluble fraction; PSD, postsynaptic density fraction; ns, not significant as indicated, Student's unpaired t test. Full-length immunoblots are shown in Supplementary Fig. S8.

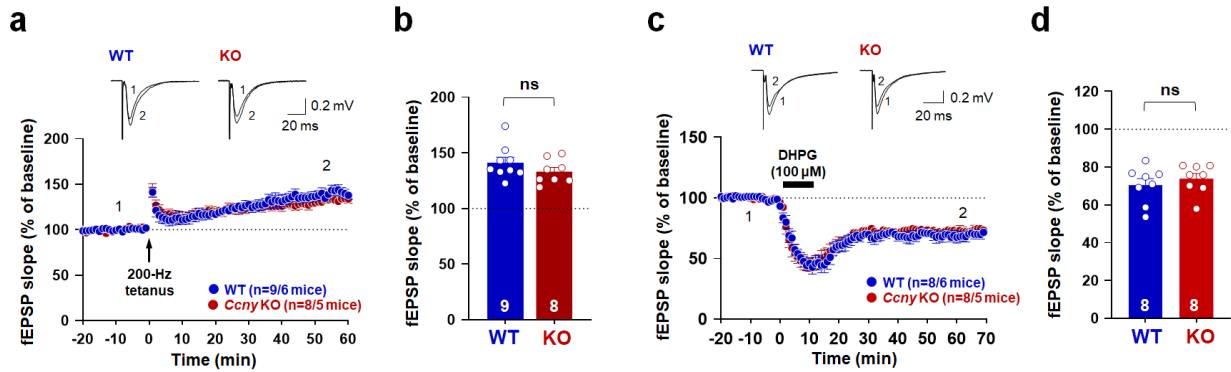

**Supplementary Fig. S2. NMDAR-independent forms of synaptic plasticity are not affected in *Ccny* KO mice.** (a, b) Voltage-gated calcium channel (VGCC)-dependent LTP at Schaffer collateral-CA1 synapses is not altered in *Ccny* KO mice. (a) Data represent mean  $\pm$  SEM of the fEPSP slope relative to the baseline. All recordings were made in the presence of 50  $\mu$ M D-APV to block NMDARs. VGCC-dependent LTP was induced by 4 stimulus trains (200 Hz, 0.5 s) delivered at a rate of 1 train per 5 s.  $n = 9$  and 8 slices from 6 WT and 5 KO mice, respectively. Representative fEPSP traces from WT and KO mice before (1) and after (2) LTP induction. Scale bars, 0.2 mV and 20 ms. (b) Data represent mean  $\pm$  SEM of fEPSP slopes during the last 10 min (50–60 min) of the recordings in (a). ns, not significant, Student's unpaired  $t$  test. (c, d) Metabotropic glutamate receptor (mGluR)-dependent LTD at Schaffer collateral-CA1 synapses is not altered in *Ccny* KO mice. (c) Data represent mean  $\pm$  SEM of the fEPSP slope relative to the baseline. All recordings were made in the presence of 50  $\mu$ M picrotoxin and 5  $\mu$ M L-689,560. mGluR-dependent LTD was induced by the application of 100  $\mu$ M DHPG for 10 min.  $n = 8$  and 8 slices from 6 WT and 5 KO mice, respectively. Representative fEPSP traces from WT and KO mice before (1) and after (2) LTD induction. Scale bars, 0.2 mV and 20 ms. (d) Data represent mean  $\pm$  SEM of fEPSP slopes during the last 10 min (60–70 min) of the recordings in (c). ns, not significant, Student's unpaired  $t$  test.

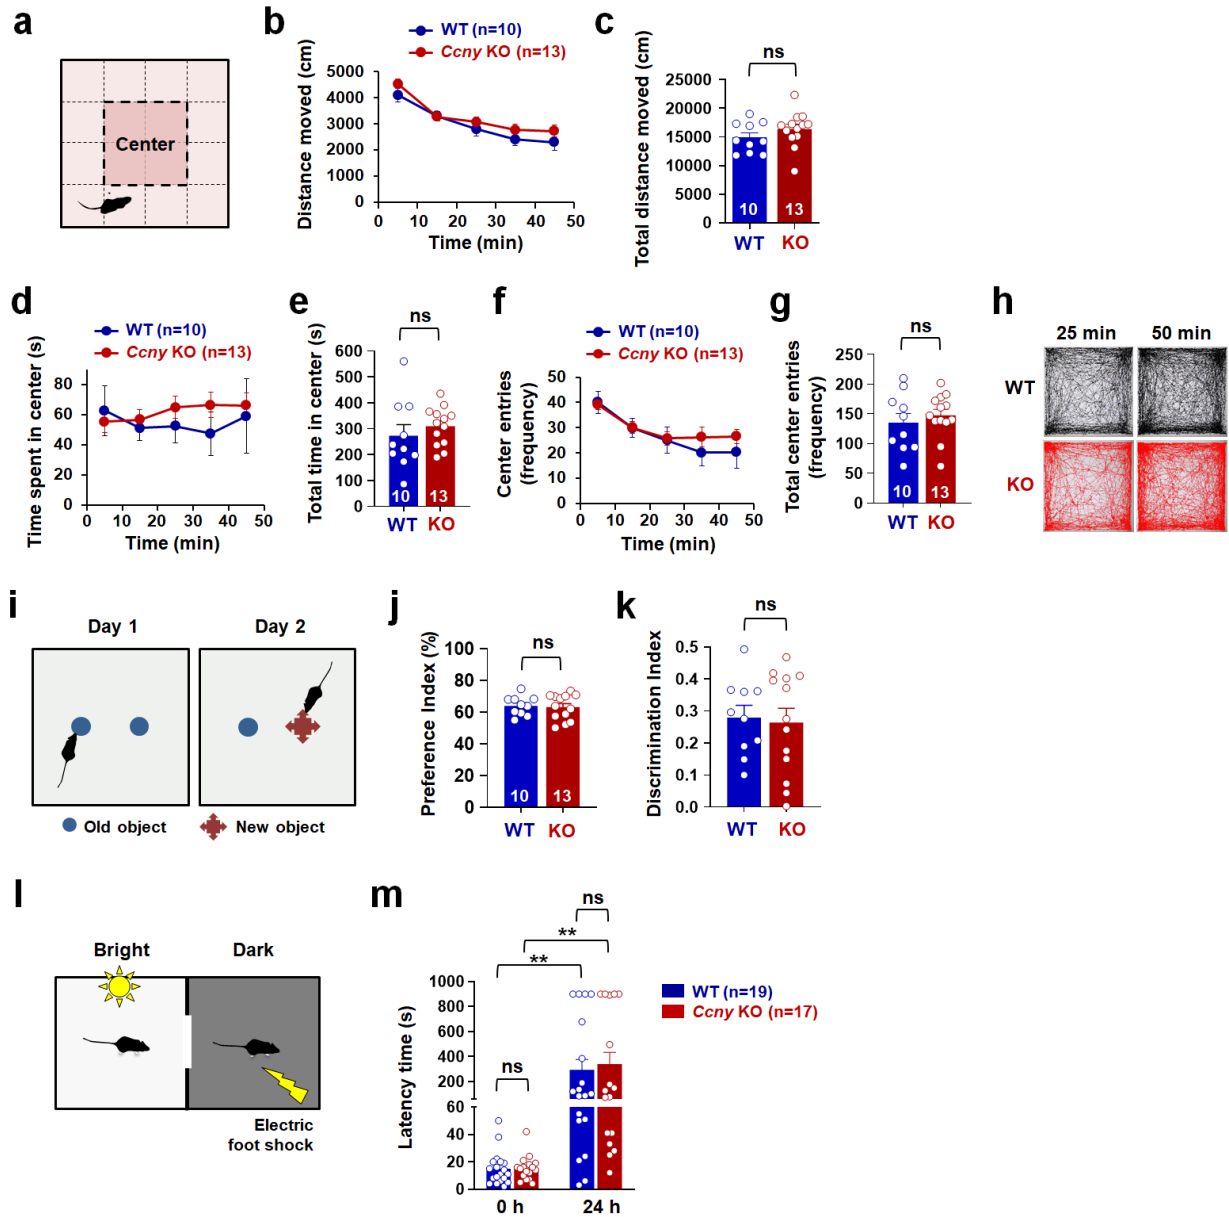

**Supplementary Fig. S3. Animal behaviors in open field, novel object recognition, and passive avoidance tasks are not affected in *Ccny* KO mice.** (a) Schematic diagram for the open field test. The region for “center” was defined as a square within 20 cm in the center of the box as shown in the diagram. (b–h) Distance moved during every 10 min (b) and for the total 50-min duration (c), time spent in center every 10 min (d) and for the total 50-min duration (e), and the frequency of center entries every 10 min (f) and for the total 50-min duration (g) were measured. Trajectories for the mouse activities in the open field are shown for the first 25 and the

total 50 min **(h)**. Data represent mean  $\pm$  SEM. ns, not significant as indicated,  $P = 0.120$  **(c)**,  $P = 0.208$  **(e)**, and  $P = 0.251$  **(g)**, Student's unpaired  $t$  test. Results obtained from two cohorts. **(i)** Schematic diagram for the novel object recognition task. **(j, k)** No difference in the novel object recognition task between WT and *Ccny* KO mice. The preference index **(j)** was calculated as the percentage of time spent exploring the novel object divided by the total time spent exploring the old or novel object for 10 min. The discrimination index **(k)** was calculated as follows: the time spent exploring the old object is subtracted from the time spent exploring the novel object, which is then divided by the total time spent exploring the old or the novel object for 10 min. Data represent mean  $\pm$  SEM. ns, not significant as indicated,  $P = 0.396$  **(j)** and  $P = 0.395$  **(k)**, Student's unpaired  $t$  test. Data obtained from two cohorts. **(l)** Schematic diagram for the passive avoidance task. **(m)** Latency time to enter the dark chamber was measured 24 h after the training session during which an electric foot-shock (0.35 mA, 1 s) was delivered once the mouse entered the black chamber from the brightly lit chamber. Data represent mean  $\pm$  SEM. ns, not significant,  $**P < 0.005$  as indicated,  $P = 0.456$  (0 h; WT vs KO),  $P = 0.359$  (24 h; WT vs KO),  $P = 0.0008$  (WT; 0 h vs 24 h),  $P = 0.0008$  (KO; 0 h vs 24 h), Student's unpaired  $t$  test. Data obtained from two cohorts.

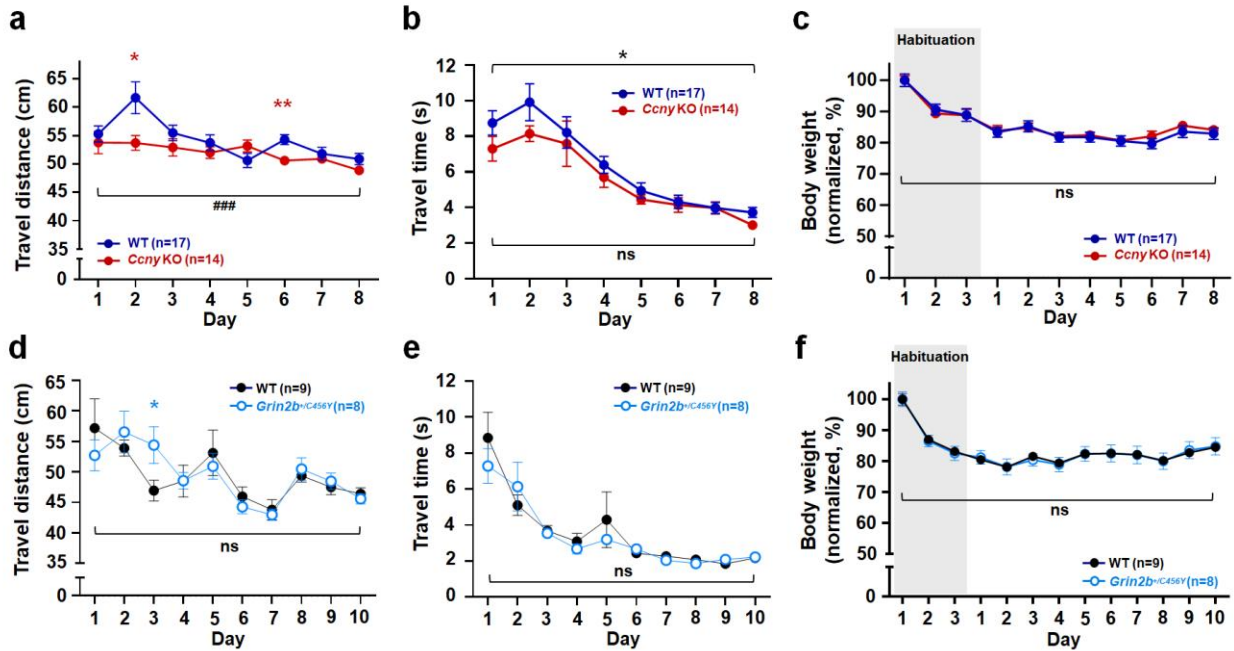

**Supplementary Fig. S4. Additional data for the delayed nonmatch to place T-maze task performed for Figure 2n and o.** (a) WT and *Ccny* KO mice were applied to delayed nonmatch to place T-maze task. Data represent mean  $\pm$  SEM of travel distance during the choice run. \* $P < 0.05$ , \*\* $P < 0.005$ ,  $P = 0.011$  (Day 2, WT vs *Ccny* KO) and  $P = 0.002$  (Day 6, WT vs *Ccny* KO), Student's unpaired  $t$  test. ### $P < 0.0005$ , ### $P = 0.00048$ , repeated-measures two-way ANOVA, the effect of genotype,  $F(1, 29) = 8.177$ . (b) Data represent mean  $\pm$  SEM of travel time during the choice run. \* $P < 0.05$ ,  $P = 0.025$  (paired by day over 8 days), Student's paired  $t$  test. ns, not significant,  $P = 0.161$ , repeated-measures two-way ANOVA, the effect of genotype,  $F(1, 29) = 2.067$ . (c) Data represent mean  $\pm$  SEM of body weight. ns, not significant,  $P = 0.163$  (paired by day over 8 days), Student's paired  $t$  test. (d) Data represent mean  $\pm$  SEM of travel distance during the choice run. \* $P < 0.05$ ,  $P = 0.005$  (Day 3, WT vs *Grin2b*<sup>+/C456Y</sup>), Student's unpaired  $t$  test. ns, not significant,  $P = 0.921$ , repeated-measures two-way ANOVA, the effect of genotype,  $F(1, 15) = 0.010$ . (e) Data represent mean  $\pm$  SEM of travel time during the choice run.  $P = 0.378$  (paired by day over 10 days), Student's paired  $t$  test. ns, not significant,  $P = 0.561$ , repeated-measures two-way ANOVA, the effect of genotype,  $F(1, 15) = 0.353$ . (f) Data represent mean  $\pm$  SEM of body weight. ns, not significant,  $P = 0.552$  (paired by day over 13 days), Student's paired  $t$  test.

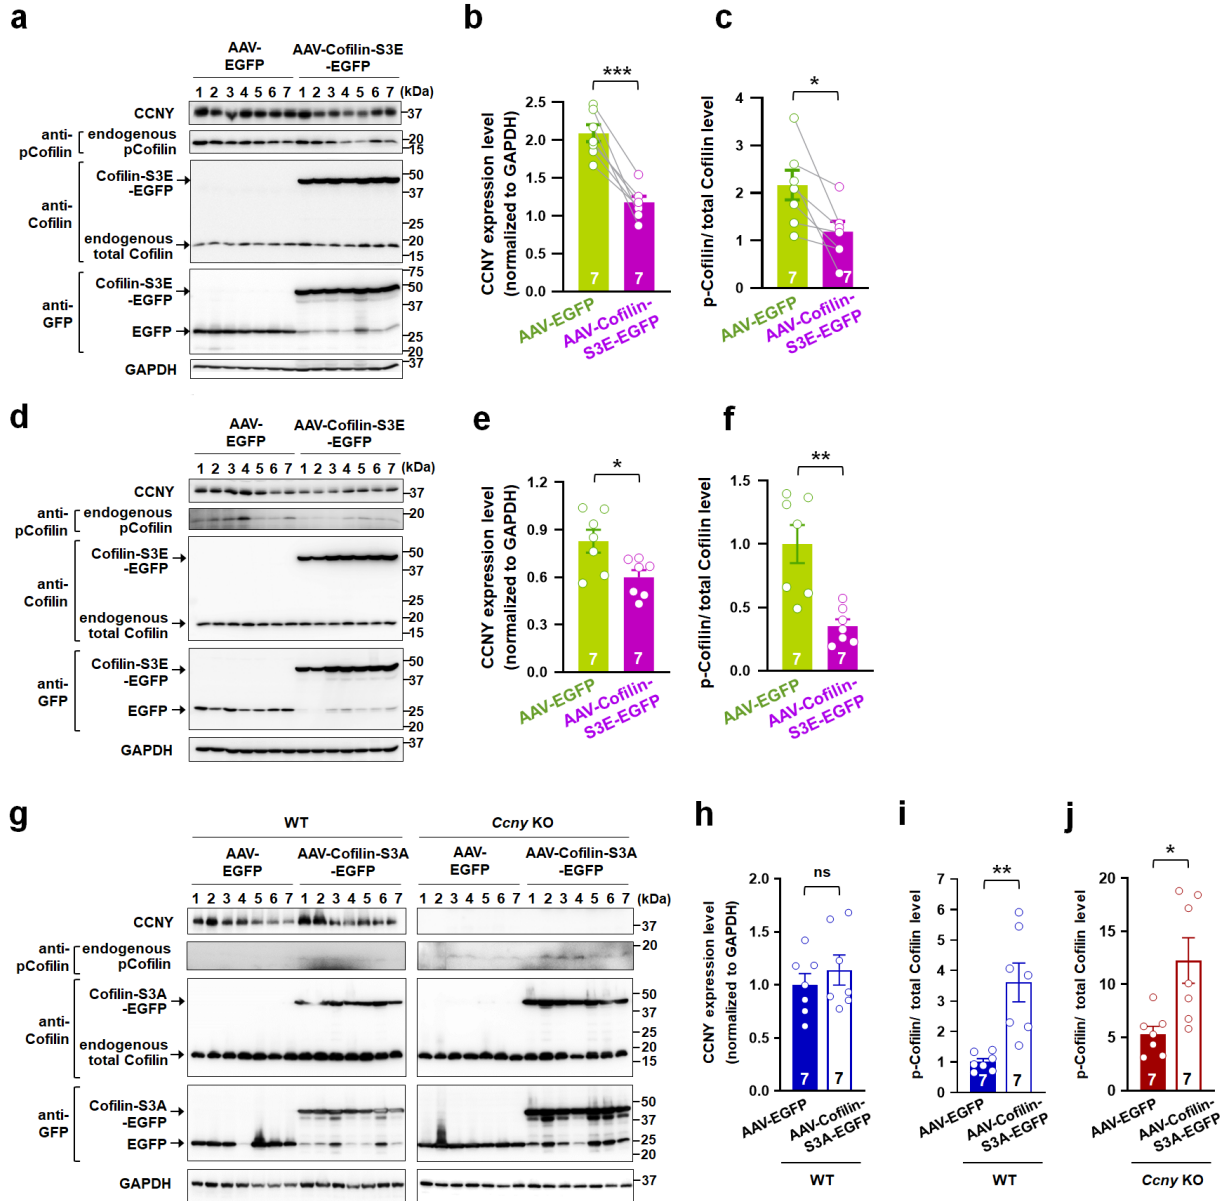

**Supplementary Fig. S5. CCNY expression level and the ratio of phosphorylated to total cofilin protein expression levels in neurons overexpressing cofilin-S3E, a phosphomimetic mutant, or cofilin-S3A, a non-phosphorylated mutant. (a–f)** Overexpression of cofilin-S3E decreases the CCNY expression level and the ratio of phosphorylated to total cofilin protein expression levels. Immunoblot analysis showing the expression levels of endogenous CCNY and the total and phosphorylated forms of endogenous cofilin in cultured hippocampal neurons (**a**) or in the dorsal CA1 region of the hippocampus (**d**) infected with AAV expressing EGFP (AAV-

EGFP) or cofilin-S3E (AAV-Cofilin-S3E-EGFP). AAV were infected at DIV 5 and expressed for 14 days **(a)** or injected into the CA1 regions at P28-32 and expressed for 30 days **(d)**. **(b, e)** CCNY protein expression levels were analyzed from **(a)** and **(d)**. Data are normalized to GAPDH expression levels. **(c, f)** The ratio of phosphorylated to total cofilin protein expression levels was analyzed from **(a)** and **(d)**. Data represent mean  $\pm$  SEM. \*\*\* $P = 0.0003$  in **(b)**, \* $P = 0.018$  in **(c)**, Student's paired  $t$  test. \* $P = 0.020$  in **(e)**, \*\* $P = 0.0015$  in **(f)**, Student's unpaired  $t$  test. **(g-j)** Overexpression of cofilin-S3A increases the ratio of phosphorylated to total cofilin protein expression levels but does not affect the CCNY expression level. Immunoblot analysis showing the expression levels of endogenous CCNY and the total and phosphorylated forms of endogenous cofilin in the dorsal CA1 region of the hippocampus **(g)** infected with AAV expressing EGFP (AAV-EGFP) or cofilin-S3A (AAV-Cofilin-S3A-EGFP). AAV were injected into the CA1 regions at P28-32 and expressed for 30 days. **(h)** CCNY protein expression levels were analyzed from **(g)**. Data are normalized to GAPDH expression levels. **(j)** The ratio of phosphorylated to total cofilin protein expression levels was analyzed from **(g)**. Data represent mean  $\pm$  SEM.  $P = 0.4482$  in **(h)**, \*\* $P = 0.0016$  in **(i)**, \* $P = 0.0101$  in **(j)**, ns, not significant, Student's unpaired  $t$  test. Full-length immunoblots are shown in Supplementary Fig. S8.

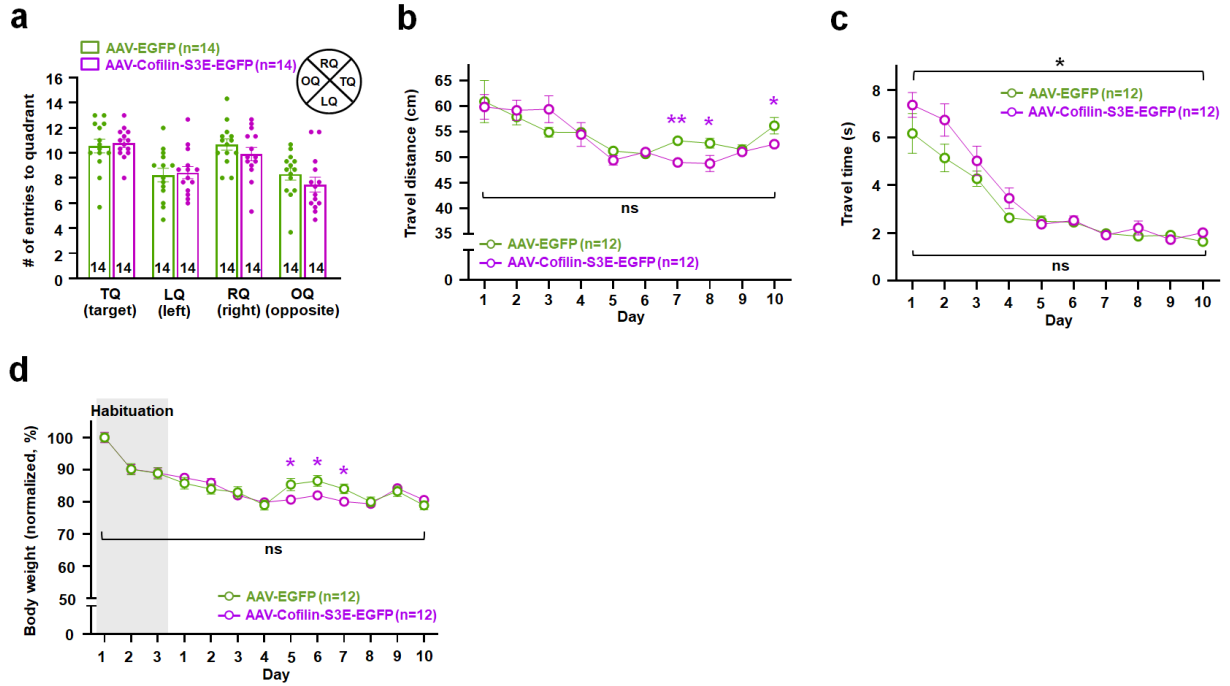

**Supplementary Fig. S6. Additional data for Morris water maze (MWM) and a delayed nonmatch to place T-maze tasks performed for Figure 5.** (a) The number of entries to each quadrant during the original learning probe test. CA1 regions of hippocampi in wild-type mice were bilaterally injected with AAV overexpressing EGFP or Cofilin-S3E-EGFP. The mice were subjected to the Morris Water Maze (MWM) 30 days after the injection. TQ, target quadrant; LQ, quadrant left to the TQ; RQ, quadrant right to the TQ; OQ, quadrant opposite to the TQ.  $*P < 0.05$  as indicated,  $P = 0.337$  (TQ),  $P = 0.367$  (LQ),  $P = 0.106$  (RQ), and  $P = 0.060$  (OQ), Student's unpaired  $t$  test. (b) Data represent mean  $\pm$  SEM of travel distance during the choice run.  $*P < 0.05$ ,  $**P < 0.005$ ,  $P = 0.00076$  (Day 7),  $P = 0.045$  (Day 8), and  $P = 0.043$  (Day 10), Student's unpaired  $t$  test. ns, not significant,  $P = 0.219$ , repeated-measures two-way ANOVA, the effect of genotype,  $F(1, 22) = 1.596$ . (c) Data represent mean  $\pm$  SEM of travel time during the choice run.  $P = 0.033$  (paired by day over 10 days), Student's paired  $t$  test. ns, not significant,  $P = 0.058$ , repeated-measures two-way ANOVA, the effect of genotype,  $F(1, 22) = 3.989$ . (d) Data represent mean  $\pm$  SEM of body weight.  $*P < 0.05$ ,  $P = 0.023$  (Day 5),  $P = 0.019$  (Day 6),  $P = 0.021$  (Day 7), Student's unpaired  $t$  test. ns, not significant,  $P = 0.403$  (paired by day over 13 days), Student's paired  $t$  test.

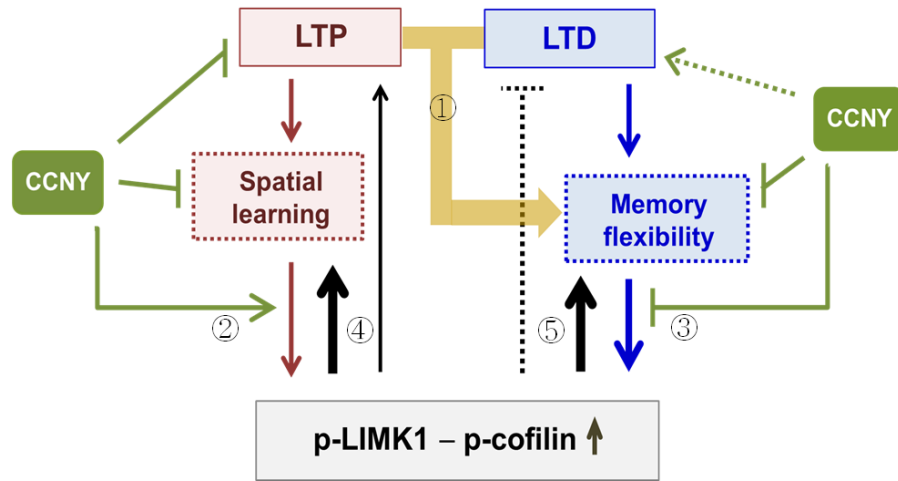

**Supplementary Fig. S7. Summary for distinct regulations of the LIMK1-cofilin signaling pathway and synaptic plasticity in the context of spatial learning and memory flexibility. See the main text for details.**

**Fig. 5a**

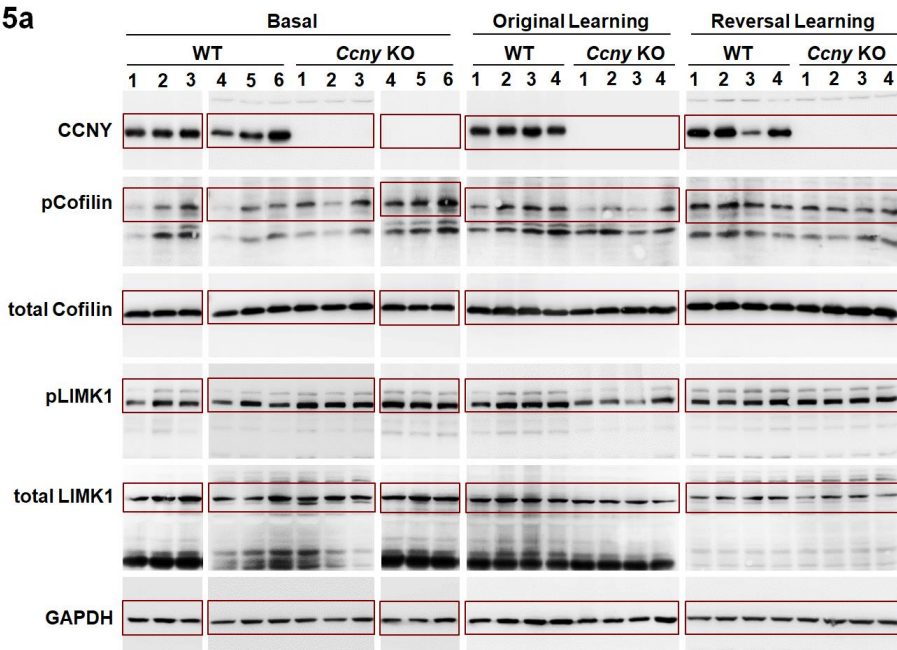

**Fig. S1a**

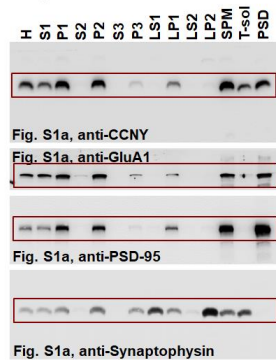

**Fig. S1b**

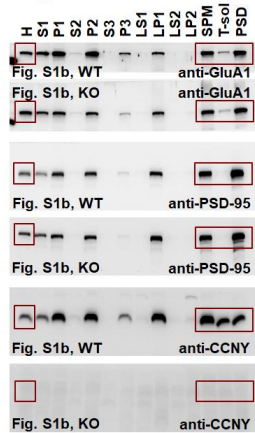

**Fig. S5a**

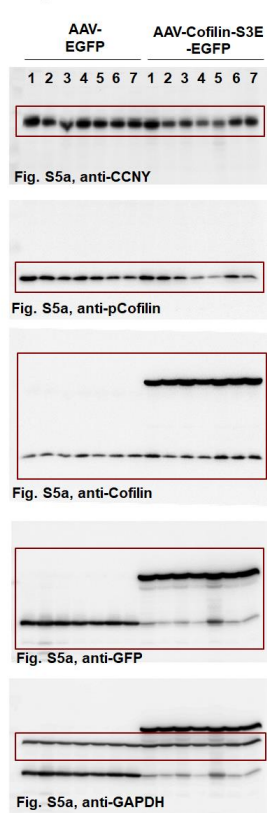

**Fig. S5d**

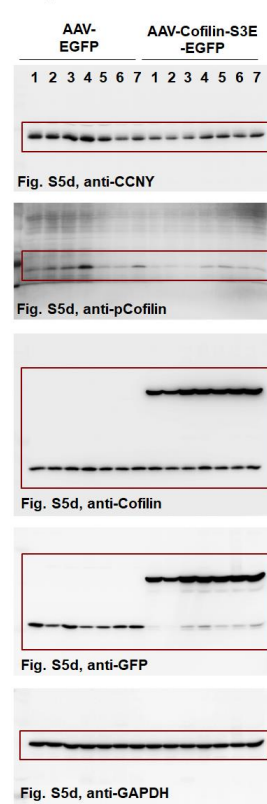

**Fig. S5g**

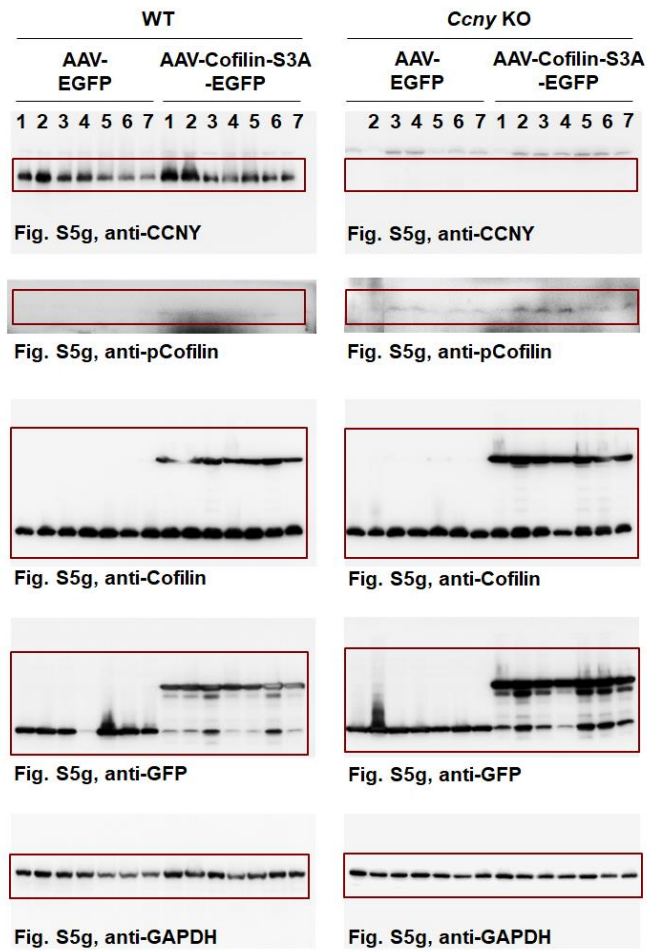

**Supplementary Fig. S8. Full-length immunoblots used in this study.** Red square boxes indicate the cropped areas presented in Figure 5a, S1a, S1b, S5a, S5d, and S5g.

# Supplementary material for: Cyclin Y regulates spatial learning and memory flexibility through distinct control of the actin pathway
**Source:** Mol Psychiatry. 2022 Nov 25;28(3):1351–64. doi: 10.1038/s41380-022-01877-0
**Supplement:** Supplementary file 2 — Supplementary Materials and methods

**Supplementary Information**

**Supplementary Materials and methods…...................................................................................2**

**Supplementary References…......................................................................................................13**

**Supplementary Materials and methods**

**DNA constructs**

To construct adeno-associated virus (AAV) vectors expressing human cofilin-S3E-EGFP (pAAV-cofilin-S3E-EGFP) or human cofilin-S3A-EGFP (pAAV-cofilin-S3A-EGFP), the inserts containing the human cofilin-S3E-EGFP or cofilin-S3A-EGFP fragment was obtained by digesting pEGFP-N1-human cofilin-S3E or pEGFP-N1-human cofilin-S3A with EcoRI/HpaI restriction enzymes, and the insert was then subcloned into pAAV-MCS expression vector (VPK-410, Cell Biolabs, Inc.) digested with EcoRI/HincII restriction enzymes. pAAV-EGFP was a gift from the KIST Virus Facility ([http://virus.kist.re.kr](http://virus.kist.re.kr/)). pEGFP-N1-human cofilin-S3E (Addgene plasmid #50861; http://n2t.net/addgene:50861; RRID:Addgene_50861) and pEGFP-N1-human cofilin-S3A (Addgene plasmid #50860; http://n2t.net/addgene:50860; RRID:Addgene_50860) were gifts from James Bamburg [1].

**AAV production**

Using the AVV expression vectors, including pAAV-EGFP, pAAV-cofilin-S3E-EGFP, or pAAV-cofilin-S3A-EGFP, AAV was packed with serotype DJ and concentrated and purified using iodixanol gradient ultracentrifugation by the KIST Virus Facility ([http://virus.kist.re.kr](http://virus.kist.re.kr/)). The titters of each virus were 4.14~6.19 × 1013 genome copy/ml (AAV-EGFP), 2.99 × 1013 genome copies/ml (AAV-cofilin-S3E-EGFP), and 4.02 × 1013 genome copies/ml (AAV-cofilin-S3A-EGFP). AAV expressing EGFP (AAV-EGFP, control), human cofilin-S3E-EGFP (AAV-cofilin-S3E-EGFP), or human cofilin-S3A-EGFP (pAAV-cofilin-S3A-EGFP) were applied to the cultured primary hippocampal neurons or bilaterally injected into the CA1 region of the hippocampi in mouse brains.

**Cell culture and viral infection**

HEK 293 cells were grown in DMEM (Gibco) supplemented with 10% fetal bovine serum (Gibco). Hippocampal neuronal cultures (3 × 106 cells/60 mm) were prepared from E18 Sprague-Dawley rat embryos and maintained for 20 days *in vitro* (DIV) [2]. Cultured hippocampal neurons were infected with 5 l of AAV-EGFP (6.19 × 1013 genome copy/ml) or 5 l of AAV-cofilin-S3E-EGFP (2.99 × 1013 genome copy/ml) at DIV 6, and the cells were collected at DIV 20 for immunoblot analysis.

**Stereotaxic viral injection into the brain**

C57BL/6J mice (45-week-old for animal behaviors, 68-week-old for electrophysiology) were injected with AAV expressing EGFP, cofilin-S3E-EGFP, or cofilin-S3A-EGFP in the hippocampal CA1 region by stereotaxic surgery. In brief, the mice were anesthetized with isoflurane in an induction chamber, and after confirming proper anesthesia, the animals were fixed in a stereotaxic frame (Stoelting Co.) with ear bars. A 10-μl NanoFil syringe (World Precision Instruments) equipped with a Nanofil 33-gauge blunt needle (World Precision Instruments) was used to inject AAV expressing EGFP, cofilin-S3E-EGFP, or cofilin-S3A-EGFP (0.4 μl per side) into the hippocampal CA1 regions bilaterally at a speed of 0.1 μl/min, based on the anteroposterior and lateral coordinates (anteroposterior, 2.0 mm; mediolateral, ±1.5 mm; dorsoventral, 1.4 mm). Upon completion of the virus injection, the mice were returned to their home cages and allowed to recover. The pairing-induced LTP experiments were performed two weeks after the virus injection, and animal behavior experiments (MWM and delayed nonmatch to place T-maze tasks) were performed 30 days after virus injection. For the pairing-induced LTD experiments, C57BL/6J neonatal mice (P0-1) were injected with AAV expressing EGFP, cofilin-S3E-EGFP, or cofilin-S3A-EGFP using a two-handed procedure, as described previously [3]. In brief, newborn mice were placed on crushed ice for hypothermia-induced anesthesia. After confirming anesthesia, the mice were placed on a custom stage and held by applying moderate pressure with the index finger. A small puncture was made at the needle insertion point using a 30-gauge needle, and AAV expressing EGFP, cofilin-S3E-EGFP, or cofilin-S3A-EGFP (0.2 μl per side) was injected at a speed of 0.1 μl/min using a 10-μl NanoFil syringe (World Precision Instruments) equipped with a Nanofil 33-gauge blunt needle (World Precision Instruments). Following the injection, the mice were returned to their home cages with their mothers and litters. The pairing-induced LTD recordings were performed between 16 and 19 days after the virus injection.

**Preparation of brain homogenates**

Hippocampus, cortex, and forebrain samples obtained from mouse brains were rapidly isolated and homogenized with a Dounce glass tissue grinder homogenizer (Wheaton Industries) in chilled lysis buffer (mM: 50 Tris−HCl, 150 NaCl, 5 EDTA, 1% Triton X-100, protease inhibitor cocktail, 1 PMSF, PhosphoSTOP, pH 7.4) and incubated for 1 h at 4°C. After centrifugation at 1,000*g* for 10 min at 4°C, supernatants were collected, and protein concentrations were measured using Bradford assays (Bio-Rad Protein Assay kit, Bio-Rad Laboratories). The samples were subsequently analyzed by immunoblotting.

**Immunoblot analysis**

Equal quantities of proteins were denatured in 5  SDS sample buffer (250 mM Tris-HCl, pH 6.8, 10% SDS, 25% β-mercaptoethanol, and 0.05% bromophenol blue) or 4  Laemmli sample buffer (Bio-Rad, 1610747), separated by SDS-PAGE, transferred onto a PVDF membrane and subjected to immunoblot analysis using anti-GluA1 (Millipore, MAB2263), anti-PSD-95 (Invitrogen, MA1-045), anti-CCNY (Proteintech group, 18042-1-AP; OriGene, TA808174; Atlas antibodies, HPA036290), anti-Synaptophysin (Synaptic systems, 101011), anti-GAPDH (Invitrogen, MA5-15738), anti-β-tubulin (Abcam, ab6046), anti-GFP (Invitrogen, A11122), anti-cofilin (Abcam, ab42824 or Cell Signaling, 5175S), anti-phospho-cofilin (phospho S3, Abcam, ab12866 or Cell Signaling, 3313), anti-LIMK1 (Invitrogen, PA1-31026), and anti-phospho-LIMK1 (Thr508, Invitrogen, PA5-36663) antibodies. Protein bands on immunoblots were visualized using a chemiluminescence method (Millipore) and an imaging documentation system (ImageQuant LAS 4000, GE Healthcare).

**Quantitative real-time PCR and analysis**

The total RNA was extracted from the isolated hippocampus tissues using RNAiso Plus (TaKaRa, Japan) and purified using the RNeasy Plus mini kit (Qiagen). Reverse transcription from the total RNA was carried out using the PrimeScriptTM II 1st strand cDNA synthesis kit (TaKaRa, Japan), and the cDNA products were subjected to PCR. The real-time PCR was performed using Power SYBR Green PCR Master Mix (Thermo Fisher Scientific). The reaction mixture contained 500 ng cDNA, 300 nM of each *Ccny* gene-specific primers (forward: 5′- CTGGCAGAAGCAAACAACCT-3′, reverse: 5′-CCTCACAGAGACGAGAGATGG-3′) or *Gapdh* gene-specific primers (forward: 5′-GGGTTCCTATAAATACGGACTGC-3′, reverse: 5′-CCATTTTGTCTACGGGACGA-3′), and 2× Power SYBR Green PCR Master Mix in a total volume of 20 μl. The PCR were performed at 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min, using the StepOnePlus Real-Time PCR System (Applied Biosystems).

**Subcellular fractionation**

Subcellular fractionation was performed as per methods described previously [4, 2]. Briefly, forebrain tissues were isolated and homogenized in buffer A (320 mM sucrose, 20 mM HEPES, 5 mM EDTA, protease inhibitor cocktail, and 1 mM PMSF, pH 7.4) using a glass-teflon homogenizer with 30 strokes. The homogenates (H) were centrifuged for 10 min at 1,000  *g* to obtain the nuclear fraction (P1), and the remaining supernatant (S1) was further centrifuged for 10 min at 9,200  *g*. The resulting pellet was washed in buffer A with resuspension, and subsequently centrifuged for 20 min at 10,000  *g* to produce a crude synaptosomal fraction (P2). The resulting supernatant was further centrifuged at 12,000  *g* for 30 min to collect the supernatant fraction (S2), which was then further centrifuged using an NVT90 rotor at 165,000  *g* for 2 h at 4°C to produce the cytosolic supernatant (S3) and the microsomal pellet (P3). The P2 fraction was resuspended in buffer A, and 9 volumes of H2O were added to perform lysis via hypo-osmotic shock and 3 strokes using a glass-Teflon homogenizer. The pH was then rapidly adjusted to 7.4 with 4 mM HEPES/5 mM EDTA, and the P2 fraction was further incubated on ice for 30 min. The lysate was then centrifuged at 25,000  *g* for 20 min at 4°C, which produces the synaptosomal membrane pellet (LP1) and the synaptic vesicle and cytosolic supernatant (LS1). The LS1 fraction was further processed by centrifugation at 165,000  *g* for 2 h at 4°C using an NVT90 rotor, and the synaptic cytosolic supernatant (LS2) and the synaptic vesicle-enriched pellet (LP2) were obtained. Following the resuspension of LP1, it was loaded on top of a discontinuous sucrose gradient solution (containing 0.8, 1, and 1.2 M sucrose) and further centrifuged at 150,000  *g* for 2 h at 4°C using an SW41Ti rotor. The cloudy fraction found at the interface of the 1.0 and 1.2 M sucrose gradient was collected carefully and diluted in buffer A. Subsequently, the synaptic plasma membrane fraction (SPM) was obtained by centrifuging the diluted suspension for 30 min at 150,000  *g* using an SW41Ti rotor. The SPM was resuspended with 0.5% Triton X-100 in buffer A, incubated on ice for 15 min, and divided into soluble (Triton X-100 soluble fraction, T-sol fraction) and insoluble fractions (PSD fraction) by centrifugation at 32,000  *g* for 20 min. The insoluble PSD fraction was resuspended in buffer A. Protein concentrations were determined using Bradford assays (Bio-Rad Protein Assay kit, Bio-Rad Laboratories), and 5 µg of protein from each fraction was analyzed by immunoblotting.

**Acute hippocampal slice preparation**

WT and *Ccny* KO mice (C57BL/6, male, P17-19 for LFS-induced LTD and pairing-induced LTD, 8-10 weeks old for the rest of the recordings) were anesthetized with halothane, the brain was quickly isolated, and the hippocampi were dissected. Acute hippocampal slices (300 μm for whole-cell, 400 μm for field potential recording) were prepared using a vibratome (Leica, VT1000S) in a chilled cutting buffer containing (in mM) 234 sucrose, 2.5 KCl, 1.25 NaH2PO4, 24 NaHCO3, 11 glucose, 0.5 CaCl2, and 10 MgSO4 saturated with 95% O2 and 5% CO2. The hippocampal slices were subsequently recovered at 35°C for 1 h and maintained at room temperature in a recovery artificial cerebrospinal fluid (aCSF) solution containing (in mM) 124 NaCl, 3 KCl, 1.25 NaH2PO4, 26 NaHCO3, 10 glucose, 6.5 MgSO4, and 1 CaCl2 saturated with 95% O2 and 5% CO2 until the end of the experiment.

**Electrophysiology**

An acute hippocampal slice was transferred to a recording chamber, and the Schaffer collateral and CA1 neurons were located under a microscope (Olympus, BX51WI) equipped with a CCD camera (Hamamatsu, C3077). The slice was maintained in a recording aCSF solution containing (in mM) 124 NaCl, 3 KCl, 1.25 NaH2PO4, 26 NaHCO3, 10 glucose, 1.3 MgSO4, and 2.5 CaCl2 saturated with 95% O2 and 5% CO2, at 30°C throughout the experiments. To measure the paired-pulse ratio (PPR), the Schaffer collateral was stimulated with a 2-contact cluster electrode (FHC, CE2C55), and the stimulation intensity was adjusted using an isolation unit (ISO-Flex, AMPI). A glass pipette filled with aCSF was used to record field excitatory postsynaptic potentials (fEPSPs) in the stratum radiatum layer of CA1. Two consecutive fEPSPs were evoked with various time intervals (25, 50, 100, 200, and 400 ms), and the peak amplitude of the second fEPSP was divided by the first fEPSP to calculate the PPR at a given time interval. To record mEPSCs, 1 μM TTX, 50 μM picrotoxin and 50 μM D-APV were added to the recording aCSF. A whole-cell recording was achieved using glass pipettes of 3-5 MΩ resistance, and the neurons were held at -65 mV under voltage clamp configuration. The internal solution contained (in mM) 125 CsMeSO3, 2.8 NaCl, 20 HEPES, 0.4 EGTA, 4 ATP-Mg, 0.5 GTP-Na2, 10 phosphocreatine-Na2, and 5 QX314 (pH 7.25, 290 mOsm). To record mIPSCs, the recording aCSF was supplemented with 1 μM TTX, 10 μM DNQX, and 50 μM D-APV, and the internal solution contained (in mM) 134 CsCl, 2 MgCl2, 10 HEPES, 1 EGTA, 2 ATP-Mg, 0.5 GTP-Na2, and 5 phosphocreatine-Na2 (pH 7.25, 290 mOsm). The MiniAnalysis software (Synaptosoft Inc.) was used to analyze the recorded mEPSC and mIPSC events with a detection threshold of 8 pA.

To measure NMDAR/AMPAR ratio, 100 μM picrotoxin was added to the recording aCSF. The patch pipettes were filled with an internal solution containing (in mM) 125 CsMeSO3, 2.8 NaCl, 20 HEPES, 0.4 EGTA, 4 ATP-Mg, 0.5 GTP-Na2, 10 phosphocreatine-Na2, and 5 QX314 (pH 7.25, 290 mOsm). The Schaffer collateral was stimulated to evoke synaptic responses, and AMPAR-mediated EPSCs were recorded in CA1 neurons under voltage clamp configuration at a holding potential of -70 mV. After the stable baseline was established, 15 consecutive responses were measured and averaged. Subsequently, the holding potential was increased to +40 mV to record NMDAR-mediated EPSCs. The NMDAR component was determined as the amplitude at 60 ms after stimulation, and the NMDAR/AMPAR ratio was calculated by dividing the averaged value of 15 NMDAR components by the averaged peak amplitude value of AMPAR-mediated EPSCs. To measure the intrinsic neuronal excitability in hippocampal CA1 neurons, 10 μM DNQX, 100 μM picrotoxin, and 50 μM D-APV were added to the recording aCSF. The whole-cell recording was performed under the current clamp configuration, and the internal solution contained (in mM) 130 K-gluconate, 10 KCl, 10 HEPES, 0.2 EGTA, 4 ATP-Mg, 0.5 GTP-Na2, and 10 phosphocreatine-Na2 (pH 7.25, 290 mOsm). A current step (0 to 330 pA in increments of 30 pA per sweep) was injected to trigger the firing of action potentials. To measure voltage sag responses, a current step ranging from 20 to -150 pA was injected in a stepwise manner, and the input resistance was determined from the linear slope of the current-voltage plots. The sag ratio was calculated by dividing the steady-state response by the peak amplitude.

For the input-output experiments, fEPSPs were evoked by a series of increasing input stimulus delivered at the Schaffer collateral afferents with a 2-contact cluster electrode (FHC, CE2C55). The input-output relationship was determined by plotting the slope of the resulting fEPSP against the presynaptic stimulus intensity, and the ratio of fEPSP slope to the fiber volley amplitude was calculated at the stimulus strength that evokes 40% of the maximal fEPSP amplitude. For field potential recordings of LTP, fEPSPs were evoked by stimulating the Schaffer collateral afferents at 0.033 Hz, and the evoked fEPSPs were recorded in the stratum radiatum layer of CA1 using a glass pipette filled with the standard aCSF. For recording the baseline, the stimulation intensity was adjusted to evoke 40%-60% of the maximal fEPSP amplitude using an isolation unit (ISO-Flex, AMPI). Once a stable baseline is obtained for a minimum of 20 min, LTP was induced by stimulating the Schaffer collateral with high-frequency stimulation (100 Hz trains for 1 s, repeated three times with a 30-s interval). The subsequent changes in the fEPSP slope were monitored for 60 min after LTP induction. For field potential recordings of LTD, single-pulse low-frequency stimulation (900 pulses, 1 Hz) was used to induce LTD. The subsequent changes in the fEPSP slope were monitored for 60 min after LTD induction. For VGCC-LTP experiments, all recordings were performed in the presence of 50 μM D-APV. After collecting a stable baseline of fEPSPs for 20 min at Schaffer collateral-CA1 synapses, four stimulus trains (200 Hz, 0.5 s) were delivered at a rate of 1 train per 5 s. Subsequently, a change in fEPSP slopes was monitored for 60 min. For mGluR-LTD experiments, all recordings were performed in the presence of 50 μM picrotoxin and 5 μM L-689,560. After collecting a stable baseline for 20 min, mGluR-LTD was induced by applying 100 μM DHPG for 10 min. A change in the fEPSP slope was continuously monitored for 60 min after washing out the DHPG.

Pairing-induced LTP and LTD were recorded under the whole-cell patch configuration in acute hippocampal slices prepared from mice injected with AAV-EGFP, AAV-Cofilin-S3E-EGFP, or AAV-Cofilin-S3A-EGFP in CA1 regions or in acute hippocampal slices prepared from WT or *Ccny* KO mice in the presence or absence of Ro25-6981 (Tocris Bioscience, 1594). The slices were continuously perfused with the recording aCSF solution containing (in mM) 124 NaCl, 3 KCl, 1.25 NaH2PO4, 26 NaHCO3, 10 glucose, 1.3 MgSO4, 2.5 CaCl2, 0.1 picrotoxin, saturated with 95% O2 and 5% CO2 throughout the experiments. In the case of Ro25-6981-treated recordings, Ro25-6981 (0.5 μM) was applied in the aCSF solution 20 min before the LTP or LTD induction and continuously bath applied till the end of recordings. The recording pipettes were filled with an internal solution containing (in mM) 135 CsMeSO3, 8 NaCl, 10 HEPES, 0.3 EGTA, 4 ATP-Mg, 0.3 GTP-Na2, 10 phosphocreatine-Na2, 5 QX314, and 0.1 spermine (pH 7.25, 290 mOsm). EGFP-positive CA1 neurons were identified under a microscope and whole-cell patched in a voltage-clamp configuration. Subsequently, evoked EPSCs were recorded by stimulating the Schaffer collateral afferents with a 2-contact cluster electrode (FHC, CE2C55) at 0.1 Hz while holding the cell at -65 mV, and a stable baseline was recorded for 5 min. Within 67 min of achieving the whole-cell configuration, LTP was induced by stimulating the Schaffer collateral at 2 Hz for 90 s while holding the CA1 neuron at 0 mV. After the pairing stimulation, the holding potential was returned to -65 mV, and the EPSC amplitudes were monitored for at least 40 min. LTD was induced by stimulating the Schaffer collateral at 5 Hz for 3 min while holding the CA1 neurons at -40 mV, and following the pairing, the EPSC amplitudes were monitored for 40 min. All electrophysiology data were collected using a MultiClamp 700B amplifier (Molecular Devices) digitized at 10 kHz with a Digidata 1550 digitizer (Molecular Devices). The Igor Pro (WaveMetrics) and pClamp10 software (Molecular Devices) were used for data acquisition and analysis.

**Open field task**

Mice (male, 8-10 weeks old) were habituated by handling for 10 min a day for three consecutive days. The following day, mice were placed individually in an open-field box (40 × 40 × 40 cm) and allowed to explore freely for 50 min under 50 lux light intensity. The mouse activity was recorded for 50 min by using a top-view video camera and analyzed using the Ethovision XT software (Noldus). The distance moved as well as the time spent in the center zone and the number of entries to the center zone were measured. The center zone was defined as a square within 20 cm in the center of the box.

**Novel object recognition task**

The test was performed in an open-field box (40 × 40 × 40 cm) with the light intensity adjusted to 50 lux. On the day of training, mice (male, 8-10 weeks old) were exposed to two identical objects for 10 min. On the second day 24 h after training, one of the two objects was replaced with a new object, and mice were allowed to explore freely for 10 min. The mouse activity on the second day was recorded by using a video camera, and the exploration time for the old and new objects was analyzed. Exploration behavior was defined as the action of sniffing objects or touching the objects with the nose. The preference index was defined as the ratio of the amount of time spent exploring the new object to the amount of time spent exploring a new or old object. The discrimination index was obtained by dividing the amount of time difference for exploration between the new and the old object by the amount of time spent exploring the new or old object.

**Passive avoidance task**

The apparatus consisted of a black and white chamber (200 × 200 × 200 mm per each) divided by a sliding door. During the training session, each mouse (male, 810 weeks old) was placed in the white chamber and allowed to explore for 60 s for habituation. Upon turning on the light in the white chamber, the mouse was allowed to enter the black chamber as the sliding door opened. Once the mouse entered the black chamber, the sliding door was closed, and an electric foot shock (0.35 mA, 1 s) was given through the floor. The mouse was removed from the dark chamber after 10 s. Then, 24 h after the training session, the test session was performed using a protocol identical to that used for the training session but with exclusion of the foot shock procedure. The latency for the mouse to enter the dark chamber was measured at the time point when all four feet of the mouse entered the black room, and the maximum cut-off time for latency was 900 s.

**Morris water maze (MWM) task, reversal leaning, and visible platform test**

A round pool with a diameter of 120 cm was filled with tap water, and a platform (diameter of 10 cm, 0.51.0 cm below the water surface) was placed in a quadrant of the pool. White non-toxic paint was added to make the water opaque so that the platform was not visible to the mice. The water temperature was maintained at 21°C-23°C and monitored throughout the experiment. Several visual cues with different shapes were located around the pool so that the mice were able to see them. For the training sessions of the original learning task, mice (male, 8-10 weeks old) were allowed to swim and search for the hidden platform for 90 s. If the mice found the platform within 90 s, they were allowed to stay on the platform for 15 s and were then rescued. If they failed to find the hidden platform within 90 s, they were guided gently to the platform by experimenter’s hand and allowed to stay on the platform for 15 s. Each mouse was trained 4 times a day for 5 consecutive days. The latency to the platform was measured and analyzed. For the probe test on the 6th day, the platform was removed, and the trained mice were allowed to search for the platform for 90 s, 3 times. The latency to the platform zone, travel distance to the platform zone, the frequency of entries to each quadrant, the time spent in each quadrant, and the frequency of passing the platform zone were measured and analyzed. For the reversal learning task performed 24 h after the probe test of the original learning task, the platform was moved to the quadrant opposite the original target quadrant. The mice were subjected to reversal training sessions 4 times a day for three days, and for the reversal probe test on the day 4, the trained mice were allowed to search for the platform for 90 s, 3 times. The latency to the platform for training sessions was measured and analyzed. Latency to the platform zone, travel distance to the platform zone, the time spent in each quadrant, the frequency of entries to each quadrant, and the frequency of passing the platform zone for the probe test were measured and analyzed. For the visible platform test, all visible cues around the platform were removed, and a flag was placed on the platform. The mice were trained for three days, and then the visible probe test was performed on the fourth day. The latency to the platform for training sessions and the latency to the platform zone for the probe test were measured and analyzed. Measurements and analyses of the animal behavior experiments were performed using the EthoVision XT 13 software (Noldus).

**Delayed nonmatch to place T-maze task**

The delayed nonmatch to place T-maze task was performed by using protocols described in previous studies [5, 6] with modifications. Mice (male, 8-9 weeks old) were group-housed and food-deprived by feeding them for 2 h once per day after completing the task. The mice were habituated to a condensed milk reward (1:1 ratio of full-fat sweetened condensed milk to water) in their cage and then in the T-maze apparatus. Mice were handled for two days and then habituated for three consecutive days in the T-maze (start arm: 40 × 10 cm, left and right arms: 35 × 10 cm) with all doors opened in which the condensed milk rewards were placed in both the left and right arms. Daily habituation consisted of two 10-min trials with 6-h intervals. Mice were tested by following acquisition sessions, consisting of four trials per day, where each trial consisted of two runs, including a “forced” run and a “choice” run, with the 5-s interval between forced and choice runs, and 20-min intervals between each trial. At the beginning of the session, both right and left arms were baited with rewards. In the forced run, one randomly selected arm was blocked, and a mouse was placed in the start arm. Because one arm was blocked, the mouse was “forced” to enter the other open arm. After the mouse consumed the reward, it was picked up and placed back into the transfer cage for 5 s (*i.e.*, 5-s delay). In the choice run, both arms were open, thereby allowing the mouse to make a “choice” freely for one arm. Once the tail passed the entrance of one of the arms, the arm was closed by door so that the mouse cannot change its choice. If the mouse chose the opposite arm, where the mouse did not visit during the forced run and the remaining reward still locates, a correct choice was scored. If the mouse chose the same arm visited in the forced run, it was confined to the arm for 10 s without provision of any reward. An inter-trial interval was given for at least 20 min to prevent proactive intervention from the previous trial. The body weights of the mice were maintained at approximately 80% throughout the experiment compared to the initial handling period.

**Intraperitoneal injection of Ro25-6981**

Ro25-6981 was reconstituted at a concentration of 1.2 mg/ml in 0.9% sterile saline and intraperitoneally injected into the mice (6 mg/kg) 1 h before the first trial of each original and reversal training and on probe test days for the MWM task.

**Animal studies**

In all experiments involving animals, the mice were randomly allocated to each group. Animal behavioral experiments and analyses in Figures 2a-o, 4a and b, and 5i-r were performed blind to the investigators.

**RNA sequencing**

The RNA sequencing library was prepared using the TruSeq RNA Sample Prep Kit (Illumina, San Diego, CA, USA, https://www.illumina.com), and sequencing was performed using the Illumina HiSeq 2000 platform to generate 100-bp paired-end reads. The sequenced reads were mapped to the mouse genome (mm10) using STAR (v.2.5.1), and the gene expression levels were quantified using the count module in STAR [7]. 

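Between 77.5% and 86.8% of the uniquely mapped read pairs of a library, as Table S1 gives them, fell on the 15329 listed genes. The share had a median of 79.7% in WT_Basal and 77.6% in KO_Basal, and of 83.0% in WT_OL, 86.4% in KO_OL, 86.0% in WT_RL and 85.4% in KO_RL. The 10 genes with the most reads held 3.81% to 5.43% of the reads of a library, so no library was taken up by a few genes. The count module of STAR gives each read pair to a gene when it overlaps the exons of that gene alone. Of the listed symbols, 14769 are in the annotation used for positions and 451 more are there under a later symbol.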

The edgeR (v.3.12.1) package was used to quantify gene expression from RNA-seq data [8]. The trimmed mean of M-values (TMM) normalized counts per million (CPM) value of each gene was floored to 1 and log2-transformed for further analysis. 

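In the deposited table the lowest value is 0, and 115 genes have a 0 in at least 1 library. If CPM had been floored at 1 before the log2 step, every CPM under 1 would appear as 0 and values between 0 and 1 would stand for CPM between 1 and 2. Instead, values between 0 and 1 fall on the same steps as higher ones, each step being 1 read, when 1 is subtracted from 2 to the power of the value. The step corresponds to between 0.0274 and 0.0333 CPM per read. The sums of CPM over the listed genes have a geometric mean of 1000000 over the 18 libraries. The table thus holds log2(CPM + 1), and 1351 genes have a mean under 1 CPM on it.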

The heatmap was constructed using the MeV software [9]. Statistical analyses of RNA-seq data were performed using R (v. 3.3.0) and PYTHON (v. 2.7.6). 

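Table S1 gives, for each library, the number of read pairs, the number mapped to a single place in the genome and the mapping rate, the share of pairs so mapped. The paper's mapping rates run from 86.39% to 91.07%, and its numbers of uniquely mapped pairs from 37258175 to 44103656 with a median of 39076753. By group, the median mapping rate is 87.52% in WT_Basal, 86.49% in KO_Basal, 88.2% in WT_OL, 90.5% in KO_OL, 90.99% in WT_RL and 90.09% in KO_RL. The rate separates both untrained groups, at 88.01% or less, from KO_OL, WT_RL and KO_RL, at 89.87% or more, while WT_OL spans from 87.89% to 89.95%.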

The mapping statistics for RNA-seq are summarized in Supplementary Table S1.

**Bioinformatic analyses**

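A fold change depends on whether it is a ratio of mean CPM or a difference of mean log2 values. As a ratio of mean CPM, all 265 higher and 295 lower genes of the paper's list for WT_OL against WT_Basal are past 1.5-fold, and so are all 95 higher and 219 lower genes of its list for KO_Basal. As a difference of mean log2(CPM + 1), 120 and 144 of the first list and 33 and 128 of the second are. The median level of these genes was 3.03 and 2.58 CPM in the first list and 1.09 and 2.04 CPM in the second. All genes of the paper's lists changed in the listed direction, for which the paper had chosen them from these same libraries. An unadjusted limma p-value under 0.05 was found for 235 of the 265, 262 of the 295, 59 of the 95 and 144 of the 219 genes. With the ratio of mean CPM and this p-value, 257 genes were higher and 298 lower in WT_OL and 67 higher and 152 lower in KO_Basal.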

Differentially expressed genes (DEGs) were selected based on the following criteria: |fold-change| > 1.5 and *P* < 0.05. The DEGs were subsequently analyzed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources v6.8 tool ([https://david.ncifcrf.gov](https://david.ncifcrf.gov/)) [10] for the Gene Ontology (GO) analysis and also for the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis [11].

**Supplementary References**

1. Garvalov BK, Flynn KC, Neukirchen D, Meyn L, Teusch N, Wu X, et al. Cdc42 regulates cofilin during the establishment of neuronal polarity. J Neurosci. 2007 Nov 28;27(48):13117-29.

2. Hwang H, Hur YN, Sohn H, Seo J, Hong JH, Cho E, et al. Cyclin Y, a novel actin-binding protein, regulates spine plasticity through the cofilin-actin pathway. Prog Neurobiol. 2021 Mar;198:101915.

3. Mathon B, Nassar M, Simonnet J, Le Duigou C, Clemenceau S, Miles R, et al. Increasing the effectiveness of intracerebral injections in adult and neonatal mice: a neurosurgical point of view. Neurosci Bull. 2015 Dec;31(6):685-96.

4. Cho E, Kim D-H, Hur Y-N, Whitcomb DJ, Regan P, Hong J-H, et al. Cyclin Y inhibits plasticity-induced AMPA receptor exocytosis and LTP. Sci Rep. 2015 07/29/online;5.

5. Kellendonk C, Simpson EH, Polan HJ, Malleret G, Vronskaya S, Winiger V, et al. Transient and selective overexpression of dopamine D2 receptors in the striatum causes persistent abnormalities in prefrontal cortex functioning. Neuron. 2006 Feb 16;49(4):603-15.

6. Mills F, Bartlett TE, Dissing-Olesen L, Wisniewska MB, Kuznicki J, Macvicar BA, et al. Cognitive flexibility and long-term depression (LTD) are impaired following beta-catenin stabilization in vivo. Proc Natl Acad Sci U S A. 2014 Jun 10;111(23):8631-6.

7. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013 Jan 1;29(1):15-21.

8. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010 Jan 1;26(1):139-40.

9. Howe EA, Sinha R, Schlauch D, Quackenbush J. RNA-Seq analysis in MeV. Bioinformatics. 2011 Nov 15;27(22):3209-10.

10. Huang da W, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009;4(1):44-57.

11. Kanehisa M, Goto S, Sato Y, Kawashima M, Furumichi M, Tanabe M. Data, information, knowledge and principle: back to metabolism in KEGG. Nucleic Acids Res. 2014 Jan;42(Database issue):D199-205.

# Supplementary material for: Cyclin Y regulates spatial learning and memory flexibility through distinct control of the actin pathway
**Source:** Mol Psychiatry. 2022 Nov 25;28(3):1351–64. doi: 10.1038/s41380-022-01877-0
**Supplement:** Supplementary file 3 — Supplementary Table S1

**Supplementary Table S1. Mapping Statistics for RNA-Seq. Related to Figure 4.**

| **Samples** | **Output reads** | **Uniquely mapped pairs** | **Mapping rate (%)** |
| --- | --- | --- | --- |
| Basal_WT_HC-1 | 42,333,625 | 37,258,175 | 88.01 |
| Basal_WT_HC-2 | 43,290,797 | 37,887,882 | 87.52 |
| Basal_WT_HC-3 | 43,718,531 | 38,139,260 | 87.24 |
| Basal_KO_HC-1 | 45,688,717 | 39,515,696 | 86.49 |
| Basal_KO_HC-2 | 46,976,068 | 40,580,279 | 86.39 |
| Basal_KO_HC-3 | 44,008,739 | 38,615,872 | 87.75 |
| OL_WT_HC-1 | 44,754,979 | 39,473,730 | 88.20 |
| OL_WT_HC-2 | 43,614,895 | 38,332,226 | 87.89 |
| OL_WT_HC-3 | 42,488,301 | 38,217,847 | 89.95 |
| OL_KO_HC-1 | 43,231,208 | 39,126,324 | 90.50 |
| OL_KO_HC-2 | 42,236,197 | 38,012,466 | 90.00 |
| OL_KO_HC-3 | 45,916,562 | 41,634,909 | 90.68 |
| OL-RL_WT_HC-1 | 48,896,764 | 44,103,656 | 90.20 |
| OL-RL_WT_HC-2 | 45,565,891 | 41,460,814 | 90.99 |
| OL-RL_WT_HC-3 | 42,851,837 | 39,027,182 | 91.07 |
| OL-RL_KO_HC-1 | 43,094,733 | 38,731,064 | 89.87 |
| OL-RL_KO_HC-2 | 44,465,564 | 40,093,735 | 90.17 |
| OL-RL_KO_HC-3 | 43,733,216 | 39,400,578 | 90.09 |

How the deposited data were processed for this re-analysis (not part of the article)

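Hippocampal RNA of 18 mice was sequenced as paired reads, 1 library per mouse and 3 mice in each of 6 groups: WT and *Ccny* KO mice without training (WT_Basal and KO_Basal), after original learning (WT_OL and KO_OL) and after original and reversal learning (WT_RL and KO_RL). The labels of the libraries give genotype, training and replicate number, and each library was assigned to its group by these labels. The authors aligned the reads to mm10 with STAR v2.5.1, counted them on genes with the count module of STAR, normalized the counts with the TMM method of edgeR v3.12.1 and deposited 1 table of log2 values, with a column per library and 15329 genes listed by symbol. The Supplementary Methods describe CPM floored at 1 before the log2 step. The deposited log2 values themselves show another scale. For every gene and library, 2 to the power of the value minus 1 is a whole multiple of 1 step per library, and the sums of CPM have a geometric mean of 1000000, so the values are log2(TMM-normalized CPM + 1). The choice of tests and alternatives had been written for the floored scale. It was kept and applied to the values as they are, and the floored scale was added as an alternative.

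The step gives the reads behind each value. Between 29248557 and 37915576 reads per library fell on the listed genes, with a median of 32801080, and group medians are given with the data. At such depths 1 read corresponds to 0.0274 to 0.0333 CPM. Averaged over genes, apart from those with very few reads, counting noise was smaller than the variation between mice. For pairs of libraries of the same group, the mean chi-square per gene against counting noise alone lay between 8.82 and 105. Abundant genes weigh most in this mean, so it does not show the same for genes of about 1 CPM or less. Intervals from counts cover counting error only, so standard deviations and standard errors over the 3 mice of a group are given instead.

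The log2 values were compared with limma 3.58.1 in R 4.3.3 (lmFit with 1 mean per group over all 18 libraries, then eBayes with a trend of the variance with the mean, 12 residual degrees of freedom), as 7 comparisons of 2 groups and 3 differences between the genotypes in a change. All tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A count by the criteria of the paper takes |fold-change| over 1.5, as a difference of group means of log2 values, with an unadjusted p-value under 0.05. The paper states these criteria, and neither its Supplementary Methods nor Table S3, which lists the tests of Fig. 4a and 4b, names the test behind that p-value. A gene was tested when its value was above 0 in at least 3 libraries. All 15329 genes met this, since each has a read in at least 6 libraries and 21 reads or more in at least 1 library. The 36 genes of Fig. 4h were also adjusted over the list alone. Exact permutation tests of 3 mice against 3 cannot give a two-sided p under 0.1, and correlations over libraries were tested with 100000 permutations. statmod 1.5.0 was used for library weights, and Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 for recovering the reads and for the figures.

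The genes named are those that the paper names in its text on Fig. 4, *Ccny*, and for WT_OL and KO_Basal against WT_Basal the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05 and no overlap between the mice of the 2 groups. Other genes, such as those of the hypothalamic, choroid plexus and pituitary markers, were singled out after their values were seen. Positions, GC content and transcript length come from GENCODE M21 on GRCm38, which is the build the paper names as mm10. The longest transcript of a gene gave its GC content and length. Of the listed symbols 14769 were found directly and 451 under a later symbol, which gave GC content for 99.3% of genes.

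The fit was tested on simulated data with known changes, drawn for the same groups of mice around the mean of each gene in WT_Basal with its fitted variance. In the joint fit, limma called 95.5% of 200 genes with a planted change, and 5.91% of 203 calls were genes without one. Between groups with no planted change it called 0 genes at an adjusted p-value under 0.05, while 50 genes passed the 1.5-fold and unadjusted criteria. For the difference between genotypes, 83% of 200 planted genes were called. Of these genes, 143 had a planted change of log2 1 or more, and 91.6% of the 143 were called. The genotype differences of the named genes were all smaller than log2 1. The simulated noise was independent between genes and had the same variance in every group, unlike the real libraries. The 83% is therefore no measure of the power to find differences of the size seen in the named genes.

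For 19 lists of marker genes of cell types, chromosomes and responses, written from general knowledge, 17 had at least 3 listed genes and were tested with camera at an inter-gene correlation of 0.01, with fry and with camera at an estimated correlation beside it, adjusted over the lists of a comparison. The lists were choroid plexus epithelium, ependymal cells, vascular smooth muscle, endothelial cells, fibroblasts of the meninges, microglia, astrocytes, oligodendrocytes, CA1 pyramidal neurons, dentate granule neurons, hypothalamic neurons, thalamic and habenular neurons, pituitary cells, activity-induced immediate early genes, glucocorticoid-induced genes, circadian clock genes and genes of the Y chromosome. The lists for red blood cells and X inactivation had 2 and 0 listed genes and were not tested.

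The alternatives fitted only the groups of a comparison, left out the trend or the moderation of the variances, kept genes with a mean log2 value of at least 2, took log2 of 2 to the value plus 1, raised values under 2 to 2, normalized by quantiles, weighted the libraries with arrayWeights, used the replicate number as a block, corrected each library for GC content by loess (span 0.5, degree 2), combined these 2, left out each mouse in turn, and divided the WT_Basal mice between the 2 comparisons that share them. arrayWeights with its default method did not converge. A further 4 kinds of fit were added after seeing the data: arrayWeights gene by gene, log2 of CPM floored at 1, and voom on the recovered reads with all groups or only those of the comparison. The fold change as a ratio of mean CPM, with unchanged p-values, was also added then for the counts by the criteria of the paper. For other splits of the mice, all 10 splits of 3 against 3 were fitted, or 100 drawn at random where there are more. For WT_OL against WT_Basal, the 10 splits were also fitted after the GC correction and without WT_OL replicate 2. Simulations with 100 draws gave the overlap of 2 comparisons when nothing changed, with a shared reference group and with the WT_Basal mice divided between them.

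Fold changes are not shrunken. The gene sets behind the enrichment p-values of Fig. 4f, sequence reads and any measurement other than RNA sequencing were not analysed here. The values of the paper used for comparison are those of its text, of Table S1 (mapping) and of Table S2 (lists of genes).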

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

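The 15 results in this part are signals in lists of marker and response genes that the paper does not discuss as lists. Of the immediate early genes, 4 are among its 29 shared genes. The lists were written before the data were examined, and both camera and fry called each result at an adjusted p under 0.05. The tests of explanations in this part were all chosen only after the result was seen. In each of the 15, the list means of all 3 libraries of one group lay beyond those of all 3 libraries of the other (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). With an inter-gene correlation estimated from the data in place of the preset 0.01, camera called 2 of the 15, the glucocorticoid-induced genes in KO_RL against KO_OL and against KO_Basal. Quantile normalization changed the 15 medians by at most 0.0851 in size, which argues against the authors' TMM normalization as the source. That largest shift was in the circadian clock genes between WT_RL and WT_OL, where it took the median from -0.046 to -0.13.

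The 18 activity-induced immediate early genes were higher in WT_OL than in WT_Basal, with a median log2 fold change of 0.82 and 16 genes higher and 2 lower (adjusted p = 5.51e-12 from camera and 0.000236 from fry). The study's own list of genes higher in WT_OL holds 12 of them, and the median of the other 6 was 0.17. GC content bias does not account for the whole rise, since the median was 0.70 after each library was corrected for GC content, with 8 of the 18 genes at an adjusted p under 0.05 in place of 12. From WT_OL to WT_RL the same list fell, with a median of -0.47 and 3 genes higher and 15 lower (adjusted p = 2.61e-08 from camera and 0.0384 from fry), and the median was -0.44 after GC correction. In KO_OL against KO_Basal its median was 0.37, called by camera (adjusted p = 0.0106) and not by fry (adjusted p = 0.0510). The difference between the genotypes in the change from Basal to original learning was called by camera (median -0.54, adjusted p = 9.87e-05) and not by fry (adjusted p = 0.173).

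The 16 glucocorticoid-induced genes were higher in all 4 trained groups than in the untrained mice. Their median log2 fold change was 0.25 in WT_OL (13 genes higher and 3 lower, adjusted p = 0.000369 from camera and 0.00244 from fry), 0.40 in KO_OL (13 higher and 3 lower, adjusted p = 0.00995 and 0.00361), 0.48 in WT_RL (13 higher and 3 lower, adjusted p = 4.01e-05 and 0.000331) and 0.64 in KO_RL (15 higher and 1 lower, adjusted p = 8.81e-08 and 8.33e-06), each against the Basal group of the same genotype. From KO_OL to KO_RL the median was 0.25 (11 higher and 5 lower, adjusted p = 4.81e-08 and 0.00770). After GC correction the median nearest 0 against a Basal group was 0.24 and that of KO_RL against KO_OL was 0.25, so a GC content bias is not the whole source of either. The study's lists hold 3 of these genes as higher in WT_OL and 1 as higher in KO_Basal.

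The 15 circadian clock genes, 1 of which (*Per1*) is also among the glucocorticoid-induced genes, had a median log2 fold change of 0.22 in WT_OL (12 higher and 3 lower, adjusted p = 0.000252 from camera and 0.000130 from fry) and of 0.25 in KO_OL (11 higher and 4 lower, adjusted p = 0.00995 and 0.000186). After GC correction the medians were 0.17 in WT_OL and 0.12 in KO_OL. In WT_OL most of the median remained, which argues against GC content bias as its whole source. In KO_OL the drop was larger and no spread after correction is given, so GC content bias stays open there. Between WT_RL and WT_OL the list was called too (adjusted p = 0.00678 and 0.0210), at a median of -0.046 with 5 genes higher and 10 lower. That median was -0.13 without WT_OL replicate 2 and 0.01 without WT_OL replicate 3, and -0.074 after GC correction. For this last change, GC content bias and a response to training cannot be told apart, since the members go both ways and the median lies near 0. The times of day at which the mice were taken were not used here. The study's list of genes higher in WT_OL holds 3 of the 15.

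The 12 astrocyte markers had a median log2 fold change of 0.36 in WT_OL (11 higher and 1 lower, adjusted p = 7.61e-05 from camera and 0.0147 from fry) and of 0.30 in WT_RL (10 higher and 2 lower, adjusted p = 0.00619 and 0.0421). The first was 0.19 without WT_OL replicate 2 and the second 0.16 without WT_RL replicate 2. The most abundant of the markers moved unequally in WT_OL, with log2 fold changes of 0.61 for *Slc1a2*, 0.38 for *Aldoc* and 0.09 for *Slc1a3*. After GC correction the lower of the 2 list medians was 0.27, so GC content bias is not the whole source. A lower share of neurons would raise the markers of all other cells alike, and those of astrocytes and microglia moved apart: the difference between the 2 list means was 2.66 or more in every WT_OL and WT_RL library and 2.34 to 2.40 in WT_Basal, a gap of 0.258 against a WT_Basal range of 0.0599. Microglia had medians of 0.023 (-0.11 to 0.17 without 1 mouse) and -0.11 in the 2 comparisons. In KO mice the difference was also wider after original learning, at 2.54 to 2.61 in KO_OL against 2.31 to 2.40 in KO_Basal. There the microglia means of all KO_OL libraries lay below those of all KO_Basal libraries. The WT values therefore argue against a lower share of neurons as the whole source, unless microglia markers fell at the same time. The other lists are less clear. Oligodendrocytes had medians of -0.01 and -0.35, but their difference from astrocytes overlapped between the groups, and in WT_OL endothelial cells (0.21) and fibroblasts of the meninges (0.62) rose and dentate granule neurons fell (-0.20). WT_OL replicate 2, the highest of the 3 in astrocytes, was also the highest in microglia, oligodendrocytes and endothelial cells and the lowest in CA1 and dentate markers, so a lower share of neurons as part of the rise in that mouse stays open, as does a change within astrocytes. In KO_OL against KO_Basal the median was -0.076, not called by either test. All 12 genes are expressed at over 1 CPM in the hippocampus libraries and 1 is in the study's list of genes higher in WT_OL.

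The 4 Y chromosome genes were lower after training, with a median of -0.41 in WT_OL (adjusted p = 0.0233 from camera and 0.00817 from fry), -0.51 in KO_OL (adjusted p = 0.0101 and 0.000897) and -0.58 in WT_RL (adjusted p = 0.00892 and 0.00329), with 4 of 4 genes lower each time. After GC correction the medians were -0.04, -0.09 and -0.17, the last of which is the farthest from 0. A candidate explanation is therefore the difference in GC content bias between trained and untrained libraries. 1 of the 4 genes is in the study's list of genes lower in WT_OL.

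For WT_OL, a batch that follows the mapping rate of Table S1 does not account for the first 4 of these lists. WT_OL replicates 1 and 2 had mapping rates close to those of WT_Basal, and the lower of them still exceeded the highest WT_Basal library by 0.83 in the mean of the immediate early genes, 0.25 in that of the glucocorticoid-induced genes, 0.18 in that of the circadian clock genes and 0.19 in that of the astrocyte markers, while the 3 WT_Basal libraries differed by 0.12 or less. The share of mapped pairs on listed genes does separate WT_OL, at 83.0% or more, from WT_Basal, at 80.6% or less, so a batch that follows this share was examined too. WT_RL had a higher mean share than WT_OL (85.5% to 86.4% against 83.0% to 86.0%), yet the immediate early genes were lower in every WT_RL library than in every WT_OL library, with a median of -0.47. This argues against such a batch as the whole source of their rise in WT_OL, though not against a batch together with a fall on reversal learning. The astrocyte markers had a median of -0.076 in KO_OL against KO_Basal, and every KO_OL mean of log2 values lay below every KO_Basal mean. These groups differ more in both the share and the mapping rate than the WT groups do. The mean CPM of the markers, which the most abundant ones dominate, went the other way, at 533 to 551 in KO_OL against 497 to 514 in KO_Basal. On the log2 scale, where the markers count alike, this argues against either batch as the whole source of the astrocyte rise in WT_OL and WT_RL, unless it was offset in KO mice. For the most abundant markers a batch stays open. For the circadian clock genes (median 0.055 in WT_RL against WT_Basal, with 10 higher and 5 lower) and the glucocorticoid-induced genes (0.094 in WT_RL against WT_OL, with 8 higher and 8 lower), a batch that follows the share stays open. For the lists other than astrocytes in KO_OL, WT_RL and KO_RL against the Basal groups, the mapping rate and the training cannot be told apart, because all 9 of these trained libraries had higher rates than all 6 untrained ones. KO_RL and KO_OL had similar rates, and the rise of the glucocorticoid-induced genes between them is not open to this objection. Because a batch stays open for most of the comparisons with untrained mice, alone or in part, a response to swimming, handling or learning, which the design offers as the biological explanation, was not separated from it and remains a hypothesis. No library was taken up by a few genes, and depth was not tested as an explanation.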

How the results depend on the processing

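The counts compared here are genes past |fold-change| 1.5 with an unadjusted p under 0.05 (called DEGs) and genes with an adjusted p under 0.05, for 24 results over comparisons, overlaps and the 36 genes of Fig. 4h, besides marker lists and 59 results for named genes. Tests chosen only after the results were seen are arrayWeights gene by gene, log2 of CPM floored at 1, the 2 voom fits, the fold change as a ratio of mean CPM, and every alternative for the genes of Fig. 4h. A count is taken as changed when it moved by more than 1.5 times. Except where a sentence gives one, the cause of a change was not tested.

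Of the named genes, 22 of the 59 results had the same direction and the same side of an adjusted p of 0.05 under every alternative run for them. Over all 1316 values for named genes, 1197 were the same in this sense, 55 were weaker, 34 stronger and 30 reversed. eBayes without a trend, log2(2 to the value + 1) and the replicate block changed none of the 59. Without moderation of the variances 13 were weaker, and with only the groups of the comparison in the fit 4 were weaker and 1 stronger. With arrayWeights 12 were stronger and 4 reversed, and with the GC correction 2 were weaker, 1 stronger and 4 reversed. Testing every listed gene changed nothing because all 15329 genes met the filter, so this alternative tests nothing. eBayes without a trend and quantile normalization changed none of the 24 counts.

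The replicate numbers do not pair the mice: in the 15 pairs of groups, the 45 correlations between same-numbered libraries, taken over genes after removing the group means, ran from -0.60 to 0.51, with a median of -0.027 and 12 of them over 0.1. With the replicate block, 275 DEGs and 1377 adjusted genes were found in WT_OL (276 and 1457 without it), 122 and 3 in KO_Basal (120 and 3), and 2 adjusted genes between KO_RL and KO_OL (3). None of the 24 counts moved by more than 1.5 times.

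Fitting only the groups of a comparison left 74 adjusted genes in WT_OL against WT_Basal in place of 1457 (2975 at an unadjusted p under 0.05). It gave 182 DEGs and 7 adjusted genes in KO_Basal (120 and 3 with all groups), 3 genes down in both comparisons (1), 0 adjusted genes between WT_RL and WT_OL (40; 799 unadjusted), 0 between KO_RL and KO_OL (3; 1097 unadjusted), and 1523 between WT_RL and WT_Basal (2407). Such a fit has 4 residual degrees of freedom for 2 groups, against 12. Without moderation in these fits, adjusted genes numbered 0 in WT_OL (2582 unadjusted), 0 in KO_Basal (1259 unadjusted), 0 between WT_RL and WT_OL (783 unadjusted), 0 between KO_RL and KO_OL (1057 unadjusted), 252 between WT_RL and WT_Basal (1523 with it) and 2218 between KO_RL and KO_Basal (4426 with it, and 3612 in the fit of all groups), and 2 genes were down in both.

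Of the scale and filter alternatives, keeping genes with a mean log2 value of at least 2 left 72 DEGs in KO_Basal, where fewer genes are tested. Log2(2 to the value + 1) gave 2 genes down in both. Raising values under 2 to 2 gave 41 DEGs and 7 adjusted genes in KO_Basal, 2 genes down in both, 5 adjusted genes between KO_RL and KO_OL, and 2 and 1 adjusted genes for the genotype differences of the OL minus Basal and RL minus Basal changes (0 otherwise, with 1908 and 765 unadjusted). Flooring CPM at 1, added after seeing the data, gave 5 adjusted genes in KO_Basal, 8 genes down in both, 8 adjusted genes between KO_RL and KO_OL, and 1 and 3 for the genotype differences of the OL minus Basal and RL minus OL changes (0 otherwise for the latter too, with 1224 unadjusted).

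arrayWeights with its default method did not converge: it gave WT_OL replicate 1 a weight of 300.7 and the other 2 WT_OL libraries 0.12 and 0.22, so that this group rests on 1 mouse, and its counts are given only because it had been chosen in advance. Adjusted genes were 7038 in WT_OL, 12 in KO_Basal (190 DEGs), 6446 in KO_OL (3600 unweighted), 2467 between WT_RL and WT_OL, 368 between KO_RL and KO_OL, 7536 between KO_RL and KO_Basal, and 3902 and 494 for the genotype differences of the OL minus Basal and RL minus OL changes, with 5 genes down in both. The gene by gene method gave the same library a weight of 7.03. Its adjusted genes were 4872 in WT_OL, 8 in KO_Basal (190 DEGs), 6110 in KO_OL, 597 between WT_RL and WT_OL, 127 between KO_RL and KO_OL, 6990 between KO_RL and KO_Basal, and 2056 and 48 for the same genotype differences, with 4 genes down in both.

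After the GC correction of each library, WT_OL had 143 DEGs (87 up and 56 down) and 361 adjusted genes. 66 of the 87 and 39 of the 56 are among the 276. Adjusted genes fell to 2335 in KO_OL and to 1184 between WT_RL and WT_Basal. With the replicate block as well, these were 144 DEGs and 321 adjusted genes in WT_OL and 1101 between WT_RL and WT_Basal, with 2 genes down in both. The correction removes the trend of fold change with GC content by construction.

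With the fold change taken as a ratio of mean CPM and the p-values kept, the DEGs numbered 555 in WT_OL (276 with the difference of mean log2 values) and 219 in KO_Basal (120), with 22 genes up in both (9) and 16 down in both (1). Here the change follows from the construction, since log2(CPM + 1) draws the fold changes of genes with few CPM toward 0 and the p-values are the same. All 119 higher and 139 of the 157 lower DEGs of WT_OL, and all 22 higher and 98 lower DEGs of KO_Basal, are among those found with the ratio.

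voom on the recovered reads, added after seeing the data, gave 563 DEGs in WT_OL, 193 in KO_Basal, 22 genes up in both and 15 down in both. With only the groups of the comparison it gave 603 DEGs and 28 adjusted genes in WT_OL, 405 DEGs and 7 adjusted genes in KO_Basal, 25 genes up in both and 26 down in both, 0 adjusted genes between WT_RL and WT_OL (760 unadjusted), 0 between KO_RL and KO_OL (1077 unadjusted), and 1356 between WT_RL and WT_Basal. With the WT_Basal mice divided between the 2 comparisons, the genes up in both were 6 to 9, and the genes down in both were 0 with replicate 2 for WT_OL, 4 with replicate 1 for KO_Basal and 2 with replicate 3 for KO_Basal.

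Leaving out 1 mouse at a time gave, in WT_OL against WT_Basal, from 182 DEGs without WT_OL replicate 2 to 619 without WT_OL replicate 3, and from 629 adjusted genes without WT_Basal replicate 3 to 2496 without WT_OL replicate 3, with 716 without WT_Basal replicate 1 and 905 without WT_OL replicate 2. In KO_Basal against WT_Basal it gave from 63 DEGs without WT_Basal replicate 3 to 189 without WT_Basal replicate 2 (69 without WT_Basal replicate 1), and from 0 adjusted genes to 4 without KO_Basal replicate 1. There were 0 without WT_Basal replicate 1 (353 unadjusted), WT_Basal replicate 3 (410), KO_Basal replicate 2 (556) and KO_Basal replicate 3 (627), and 1 without WT_Basal replicate 2. Genes up in both ran from 7 without WT_Basal replicate 2 to 15 without KO_Basal replicate 3 (14 without WT_Basal replicate 3 and 14 without KO_Basal replicate 1), and genes down in both from 1 without KO_Basal replicate 1 to 11 without WT_Basal replicate 2, with 5, 4, 2 and 3 without WT_Basal replicates 1 and 3 and KO_Basal replicates 2 and 3.

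For the other comparisons, the adjusted genes in KO_OL ran from 2228 without KO_Basal replicate 1 to 2929 without KO_Basal replicate 3 (2313 and 2310 without KO_OL replicates 1 and 3). Between WT_RL and WT_OL they ran from 0 without WT_OL replicate 1 (2044 unadjusted) to 2042 without WT_OL replicate 3, with 1, 90 and 6 without WT_OL replicate 2 and WT_RL replicates 1 and 2. Between KO_RL and KO_OL they numbered 3 without KO_RL replicate 1 and 1 without any other mouse of the 2 groups. Between WT_RL and WT_Basal the count ran from 1137 without WT_Basal replicate 3 to 2323 without WT_RL replicate 3 (1184 and 1513 without WT_Basal replicate 1 and WT_RL replicate 2), and between KO_RL and KO_Basal from 2091 without KO_Basal replicate 1 to 3224 without KO_Basal replicate 3 (2338 and 2326 without KO_Basal replicate 2 and KO_RL replicate 3). The genotype difference of the OL minus Basal change had 0 adjusted genes (974 to 1925 unadjusted) in 11 of 12 such fits and 907 without WT_OL replicate 3. That of the RL minus OL change had 0 (834 to 1535 unadjusted) in 10 of 12, 3 without WT_OL replicate 3 and 21 without WT_RL replicate 1. That of the RL minus Basal change had 0 (416 to 899 unadjusted) in 9 of 12, 32 and 43 without WT_RL replicates 1 and 3 and 1 without KO_RL replicate 2. With 2 mice in a group, fewer or more calls can follow from the loss of a mouse and of 1 residual degree of freedom alike.

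Of the 36 genes of Fig. 4h, 9 had a p under 0.05 in WT_OL when adjusted over these 36 alone. This was 5 with only the groups of the comparison, 1 without moderation, 25 with arrayWeights, 19 gene by gene, 3 with the GC correction, 3 with block and GC correction, 5 with voom on the groups of the comparison, and from 3 without WT_Basal replicate 3 to 13 without WT_OL replicate 3 (5 without WT_Basal replicate 2, WT_OL replicate 1 or WT_OL replicate 2). In KO_Basal it was 0 (4 unadjusted), and 2 with only the groups of the comparison, 2 with arrayWeights and 2 gene by gene. In KO_OL it was 7, and 11, 13, 13 in these 3 fits, 4 with block and GC correction and 11 with voom on the groups of the comparison. Between WT_RL and WT_OL it was 0 (8 unadjusted), 3 with arrayWeights, and from 0 (4 unadjusted, without WT_OL replicate 1) to 10 without WT_OL replicate 3. Between KO_RL and KO_OL it was 0 (2 unadjusted) and 1 with arrayWeights, between WT_RL and WT_Basal 7 and 4 without moderation, and between KO_RL and KO_Basal 9 and 15 with either kind of weights. The genotype difference of the OL minus Basal change was 0 (4 unadjusted), 12 with arrayWeights, 6 gene by gene, and from 0 (without WT_Basal replicate 1, 3 unadjusted) to 6 without WT_OL replicate 3. The other 2 genotype differences stayed at 0 under all 28 alternatives. At an unadjusted p under 0.05 each had 1 gene in the fit of all 18 libraries. With arrayWeights these were 7 for the RL minus OL change and 6 for the RL minus Basal change.

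Among the named genes, the reversed log2 fold changes are small and have no adjusted p under 0.05. *Rac3* in WT_OL was -0.015, and 0.054 with arrayWeights, 0.041 gene by gene, and from -0.14 without WT_OL replicate 2 to 0.14 without WT_OL replicate 3. *Wasl* in KO_OL was 0.0083 and 0.0084 with these weights, 0.11 with the GC correction and with block and GC correction, and from -0.059 without KO_Basal replicate 1 to 0.058 without KO_Basal replicate 3. *Pak3* in KO_OL was 0.17 and *Limk1* -0.053 with the GC correction, with or without the block. *Pak6* between KO_RL and KO_OL was 0.031 and 0.014 with the weights and from -0.16 without KO_RL replicate 3 to 0.0051 without KO_RL replicate 1. *Acta1* in the same comparison was 0.018 and 0.0027, and from -0.19 without KO_RL replicate 3 to 0.0046 without KO_RL replicate 2. *Wasf3* between WT_RL and WT_OL was -0.063 with quantile normalization, -0.0029 with the GC correction, with or without the block, and from -0.065 without WT_RL replicate 2 to 0.072 without WT_OL replicate 2. In KO_OL, *Pak6* ran from -0.080 without KO_Basal replicate 2 to 0.029 without KO_Basal replicate 1, and *Acta1* from -0.092 without KO_Basal replicate 2 to 0.0062 without KO_Basal replicate 3.

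Of the 17 marker lists, camera at a preset correlation of 0.01, fry, and camera at an estimated correlation called 7, 5 and 0 in WT_OL, 11, 0 and 0 in KO_Basal, 7, 3 and 0 in KO_OL, 7, 2 and 0 between WT_RL and WT_OL, 5, 1 and 1 between KO_RL and KO_OL, 5, 4 and 0 between WT_RL and WT_Basal, 4, 3 and 1 between KO_RL and KO_Basal, and 7, 0 and 0, 7, 0 and 0, and 10, 0 and 0 for the genotype differences of the OL minus Basal, RL minus OL and RL minus Basal changes. Where fry called 0, an unadjusted p under 0.05 was given to 3 lists in KO_Basal and to 4, 1 and 2 for the genotype differences, and where camera at an estimated correlation called 0, to 3 in WT_OL, 4 in KO_Basal, 1 in KO_OL, 2 between WT_RL and WT_OL, 2 between WT_RL and WT_Basal, and 0, 1 and 1 for the genotype differences. The preset correlation takes the genes of a list as nearly independent, which marker genes of 1 tissue are not.

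Depth limits few of the DEGs found here. Of these, 11 of 276 in WT_OL and 12 of 120 in KO_Basal have a mean under 1 CPM, and 1 read corresponds to 0.0333 CPM or less. The log2(CPM + 1) scale passes over such genes by construction. In the paper's lists, 76 of the 265 higher and 79 of the 295 lower genes for WT_OL have a mean under 1 CPM. For KO_Basal these are 45 of 95 and 73 of 219. A gene with no read in a group, such as *Gh* in WT_OL or *Gm5741* in WT_Basal, has no finite log2 ratio of CPM. Its difference of mean log2(CPM + 1), which was used for ranking, medians and figures, depends on the 1 added to CPM.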

Differences from the paper's values

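The paper's numbers of changed genes and those found here differ by more than 1.5 times in 9 places. How the paper computed its fold changes is not known. As a ratio of mean CPM, all genes of the paper's lists in Table S2 are past 1.5-fold, and as a difference of mean log2(CPM + 1), the scale used here, 120 of the 265 and 144 of the 295 genes for WT_OL and 33 of the 95 and 128 of the 219 for KO_Basal are. Each value is given on the scale of the ratio too, with the p-values of the fit unchanged. The ratio, CPM floored at 1, voom and arrayWeights gene by gene were chosen after seeing the values, and all other alternatives were set before the data were examined. No tests of a cause are given in this part, and none of these settings is known to be the method of the paper.

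In WT_OL against WT_Basal, 276 genes passed 1.5-fold and an unadjusted p under 0.05, against the paper's 560, and 555 did with the ratio of mean CPM, chosen after seeing the values. Of the 18 alternatives set before the data were examined, which ran from 143 to 619, leaving out WT_OL replicate 1 (375) and leaving out WT_OL replicate 3 (619) came within 1.5 times of the paper's number and the other 16 did not. Chosen after seeing the values, log2 of CPM floored at 1 (409), voom (563) and voom with only the groups of the comparison (603) did as well.

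For the genes higher in WT_OL the numbers were 119 here, 265 in the paper and 257 with the ratio, again chosen after seeing the values. Among the 18 alternatives set before the data were examined (79 to 230), arrayWeights, which did not converge, and the fit without WT_OL replicate 3 came within 1.5 times and 16 did not. Both voom fits, chosen after seeing the values, did. For the genes lower in WT_OL they were 157 here, 295 in the paper and 298 with the ratio. Here 3 of the 18 (54 to 389) came within 1.5 times, the fits without WT_Basal replicate 2, without WT_OL replicate 1 and without WT_OL replicate 3, and 15 did not. CPM floored at 1 and both voom fits, chosen after seeing the values, did.

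In KO_Basal against WT_Basal, 120 genes passed, against the paper's 314, and 219 did with the ratio of mean CPM, chosen after seeing the values. None of the 18 alternatives set before the data were examined (41 to 190) closed the gap, and voom with only the groups of the comparison (405), chosen after seeing the values, came within 1.5 times. For the higher genes the numbers were 22 here, 95 in the paper and 67 with the ratio; none of the 18 (11 to 55) closed the gap, and the same voom fit, chosen after seeing the values, did (86). For the lower genes they were 98 here, 219 in the paper and 152 with the ratio. Of the 18 (28 to 172), the fit of only the groups of the comparison, arrayWeights and the fit without WT_Basal replicate 2 came within 1.5 times and 15 did not, and arrayWeights gene by gene (164) and voom with only the groups of the comparison (319), chosen after seeing the values, did.

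Genes higher in both WT_OL and KO_Basal numbered 9 here, 29 in the paper and 22 with the ratio of mean CPM, chosen after seeing the values. None of the 27 alternatives set before the data were examined (6 to 15) closed the gap, and voom with all groups (22) and with only those of the comparison (25), chosen after seeing the values, came within 1.5 times. Genes lower in both numbered 1 here, 16 in the paper's lists and 16 with the ratio. Of the 27 (0 to 11), only the fit without WT_Basal replicate 2 (11) came within 1.5 times, and voom with all groups (15), chosen after seeing the values, did. Genes changed in opposite directions numbered 0 here, with 1 in the paper's lists and 2 with the ratio. Of the 27 (0 to 4), the fit of only the groups of the comparison, arrayWeights, and the fit with WT_Basal replicate 1 for WT_OL and the others for KO_Basal gave the paper's number and 24 did not, and voom with all groups, chosen after seeing the values, did.

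The paper reports *Rac3* as higher and *Acta2* and *Actb* as lower in untrained KO mice. All 3 had this direction and an unadjusted p under 0.05, and none had an adjusted p under 0.05 here (0.994 for each from limma) or in any of 21 alternatives, over which it ran from 0.126 to 1 for *Rac3*, from 0.143 to 1 for *Acta2* and from 0.182 to 1 for *Actb*. In WT mice the paper reports less *Ccny* mRNA after original learning, by qRT-PCR. Here its log2 fold change was -0.29, with an adjusted p of 0.0953 from limma (1.24e-06 to 0.497 over 21 alternatives), under 0.05 with arrayWeights, without WT_OL replicate 3 and with arrayWeights gene by gene, chosen after seeing the values.

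After original learning the paper reports lower *Ssh3* in KO mice and lower *Pak3* and *Wasl* in WT mice, and Fig. 4h marks *Pak6* and *Acta1* as changed in WT mice. *Ssh3* in KO mice had a log2 fold change of -0.50 and an adjusted p of 0.0643 from limma (0.0180 to 0.253 over 21 alternatives), under 0.05 with only the groups of the comparison, with arrayWeights, with the GC correction and without KO_OL replicate 3, and also with arrayWeights gene by gene and voom on the groups of the comparison, chosen after seeing the values. In WT mice the adjusted p from limma was 0.146 for *Pak3* (0.00609 to 0.641 over 21 alternatives), 0.0835 for *Wasl* (0.000104 to 0.448) and 0.122 for *Acta1* (0.00689 to 0.462). For all 3 it was under 0.05 with arrayWeights, without WT_OL replicate 3 and with arrayWeights gene by gene, chosen after seeing the values, and for *Wasl* also when adjusted over the 36 genes alone (0.0464). *Pak6* in WT mice had 0.183 (0.0876 to 0.624), under 0.05 in no alternative.

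Between reversal and original learning, Fig. 4h marks 7 genes in WT mice, read by eye, and none had an adjusted p under 0.05 from limma. For *Rac3* it was 0.238 (0.0161 to 0.845 over 21 alternatives), under 0.05 with arrayWeights and without WT_OL replicate 3. *Acta1* had 0.169 (0.0243 to 0.845), under 0.05 without WT_OL replicate 3. *Pak6* had 0.190 (0.0576 to 0.845) and *Ssh3* 0.294 (0.0912 to 0.845), under 0.05 in none. *Ssh2*, *Arpc1b* and *Arpc2* had 0.257, 0.246 and 0.229. In KO mice the paper reports higher *Ssh3*, which had a log2 fold change of 0.41 and an adjusted p of 1.00 from limma (0.243 to 1 over 21 alternatives).

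Other genes marked in Fig. 4h, read by eye, did not pass an adjusted p of 0.05 from limma: *Cdc42* (0.0819), *Arpc3* (0.0528) and *Arpc5* (0.0949) in WT_OL against WT_Basal, *Pak4* (0.0812) and *Wasf2* (0.116) in KO_OL against KO_Basal, *Rac3* (0.0727), *Pak4* (0.123), *Pak7* (0.103), *Arpc3* (0.120), *Arpc5* (0.113) and *Wasf2* (0.0548) in WT_RL against WT_Basal, and *Wasf3* (0.0833) in KO_RL against KO_Basal. *Cdc42* and *Arpc3* in WT_OL and *Wasf2* in WT_RL were under 0.05 when adjusted over the 36 genes alone (0.0464, 0.0266 and 0.0460). Every gene marked in the figure had an unadjusted p under 0.05 here. The paper describes several of these responses as present in one genotype and absent in the other. The difference between genotypes of the OL minus Basal change had an adjusted p under 0.05 in 0 genes here (1908 at an unadjusted p under 0.05). It was under 0.05 with arrayWeights for *Rac3*, *Ssh3*, *Actb*, *Limk1* and *Wasl*, without WT_OL replicate 3 for *Rac3*, and with arrayWeights gene by gene, chosen after seeing the values, for the first 4 of these. Over 27 alternatives it ran from 0.00393 to 0.765 for *Rac3*, 0.00971 to 0.765 for *Ssh3*, 0.00548 to 0.765 for *Actb*, 0.0178 to 0.772 for *Limk1* and 0.0181 to 0.810 for *Wasl*.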

Other observations

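Of the tests in this part, those chosen only after the result was seen are the correlation of the paper's lower genes outside the marker lists, the count of higher genes that depend on KO_Basal replicate 1, and all other splits of the mice except those of the uncorrected values of all 6 mice for the numbers of genes past 1.5-fold with an unadjusted p under 0.05 (called DEGs), and the simulations with separate WT_Basal mice. All lists of marker genes come from general knowledge.

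All 24 choroid plexus markers were lower in KO_Basal than in WT_Basal, by log2 fold changes from -0.59 to -4.37 with a median of -2.02, which ran from -2.52 without WT_Basal replicate 2 to -1.61 without WT_Basal replicate 3. camera called the list (adjusted p = 2.00e-26) and fry did not (adjusted p = 0.239), and all 3 KO_Basal means lay below all 3 WT_Basal means (exact permutation test, two-sided p = 0.1). A candidate explanation is less choroid plexus in the dissected KO_Basal hippocampi. If so, the markers should move together from mouse to mouse within groups, and they did, with a median correlation of 0.975 between each marker and the mean of the others over 18 libraries after removal of group means. *Ttr*, the most abundant marker, was at 2185, 759 and 4004 CPM in WT_Basal, at 23.1, 597 and 50.9 CPM in KO_Basal, and between 12.2 and 7685 CPM in WT_RL, so a similar spread occurred within a WT group. All 24 markers have a mean over 1 CPM in these libraries, and 22 are in the study's own list of lower genes. The other 2 had a median of -0.69. The remaining 188 lower genes of the paper, which are on none of the marker lists, had a median correlation of 0.870 with the choroid plexus mean within the trained groups, where the untrained mice played no part. The highest of 200 random lists of genes of matched level had 0.288. Of the 98 lower DEGs found here, 20 are choroid plexus markers and 91 had such a correlation over 0.7, as did 10.6% of all genes. In KO_OL against KO_Basal the list rose by a median of 2.54, and an effect of the genotype that is lost on training was not tested apart from dissection.

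*Acta2* is 1 of 11 markers of vascular smooth muscle, a list with a median of -0.56 in KO_Basal (-0.64 to -0.35 over fits without 1 mouse, the latter without WT_Basal replicate 1; 11 of 11 lower; adjusted p = 1.23e-11 from camera and 0.239 from fry). The study's list of lower genes holds 7 of the 11, and 10 of the 11 have a mean over 1 CPM. Over the 18 libraries *Acta2* had a Pearson correlation of 0.966 with the mean of the other 10 markers, and of 0.938 after removal of group means. Less smooth muscle in the KO_Basal samples is therefore a candidate source of the lower *Acta2*, which was at 54.1, 39.7 and 27.8 CPM in WT_Basal and at 25.5, 18.0 and 22.9 CPM in KO_Basal. The other 10 markers were all lower in KO_Basal, with a median of -0.49, and with their mean as a covariate the difference of *Acta2* was -0.15 (standard error 0.13) in place of -0.81. A lower share of smooth muscle as an effect of the genotype was not tested.

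Hypothalamic tissue may be present in 1 KO_Basal sample. In KO_Basal replicate 1 all 14 listed hypothalamic markers were higher than in the other 2 KO_Basal mice, and the mean of the list was 3.06 against 1.05 and 0.93, with 1.39 as the highest of the other 15 libraries. *Pmch* was at 52.6 CPM and *Hcrt* at 25.0 CPM in that mouse, and at 1.11 CPM or less and 0.445 CPM or less in the other untrained and WT_OL mice. *Avp* was at 3.08 CPM. The median of the list in KO_Basal against WT_Basal was 0.70 (14 of 14 higher; adjusted p = 7.27e-08 from camera and 0.239 from fry; exact permutation test, two-sided p = 0.3) and 0.10 without KO_Basal replicate 1. Of 18 genes written down 14 are listed, 7 have a mean over 1 CPM, and 10 are in the study's list of higher genes. Of that list of 95 genes, 63 were highest in replicate 1 among the KO_Basal mice, and without it 77 were under 1.5-fold, against 62 with it, and the median fell from 0.51 to 0.30. Hypothalamic tissue in this mouse is not the whole source of the 22 higher DEGs found here, since 7 of them, and not all, were under 1.5-fold without it, and 4 are hypothalamic markers.

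The other lists in KO_Basal against WT_Basal had the following medians. camera and not fry called oligodendrocytes (-0.45, 12 of 12 lower), ependymal cells (-0.58, 10 of 11 lower; -0.38 without KO_Basal replicate 3), microglia (0.16), astrocytes (0.13), CA1 pyramidal neurons (-0.18; -0.32 without KO_Basal replicate 3 and -0.038 without KO_Basal replicate 1), pituitary cells (-0.67; -1.20 without WT_Basal replicate 1 and -0.30 without WT_Basal replicate 2), immediate early genes (0.36, 13 of 18 higher; 0.22 without KO_Basal replicate 3) and glucocorticoid-induced genes (0.10; 0.033 without KO_Basal replicate 2). Neither test called dentate granule neurons (0.0035; -0.085 without KO_Basal replicate 3 and 0.093 without KO_Basal replicate 2), endothelial cells (-0.027; -0.069 without WT_Basal replicate 3 and 0.000055 without WT_Basal replicate 1), fibroblasts of the meninges (0.11; -0.071 without KO_Basal replicate 3 and 0.33 without KO_Basal replicate 2), thalamic and habenular neurons (0.062; -0.14 without KO_Basal replicate 1 and 0.13 without KO_Basal replicate 2), the Y chromosome (-0.025; -0.11 without WT_Basal replicate 2 and 0.0091 without WT_Basal replicate 1) or circadian clock genes (0.0040; -0.018 without KO_Basal replicate 3 and 0.084 without KO_Basal replicate 1). Of the immediate early genes, 4 are among the 29 shared genes of the paper. The other 14 had a median of 0.25 in KO_Basal, with 9 higher, and of 0.77 in WT_OL. No biological explanation was tested for these lists.

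In WT_OL against WT_Basal, camera and not fry called fibroblasts of the meninges (0.62, from 0.45 to 0.83 over fits without 1 mouse; 3 genes in the study's list of higher genes) and endothelial cells (0.21, and 0.12 without WT_OL replicate 2; 1 gene in that list). Neither test called pituitary cells (3 of 8 genes listed, 2 in the study's list of lower genes; -1.0, with -1.53 without WT_Basal replicate 1 and -0.44 without WT_Basal replicate 2), dentate granule neurons (-0.20, with -0.55 without WT_OL replicate 3 and -0.059 without WT_OL replicate 2), thalamic and habenular neurons (0.27, with 0.077 without WT_OL replicate 1) or choroid plexus (0.19, with -0.29 without WT_Basal replicate 2 and 0.57 without WT_Basal replicate 3). It was the same for CA1 pyramidal neurons (0.027, with -0.10 and 0.15 without WT_OL replicates 3 and 2), ependymal cells (0.0067, with -0.11 and 0.10 without WT_OL replicates 2 and 3), hypothalamic neurons (-0.0064, with -0.037 without WT_Basal replicate 2 and 0.087 without WT_OL replicate 3), microglia (0.023, with -0.11 and 0.17 without WT_OL replicates 2 and 3), oligodendrocytes (-0.0063, with -0.12 without WT_Basal replicate 2 and 0.13 without WT_OL replicate 1) and vascular smooth muscle (-0.024, with -0.19 and 0.20 without WT_Basal replicates 3 and 1). The growth hormone gene *Gh* was at 0.0666, 32.3 and 7.32 CPM in WT_Basal and at 0 CPM in the 3 WT_OL mice. Red blood cells, with 2 listed genes, and X inactivation, with 0, were not tested.

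In WT_OL against WT_Basal, fold change rose with GC content (Spearman correlation 0.582 over genes). The 119 higher DEGs had a median GC content of 55.6% and the 157 lower ones, of which 152 could be placed, 40.2%, against 49.8% for all genes. The slope of a library's values on GC content, per 10% and against the mean of the 18 libraries, lay between -0.18 and -0.11 in the 6 untrained mice and between -0.012 and 0.20 in the 12 trained ones, with the highest in WT_OL replicate 2. GC content bias, so far as a correction of each library removes it, is not the whole source of the changes. After it 143 DEGs remained, 105 of them among the 276, and 361 genes had an adjusted p under 0.05 from limma. The other 9 splits of these mice gave 5 to 82 DEGs with the same correction (median 24). The number of DEGs fell by more than 1.5 times without WT_OL replicate 2, to 182, so this mouse adds to it. It alone is not the whole source, since 905 genes had an adjusted p under 0.05 from limma without it. The other 9 splits of the remaining 5 mice gave 4 to 90 DEGs (median 24). Splits that mix the groups count the difference between them as spread, whatever its cause. They therefore cannot tell training from a remaining bias or from chance. Gene length is not the whole source either, with a Spearman correlation of -0.115 with fold change. Median lengths were 3501 and 4217 bases in higher and lower DEGs and 3395 in all genes. A difference in GC content bias can arise in library preparation, and whether it followed a batch or the training cannot be told apart by the labels.

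A batch that follows the mapping rate of Table S1 was examined along the change from untrained to trained KO mice (4512 genes), with the mean of WT_Basal at 0. WT_OL replicates 1, 2 and 3 lay at 0.36, 0.254 and 0.54, the WT_Basal mice between -0.046 and 0.039 and the KO_Basal mice between -0.39 and -0.24. WT_OL replicate 2, whose mapping rate (87.89%) is within the range of WT_Basal (87.24% to 88.01%), and replicate 1, with 88.2%, thus both lay beyond the WT_Basal mice by more than these differ, which argues against such a batch as the whole source of the changes in WT_OL. WT_RL replicate 1, with a rate of 90.2%, lay at 0.34, below WT_OL replicate 1. This does not count against such a batch, since the choroid plexus markers, which rose with training in KO mice, can also move the position. Their mean was 2.14, 3.90 and 6.53 in WT_RL replicates 1, 2 and 3, which lay at 0.34, 0.41 and 0.77. In WT_OL replicates 1 and 2 this mean was 5.29 and 5.01, within the range of WT_Basal (4.00 to 5.64). After GC correction, WT_OL replicates 1, 2 and 3 lay at 0.27, 0.0035 and 0.45 and the WT_Basal mice between -0.10 and 0.079, so the position of replicate 2 goes with the trend on GC content and those of replicates 1 and 3 for the most part do not. A batch that follows something other than the mapping rate stays open, as does a response to the training.

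The genes higher in both WT_OL and KO_Basal rest on the same 3 WT_Basal mice. In 100 simulations of unchanged groups with such a shared reference, 7 gave at least the 9 genes found (median 1, highest 158). With separate WT_Basal mice for the 2 comparisons, which leaves 1 of them a single WT_Basal mouse, 6 to 9 genes were higher in both over the 6 ways to divide them. In 100 simulations of unchanged groups divided in this way, the fewest of the 6 ways was at least 6 genes in 2, their median at least 6.5 in 3, and the most of the 6 ways was at least 9 genes in 7. The shared mice and chance differences among mice therefore stay open as sources of the 9 genes. For the 1 gene lower in both, *Slc17a8*, the shared mice stay open, since 55 of the 100 simulations gave as many. Other measures of likeness were no greater than in the simulations. The correlation of the 2 sets of fold changes was 0.202 against a median of 0.457 (83 of 100 as large), and 58.7% of genes changed in the same direction against 66.3% (72 of 100). At the paper's list sizes, 16 of the genes ranked highest were shared against 19 (60 of 100) and 3 of those ranked lowest against 39.5 (97 of 100). Real changes in WT_OL alone also lower these measures, so values under the simulated medians do not count against shared changes. The simulations also shuffled the residuals of all 18 libraries over the groups, so WT_Basal could receive the larger spread of WT_OL or WT_RL. Among 100 random splits of the 9 mice into 3 groups, 17 gave at least 9 genes higher in both and 78 at least 1 lower in both.

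With 3 mice against 3 there are 10 splits, so no result can be rarer than 1 in 10. The true split gave the most DEGs in WT_OL against WT_Basal and in KO_Basal against WT_Basal (1 of 10 each), and the most adjusted genes in these 2, in KO_OL against KO_Basal, in KO_RL against KO_OL, in WT_RL against WT_Basal and in KO_RL against KO_Basal (1 of 10 each). For WT_RL against WT_OL, 2 of the 10 splits gave as many as the 40 adjusted genes found. The other one, with WT_OL replicates 1 and 2 and WT_RL replicate 2 against the rest, gave 2630. In DEGs the true split also gave the most in KO_OL against KO_Basal, WT_RL against WT_Basal and KO_RL against KO_Basal. It did not for WT_RL against WT_OL (181, with 361 in another split) or for KO_RL against KO_OL (48, with 182 in another). For the differences between genotypes, labels were permuted within each training state. Of 100 such splits, 5 gave at least the 1908 genes at an unadjusted p under 0.05 found for the OL minus Basal change, 37 at least the 1224 for the RL minus OL change and 29 at least the 765 for the RL minus Basal change, so chance differences among mice stay open for all 3.

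*Ccny* itself had lower means in trained than in untrained WT mice, without an adjusted p under 0.05. Its log2 fold change was -0.29 in WT_OL against WT_Basal (adjusted p = 0.0953 from limma, 1.24e-06 to 0.497 over 21 alternatives, 3 of which call it; -0.41 and 0.0123 without WT_OL replicate 3) and -0.29 in WT_RL against WT_Basal (adjusted p = 0.0713 from limma, 0.0193 to 0.296 over 21 alternatives, with 0.0193 and -0.41 without WT_RL replicate 1 and -0.17 without WT_RL replicate 3). The paper reports less *Ccny* mRNA by qRT-PCR (Fig. 4a) and less CCNY protein (Fig. 4b) in WT mice after original learning; the direction of the means here is the same.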
